# RNA-seq analysis reveals the role of red light in resistance against *Pseudomonas syringae* pv. *tomato* DC3000 in tomato plants

**DOI:** 10.1186/s12864-015-1228-7

**Published:** 2015-02-25

**Authors:** You-Xin Yang, Meng-Meng Wang, Yan-Ling Yin, Eugen Onac, Guo-Fu Zhou, Sheng Peng, Xiao-Jian Xia, Kai Shi, Jing-Quan Yu, Yan-Hong Zhou

## Abstract

**Background:**

Plants attenuate their responses to a variety of bacterial and fungal pathogens, leading to higher incidences of pathogen infection at night. However, little is known about the molecular mechanism responsible for the light-induced defence response; transcriptome data would likely facilitate the elucidation of this mechanism.

**Results:**

In this study, we observed diurnal changes in tomato resistance to *Pseudomonas syringae* pv. *tomato* DC3000 (*Pto* DC3000), with the greatest susceptibility before midnight. Nightly light treatment, particularly red light treatment, significantly enhanced the resistance; this effect was correlated with increased salicylic acid (SA) accumulation and defence-related gene transcription. RNA-seq analysis revealed that red light induced a set of circadian rhythm-related genes involved in the phytochrome and SA-regulated resistance response. The biosynthesis and signalling pathways of multiple plant hormones (auxin, SA, jasmonate, and ethylene) were co-ordinately regulated following *Pto* DC3000 infection and red light, and the SA pathway was most significantly affected by red light and *Pto* DC3000 infection. This result indicates that SA-mediated signalling pathways are involved in red light-induced resistance to pathogens. Importantly, silencing of *nonexpressor of pathogensis-related genes 1* (*NPR1*) partially compromised red light-induced resistance against *Pto* DC3000. Furthermore, sets of genes involved in redox homeostasis (*respiratory burst oxidase homologue*, *RBOH*; *glutathione S-transferases*, *GSTs*; *glycosyltransferase*, *GTs*), calcium (*calmodulin*, *CAM*; *calmodulin-binding protein*, *CBP*), and defence (*polyphenol oxidase*, *PPO*; *nudix hydrolase1*, *NUDX1*) as well as transcription factors (*WRKY18*, *WRKY53*, *WRKY60*, *WRKY70*) and cellulose synthase were differentially induced at the transcriptional level by red light in response to pathogen challenge.

**Conclusions:**

Taken together, our results suggest that there is a diurnal change in susceptibility to *Pto* DC3000 with greatest susceptibility in the evening. The red light induced-resistance to *Pto* DC3000 at night is associated with enhancement of the SA pathway, cellulose synthase, and reduced redox homeostasis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1228-7) contains supplementary material, which is available to authorized users.

## Backgrounds

Plants have evolved intricate mechanisms for perceiving external signals, thereby enabling an optimal response to biotic and abiotic stimuli. A number of signalling pathways with roles in regulating the response to pathogens have been defined. Upon infection by microbial pathogens, plants activate a multitude of defence responses to combat the attacking intruders [1]. Salicylic acid (SA), jasmonate (JA), and ethylene (ET) contribute to responses to biotic stresses by influencing various signalling pathways with complex networks of synergistic and antagonistic interactions [2]. The plant-pathogen interaction results in a burst of reactive oxygen species (ROS), the rapid induction of a hypersensitive response (HR), and the expression of pathogenesis-related (*PR*) genes at the infection site [3]. The plants also develop systemic acquired resistance (SAR) in uninfected tissues of plants following an HR [4,5]. SA is a signalling molecule that acts during SAR development. Meanwhile, the responses of plants to pathogens are largely dependent on environmental factors such as light, temperature, and water. For example, low temperature suppresses the resistance of rice (*Oryza sativa*) plants to infection by *Magnaporthe grisea* [6]. A recent study revealed an antagonistic interaction between SAR and ABA induced by abiotic stress factors [7].

Light is one of the major external factors that influence plant growth and development. Recent studies have revealed that light is also required for establishing an efficient response in several plant-pathogen interactions [8-10]. Plants have evolved several types of photoreceptors to perceive and respond to the quantity and quality of light. These photoreceptors comprise the red/far-red light-absorbing phytochromes, the UV-A and blue light-absorbing cryptochromes, and phototropins [11]. Plants have increased defence capability against pathogen attack during the daytime, which is attributable to the availability of a prolonged light period during the early stages of the plant-pathogen interaction [9]. Both SAR and HR are light dependent and require the PHYA and PHYB light receptors [9,12]. In the dark, plants attenuate their responses to a variety of bacterial and fungal pathogens, leading to a higher incidence of infection at night [13,14]. Moreover, the induced emissions of volatile compounds in the herbivore resistance responses are light dependent [15].

Several studies have contributed to our understanding of induced defence responses to light stimuli at the molecular level. The accumulation of SA, the induction of phenylalanine ammonia-lyase (PAL), and the expression of the pathogenesis-related protein (*PR1*) were light dependent in *Arabidopsis* plants inoculated with an avirulent strain of *Pseudomonas syringae* [16]. Microarrays have recently been used to identify differentially expressed genes in *Arabidopsis* in response to light at low temperature or under wound stress [17,18]. A specific role of light has been implicated in the responses of plants to pathogen attack [19], but the specific role of light in global gene expression in the defence response has remained elusive.

We previously demonstrated that red light induced resistance to powdery mildew more effectively than other types of light, a process with enhancement of the SA-mediated defence pathway [20]. In this study, we examined the diurnal changes that affect resistance and determined whether nightly light exposure could trigger the defence against *Pseudomonas syringae* pv. *tomato* strain DC3000 (*Pto* DC3000) in tomato plants. Subsequently, RNA-seq was performed to detect whole genome expression changes. The results demonstrated that supplementary red light at night can enhance the plant defence against pathogen infection; the effect of red light was associated with a set of differentially expressed genes, particularly those involved in the circadian rhythm, photosynthesis, ROS, calcium signalling, and hormone regulation. The possible roles of these genes in the induced resistance to *Pseudomonas syringae* pv. *tomato* DC3000 (*Pto* DC3000) mediated by red light are discussed.

## Methods

### Plant materials, virus-induced gene silencing (VIGS) constructs and Agrobacterium-mediated virus infection

Tomato (*Solanum lycopersicum* L, cv. Ailsa Craig) seeds were sown in trays filled with a mixture of peat and vermiculite (2:1, v/v) and placed in growth chambers at a temperature of 25/19°C (day/night) with a photoperiod of 12 h of light (8:00 AM to 8:00 PM), a photosynthetic photon flux density (PPFD) of 200 μmol m^−2^ s^−1^ from fluorescent tubes, and a relative humidity (RH) of 70%. The seedlings were watered daily and fertilised with Hoagland nutrition solution once per week.

VIGS was performed using the bipartite tobacco rattle virus (TRV) vectors, pTRV1 and pTRV2, as previously described [21]. Fragments from tomato nonexpressor of PR1 *(NPR1)*, protein inhibitor I/II (*PI I and II*) cDNAs were PCR-amplified using the primers shown in Additional file 1: Table S1. Restriction sites were added to the 5′-ends of the forward and reverse primers for cloning into the pTRV2 vector. The amplified fragment was digested with SacI and XhoI and ligated into the same sites of pTRV2. The resulting plasmid was transformed into *Agrobacterium tumefaciens* GV3101. *Agrobacterium*-mediated virus infection was performed as previously described [21]. pTRV*-PI I/II* was an equal mix of pTRV-*PI I* and pTRV-*PI II*. Plants were then kept at 23/21 ^o^C under 120 μmol m^−2^ s^−1^ PPFD for 30 d before they were used for the experiments.

### Nighttime light treatment

To determine the diurnal changes in disease resistance, tomato plants were inoculated with *Pseudomonas syringae* pv. *tomato* strain DC3000 (DC3000) at the four-leaf stage every 4 h on one day, at 0:00, 4:00, 8:00, 12:00, 16:00, and 20:00. To investigate the effects of different types of light on defence, tomato seedlings at the four-leaf stage were exposed to nightly light treatments from 8:00 PM to 8:00 AM using purple light (P) with a maximum intensity at 394 nm, blue light (B) with a maximum intensity at 452 nm, green light (G) with a maximum intensity at 522 nm, yellow light (Y) with a maximum intensity at 594 nm, or red light (R) with a maximum intensity at 660 nm (Additional file 2: Figure S1). The P, B, G, Y, and R lights were provided by light-emitting photodiodes (LEDs, T8-1200 mm-15 W, Qiushi Co., China). Plants placed under a dark environment at night (8:00 PM to 8:00 AM) were used as controls. The intensity of the supplemental light was set at 20 μmol m^−2^ s^−1^ PPFD at the level of the canopy. Three days after light treatment, half of the plants were inoculated with DC3000, and the other plants were treated with MgCl_2_ as a mock treatment on the fourth day at 10:00 AM. Leaf samples for gene transcript and biochemical analysis were collected at 0, 1, 2, and 3 days post-inoculation (dpi).

### Growth of the pathogen DC3000 and inoculation of tomato plants

DC3000 was grown in King’s B medium containing rifampicin (50 mg ml^−1^) at 28°C as previously described [22]. One day prior to inoculation, a single bacterial colony was cultured at 28°C with shaking until the log phase. Then, the cells were collected by centrifugation at 4,000 *g* for 10 min and resuspended in 10 ml of 10 mM MgCl_2_. The inoculation was performed by dipping the entire leaf into the bacterial suspension (OD600 = 0.1 in 10 mM MgCl_2_) for 2 to 3 seconds to ensure that the leaf surfaces were coated with the bacterial suspension. Control mock inoculations were performed using MgCl_2_ buffer only. The plants were then placed at 90 to 100% RH for the first 24 h and then at approximately 70% RH for the rest of the experimental period. The leaves were photographed at 6 d after DC3000 infection. The determination of bacterial growth colony-forming units (CFU) in plant was performed as described [23]. Three 0.79 cm^2^ leaf discs from each leaf were pooled as one replicate and the leaf discs were homogenised in 1 ml of 10 mM MgCl_2_. Bacterial growth numbers were determined by plating appropriate dilutions in King’s B medium with rifampicin (50 μg ml^−1^). CFU were counted after incubation for 48 h at 28°C. All pathogen experiments were repeated twice, and similar results were obtained.

### Characterisation of microscopic disease lesions

Trypan blue staining was performed at 3 days after DC3000 inoculation as described by [24]. Lactophenol-trypan blue infection (10 ml of lactic acid, 10 ml of glycerol, 9.3 g of phenol, and 10 mg of trypan blue dissolved in 10 ml of distilled water) was used to study the development of the pathogen in stained whole leaves. Whole leaves were boiled for approximately 2–4 min in the stain solution and then decolorised in chloral hydrate (25 g of chloral hydrate dissolved in 10 ml of distilled water) for 2–3 h. The leaves were stored in chloral hydrate and photographed under a compound microscope.

### Measurement of gas exchange, chlorophyll fluorescence parameters, chlorophyll content and electrolyte leakage

The gas exchange parameter as the light-saturated rate of CO_2_ assimilation (*A*_sat_) was measured on the third fully expanded leaves using an infrared gas analyser (Li-COR 6400; Li-COR, Lincoln, NE, USA) at 3 days after DC3000 inoculation. The measurements were performed from 9:00 AM to 11:00 AM under the following conditions: 25°C, 380 μmol mol^−1^ CO_2_, 70% RH, and 1000 μmol m^−2^ s^−1^ PPFD. Chlorophyll (Chl) fluorescence was measured on the third fully expanded leaves after 30 min of dark adaptation using an imaging pulse amplitude-modulated (PAM) fluorometer (IMAG-MAXI; Heinz Walz, Effeltrich, Germany). The intensities of the actinic light and saturating light settings were 280 μmol m^−2^ s^−1^ and 2500 μmol m^−2^ s^−1^ PPFD, respectively. The maximum quantum yield of PSII (*Fv/Fm*) was measured and calculated as described by Huang et al. [25]. Leaf chlorophyll (Chl *a* and Chl *b*) was extracted in 80% acetone, and the contents (μg g^−1^ FW) were determined spectrophotometrically according to Lichtentaler and Wellburn [26]. Electrolyte leakage was measured in leaves at 3 days after DC3000 inoculation as previously described [27]. The conductivity was measured using an electroconductivity meter (DDS-11A, Beijing, China).

### Determination of glutathione contents in the leaves

The glutathione content was determined according to [28] using an enzymatic recycling method. Leaf tissue (0.3 g) was homogenised in 2 ml of 6% metaphosphoric acid containing 2 mM EDTA. The homogenates were then centrifuged at 4°C for 10 min at 14,000 *g*. Total glutathione was sequentially oxidised by 5,5′-dithiobis-2-nitrobenzoic acid (DTNB) and reduced by NADPH in the presence of GR. Oxidised glutathione (GSSG) was assayed by derivatising reduced glutathione (GSH) with 2-vinylpyridine. The GSH content was then calculated by deducting GSSG from the total glutathione.

### Determination of SA

The extraction and quantification of free and conjugated SA were measured as described previously [20] with some modification. Briefly, leaf samples (0.3 g) were ground in 3 ml of 90% methanol and centrifuged. The combined supernatants were dried under vacuum at 40°C, and the obtained residue was dissolved in 3 ml of distilled water at 80°C for 10 min. For the assay of free SA, 1 ml of supernatant was extracted with 2.5 ml of ethylacetate-cyclopentane (1:1, v/v) and 50 μl of 10 N HCl and subsequently dried under nitrogen. The residues were dissolved in 1 ml of 20% (v/v) methanol in 20 mM sodium acetate buffer (pH 5.0) and subjected to HPLC (LC-10AS; Shimadzu, Kyoto, Japan). The amount of SA in a 20 μl sample was determined with a HPLC spectrofluorescence detector (RF-10AXL; Shimazu, Tokyo, Japan) at an excitation wavelength of 295 nm and an emission wavelength of 370 nm. The flow rate was 1.0 ml min^−1^, the solvent was 20% (v/v) methanol/20 mM sodium acetate buffer (pH 5.0), and the ODS column (C18, 4.6 × 250 mm) was maintained at 35°C. For the determination of SA glucosides (SAG), 1 ml of supernatant was incubated with 1 ml of β-glucosidase (3 U ml^−1^) at 37°C for 6 h, and the SAG level was then determined as in the assay of free SA described above.

### RNA-seq library preparation and sequencing

Plants underwent one of four treatments: control (mock, nightly dark environment with MgCl_2_ treatment), RL (nightly red light treatment with MgCl_2_ treatment), DC3000 (nightly dark environment with DC3000 inoculation), and RL + DC3000 (nightly red light treatment with DC3000 inoculation). Leaves were collected from the plants at 5:00 AM the next day after treatment and immediately frozen in liquid nitrogen for further RNA exaction. Three biological replicates were sequenced for each treatment and at least three plants were pooled for each biological replicate. The enrichment of mRNA, fragment interruption, addition of adapters, size selection, PCR amplification, and RNA-seq were performed by staff at Zhejiang Tianke (Hangzhou, China). Poly (A) mRNA was isolated using oligo dT beads and then cleaved into short fragments. A single-end RNA-seq library was prepared for 12 samples from four different treatments, and sequenced on the Illumina HiSeq™ 2000 platform.

To identify genes regulated by RL and DC3000 in tomato leaves, we selected the genes whose expression was altered by treatments of RL, DC3000 and RL + DC3000 compared with the mock control. A combination of FDR (false discovery rate) ≤ 0.05 and the absolute value of log2 Ratio ≥ 2 were used as the threshold to judge the significance of gene expression difference [29].

### Analysis of Illumina sequencing results

The raw reads generated from the sequencing machines were cleaned by discarding the adaptor sequences and low-quality reads and filtering the reads with an unknown nucleotide percentage greater than 5%. The mapping of clean reads (from the single-end RNA-seq library) onto the tomato genome (The International Tomato Annotation Group *Solanum lycopersicum* protein reference version 2.0 reference) was conducted with Bowtie using the default parameters. The sequences from the Illumina sequencing were deposited in the NCBI Sequence Read Archive database (Accession GSE64087, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE64087). Gene expression was quantified as the total number of reads for each sample that uniquely aligned to the reference. The functional annotation software Blast2go Program [30] was used to assign gene ontology (GO) terms. WEGO was utilised to classify GO function [31].

### Verification of RNA-seq results by real-time PCR (qRT-PCR)

To synthesis cDNA, total RNA from diluted stocks of the same RNA that was subjected to RNA-seq was used in each reverse transcription reaction using the ReverTra Ace qRT-PCR Kit (Toyobo, Japan). qRT-PCR was performed using SYBR-Green chemistry and the iCycler iQ™ Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA) [32]. The primers used to amplify the targeted genes were designed using Primer Premier 5.0 (Additional file 3: Table S2). Melting curve analysis of the PCR products was conducted at the end of each PCR cycle to verify the amplicon specificity. The mRNA expression levels of the target genes were normalized relative to the expression of the housekeeping gene *actin2* to minimise sample variation. All qRT-PCR reactions were repeated with three independent biological replicates and two technical replicates. The data were analysed based on the method of Livak and Schmittgen [33].

### Statistical analysis

The statistical analysis for the data except RNA-seq data was performed by analysis of variance (ANOVA) by using Duncan’s multiple range test (*p* < 0.05).

## Results

### Diurnal changes in the resistance to DC3000 pathogens

To investigate the diurnal changes in plant defence, we inoculated tomato plants every 4 h with DC3000 pathogens and examined the changes in resistance. As shown in Figure 1, there were significant differences in the pathogen population in the leaves at 3 day post-inoculation (dpi). The leaves that were inoculated with DC3000 at 8:00 AM had the lowest pathogen population, followed by those inoculated at 4:00 AM. In comparison, the leaves that were inoculated with DC3000 at 8:00 PM had the highest pathogen population. These results clearly demonstrate that disease resistance in tomato leaves is remarkably influenced by the time of DC3000 inoculation and that the resistance of plants to DC3000 is lowest before midnight.

**Figure 1:**
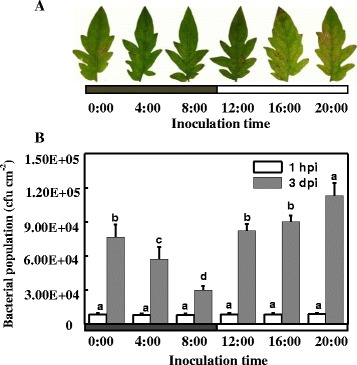
**Effects of DC3000 inoculation time on disease development. (A)** Photographs were taken 6 days after DC3000 inoculation. **(B)** Bacterial populations were measured at 1 hour and 3 days post-inoculation (OD = 0.1). The data represent mean values (± SD) of colony forming units (CFU) per square centimeter from five biological replicates, each replicate consisting of three leaf discs. Means denoted by the same letter did not significantly differ at *p* < 0.05 according to Duncan’s multiple range test. Initial bacterial numbers (1hpi) was quantified to ensure the uniformity of inoculation of DC3000. Black and white boxes correspond to dark and light periods, respectively, during a normal growth chamber day. The experiment was repeated twice with similar results.

### Nightly red light treatment enhances resistance to DC3000

To determine if light plays a role in the defence response, tomato plants inoculated with DC3000 were exposed at night to lights of different wavelengths supplied by LED lamps. Compared to the dark night control, purple (P), blue (B), green (G), yellow (Y) and red (R) light all suppressed pathogen growth, especially the red light treatment which showed the lowest amount of colony-forming units, while those of green light showed a smaller effect on immunity (Figure 2A). Trypan blue staining demonstrated that nightly red light treatment alleviated pathogen-induced cell death (Figure 2B).

**Figure 2:**
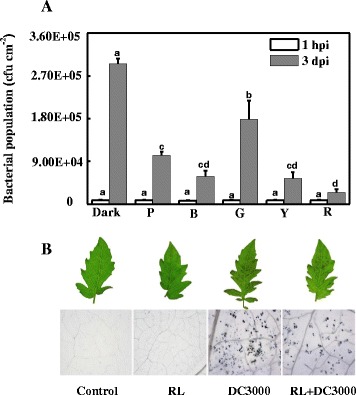
**Effects of nightly light treatment on the tomato defence resistance against DC3000. (A)** Bacterial populations were measured at 1 hour and 3 days post-inoculation (OD = 0.1). Dark, no nightly light treatment; P, night lighting with purple light; B, night lighting with blue light; G, night lighting with green light; Y, night lighting with yellow light; R, night lighting with red light. The data represent mean values (± SD) of colony forming units (CFU) per square centimeter from five biological replicates, each replicate consisting of three leaf discs. Means denoted by the same letter did not significantly differ at *p* < 0.05 according to Duncan’s multiple range test. Initial bacterial numbers (1 hpi) was quantified to ensure the uniformity of inoculation of DC3000. **(B)** Photographs were taken 6 d after DC3000 inoculation; Microscopic lesions of representative tomato leaf samples at 3 days after DC3000 dipping (40-fold magnification). The experiment was repeated twice with similar results.

To further determine the effects of nightly supplemental red light on plant resistance against DC3000 infection, we measured the light-saturated rate of CO_2_ assimilation (*A*_*sat*_), maximum quantum yield of PSII (*Fv/Fm*), chlorophyll content, and membrane damage extent. Compared with mock treatment, DC3000 infection significantly decreased *A*_*sat*_, and chlorophyll content, irrespective of light condition at night. Significantly, plants for nightly red light treatment showed higher *A*_*sat*_ and chlorophyll content than those for dark control after DC3000 infection. Also, nightly red light treatment significantly alleviated DC3000-induced reductions in *Fv/Fm* and membrane damage as indicated by the decreased relative electrolyte leakage (EL) in the leaves (Additional file 4: Figure S2). *Fv/Fm* and EL for RL + DC3000 treated plants were 4.8% higher and 65.6% lower than those for DC3000 treated plants, respectively. Furthermore, RL and DC3000 treatment alone or in combination increased cellular glutathione accumulation significantly. Nightly RL also increased the ratio of GSH to GSSG in the presence of DC3000 (RL + DC3000) compared to DC3000 treatment alone (Figure 3).

**Figure 3:**
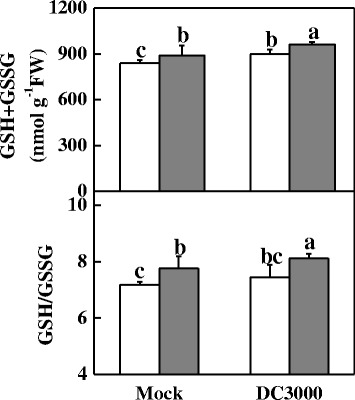
**Effects of DC3000 pathogens and red light alone or in combination on the glutathione content, and GSH/GSSG ratio in leaves of tomato plants at 19 h post-inoculation.** The plants were kept in the dark (open column) or under red light (grey column) conditions at night without (Mock) or with the immediate inoculation of DC3000. Data are the mean ± SD of five biological replicates. Means denoted by the same letter did not differ significantly at *p* < 0.05 according to Duncan’s multiple range test. The experiments were repeated twice with similar results.

To examine the effect of red light on gene transcription, RNA was isolated from leaves at 5:00 AM, 9 h after red light exposure from 8:00 PM for the subsequent qRT-PCR analysis. The qRT-PCR analysis demonstrated that both RL and DC3000 treatments alone or in combination induced the transcription of a subset of genes including *PR1*, *glutathione reductase 1* (*GR1)*, *PAL*, *glutathione S-transferases* (*GST1)*, *GIGANTEA2* (*GI2*), *UDP-glucuronosyltransferase* (*UGT*), and *WRKY70*, which are involved in the defence response and the light response; the induction was most significant in the RL + DC3000 treatment (Figure 4). Time-course analysis for the transcription of *PR1, GR1, PAL* and *ICS* also showed that these genes were largely upregulated by red light within 3 dpi (Additional file 5: Figure S3). Meanwhile, RL and DC3000 treatment alone or in combination resulted in increased free and conjugated SA accumulation in leaves; this accumulation was the most significant in the RL + DC3000 treatment (Figure 5). These results suggest that nightly RL treatment improved resistance to DC3000 in tomato plants and this response was associated with increased SA signalling pathway activity.

**Figure 4:**
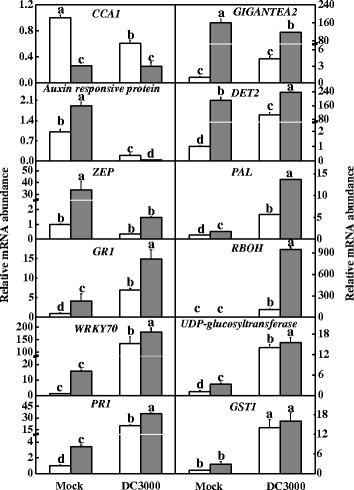
**Effects of the DC3000 pathogen and red light alone or in combination on the transcription of several defence-related genes in leaves of tomato plants at 19 h post-inoculation.** The plants were kept in the dark (open column) or under red light (grey column) conditions at night without (Mock) or with the immediate inoculation of DC3000. Data are the mean ± SD of three biological replicates with two technical replicates. Means denoted by the same letter did not differ significantly at *p* < 0.05 according to Duncan’s multiple range test. The experiments were repeated twice with similar results.

**Figure 5:**
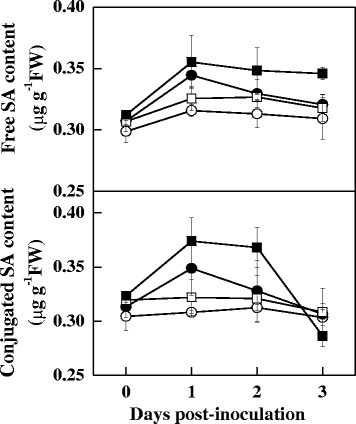
**Time-course of the free and conjugated SA contents in tomato leaves as influenced by DC3000 infection and red light.** The plants were kept in the dark (circle symbols) or under red light (squares symbols) conditions at night without (open symbols) or with the immediate inoculation of DC3000 (closed symbols). Data are the mean ± SD of five biological replicates. Means denoted by the same letter did not differ significantly at *p* < 0.05 according to Duncan’s multiple range test.

### Transcriptome profiling by RNA-seq

To examine how nightly red light treatment enhances the resistance to DC3000, we performed RNA-seq analysis using tomato leaves treated with and without the DC3000 pathogen and nightly RL. 

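Leaves of tomato plants from 4 treatments were compared, with 3 libraries per treatment: the Control (dark nights, mock inoculation in 10 mM MgCl2), RL (red light of 660 nm at night, mock inoculation), DC3000 (dark nights, inoculation with Pseudomonas syringae pv. tomato DC3000) and RL + DC3000 (both). Inoculation followed 3 days of the night treatment and took place at 10 AM, and leaves of at least 3 plants per library were collected 19 h later, at 5 AM. Single-end reads of 50 nt were aligned by the authors with Bowtie, and the reads that aligned uniquely to each gene were deposited as FPKM, the reads of a gene scaled by its length and by the reads of the library. The program that computed the FPKM, the read total it divided by and the test behind the q-values that the authors deposited beside them are not given in the sources used here. The deposited table holds 35802 gene IDs with an annotation text and no coordinates, and 9932 of them are at 0 in every library.

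The deposited FPKM of a library summed to between 1222311 and 1878983, with a median of 1488158 in the Control, 1666524 in RL, 1427876 in DC3000 and 1471497 in RL + DC3000. The low FPKM of a gene were whole multiples of the FPKM of 1 read to within 0.01 reads, so the reads behind 17208 of the 18227 genes tested could be rebuilt. On those genes lay 2566558 to 3154890 reads per Control library (median 2933247), 2606925 to 3015877 per RL library (median 2687928), 3081502 to 4109855 per DC3000 library (median 3188183) and 3375248 to 3790040 per RL + DC3000 library (median 3641738). Of the genes left out of this sum 222 were above 0 in fewer than 4 libraries and 797 could not be solved within 3000 reads (median of their mean values 317 FPKM), so it is not the whole depth. The paper's Table 1 gives 9684205 ± 1223926 uniquely mapped reads per library for the Control, 9496471 ± 780062 for RL, 9667734 ± 1709733 for DC3000 and 10438225 ± 733054 for RL + DC3000. The FPKM were used here as deposited, without either total. The total that the FPKM of 1 read implies, relative to Control replicate 1, was 0.903 to 1.078 in the Control and 1.249 to 1.330 in RL + DC3000. In DC3000 it was 0.940 to 1.477, and in RL 0.866 to 1.018. The treatments thus differ more in this implied total than in the reads of Table 1, for a reason that was not tested. In the infected leaves a single gene, annotated as pathogenesis-related protein 1b (Solyc00g174340), took 6.28 to 14.65% of the summed FPKM of the DC3000 libraries and 11.57 to 16.2% of those of RL + DC3000.

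For the 18227 genes with a mean of at least 1 FPKM over the 12 libraries, log2(FPKM + 0.1) was tested with limma and a mean-variance trend, all 12 libraries in a single fit. The spread of a gene in any treatment therefore enters each of its comparisons. A gene was called where the Benjamini-Hochberg adjusted p (FDR) over all genes tested was at most 0.05 and the log2 fold change at least 2 in size, the thresholds the paper names. FPKM are means ± SD (n = 3 libraries), and each log2 fold change is given with its standard error, its adjusted p from limma and the number of the 9 pairs of libraries, each of the 3 of a treatment set against each of the 3 of the other, that changed in the same direction. A log2 fold change against a mean near or under 0.1 FPKM depends on the pseudocount. With 3 libraries against 3, complete separation of a gene's values arises by chance in 10% of genes, and an exact permutation test cannot give a p under 0.1. The tests, the alternatives to each choice and the rule for the genes named were set before the data were examined, when the values in the paper's tables and part of its Table S7 had been seen. Gene names are those of the paper, since the deposited annotation lists several of these genes, GI2, PRR3 and ELF4 among them, as unknown proteins. For others the names conflict, since it lists the gene the paper names PRR5 as pseudo-response regulator 9 and those it names WRKY70 and WRKY18 as WRKY transcription factors 6 and 9.

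Rank correlations of the 18227 genes between libraries of a treatment were 0.932 to 0.936 in the Control, 0.935 to 0.944 in RL, 0.914 to 0.939 in DC3000 and 0.919 to 0.938 in RL + DC3000. The first principal component held 68.0% of the variance and separated the infected from the mock-inoculated leaves, with DC3000 replicate 3 at 111.4 against 191.4 and 162.2 for replicates 1 and 2. The second held 5.8%. Scaling each library by its median ratio moved the median log2 fold change of all genes by less than 0.1 in every comparison. Scaling each library to the same summed FPKM moved it from 0.00 to 0.25 in RL + DC3000 against RL, from 0.02 to 0.17 in DC3000 against the Control, from 0.00 to 0.13 in RL + DC3000 against the Control and from 0.08 to -0.04 in RL against the Control. Under limma voom on the rebuilt reads these medians were 0.31, 0.13, 0.13 and -0.10.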

RNA-seq was performed on an Illumina HiSeq™ 2000 sequencer, which generated a total of 165,226,005 1*50 reads from all samples. Each sample’s reads were aligned to the *Solanum lycopersicum* reference genome (Table 1). All treatments were compared to the mock control, and > 2.0 log_2_ fold-change and a *q*-value less than 0.05 were regarded as a significant difference. Compared with the control (mock), nightly red light treatment (RL), DC3000 inoculation (DC3000), and RL + DC3000 (nightly red light treatment with DC3000 inoculation) differentially changed the transcription of a total of 437 (230 up-regulated, 207 down-regulated), 5,622 (2,759 up-regulated and 2,863 down-regulated), and 5,752 (2,732 up-regulated and 3,020 down-regulated) genes, respectively (Figure 6; Additional file 6: Table S3; Additional file 7: Table S4; Additional file 8: Table S5; Additional file 9: Table S6; Additional file 10: Table S7). Among them, a total of 137 genes (48 up-regulated and 89 down-regulated genes) were commonly regulated by the three different treatments. 

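Of the 18227 genes tested with limma, 156 were called in RL against the Control (114 higher, 42 lower), 5237 in DC3000 against the Control (2303 higher, 2934 lower) and 5283 in RL + DC3000 against the Control (2331 higher, 2952 lower). At the same FDR without the fold threshold the counts were 444, 11156 and 11059. The authors' deposited table, counted at the same thresholds on its own q-values and log2 fold changes, gives 437, 5622 and 5752 genes, of which 128, 4864 and 5019 were also called here. The alternatives that moved the RL count most were a fold threshold of 1, which gave 369 genes, and a test against a change of at least 1 log2 unit (limma treat), which left 48. The same threshold of 1 raised the DC3000 and RL + DC3000 counts to 9055 and 9017. Without Control replicate 1 the RL count was 101, with 83 higher and 18 lower, without RL replicate 1 it was 106, with 80 higher and 26 lower, without RL replicate 2 or 3 there were 74 and 75 higher, and it reached 198 without Control replicate 2. The RL genes were split into 93 higher and 52 lower with libraries scaled to the same summed FPKM, and into 116 higher and 74 lower with limma voom on the rebuilt reads.

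The genes of largest change that moved the same way in 9 of 9 pairs are mostly annotated as unknown proteins, and many are listed at 0 in a treatment. High FPKM need not mean many reads here. Solyc05g046200 was at 29.35, 27.22 and 64.97 FPKM in Control replicates 1, 2 and 3. There the FPKM of 1 read, relative to replicate 1, was 1.000, 0.927 and 1.107. Divided by these, its values are small whole multiples of a common step. So are those of Solyc03g082950 and Solyc10g019170 in the Control, Solyc04g018080 in RL + DC3000 and Solyc06g074580 in DC3000. Such genes may rest on few reads, and the fit did not use read numbers. In RL against the Control the 5 highest were GI2 (Solyc12g056650), at 0.0534 ± 0.0197 FPKM in the Control and at 14.0 ± 1.67 FPKM in the RL treatment (log2 fold change of 6.52, standard error 0.40, adjusted p = 2.3e-05, 9 of 9 pairs), and 4 genes listed at 0 in the Control, Solyc10g080620 (63.2 ± 14.1 FPKM, adjusted p = 1.34e-05), Solyc06g011470 (17.1 ± 1.43 FPKM, adjusted p = 0.000165), Solyc01g056320 (10.9 ± 4.41 FPKM, adjusted p = 0.0426) and Solyc10g074510 (10.6 ± 9.68 FPKM, adjusted p = 0.0426). Solyc10g074510 is annotated as a SEC1 family transport protein. The 5 lowest were listed at 0 in RL, with Control values of Solyc05g046200 (40.5 ± 21.2 FPKM, adjusted p = 5.55e-05), Solyc03g082950 (34.3 ± 12.7 FPKM, adjusted p = 5.91e-05), Solyc10g019170 (17.8 ± 6.26 FPKM, adjusted p = 6.04e-07), Solyc01g080650 (13.5 ± 9.95 FPKM, adjusted p = 0.0208) and Solyc03g071700 (11.7 ± 4.99 FPKM, adjusted p = 0.0233). In DC3000 against the Control the 5 highest were listed at 0 in the Control, with DC3000 values of Solyc08g066930 (1409 ± 820.2 FPKM, adjusted p = 1.77e-07), Solyc08g067640 (201 ± 130.2 FPKM, adjusted p = 3.04e-07), Solyc08g007090 (163 ± 25.6 FPKM, adjusted p = 7.72e-06), Solyc04g080560 (171 ± 87.8 FPKM, adjusted p = 1.35e-05) and Solyc02g067520 (148 ± 33.6 FPKM, adjusted p = 0.00664). Solyc01g008150 was at 231 ± 44.6 FPKM in the Control and at 4.20 ± 7.28 FPKM in the DC3000 treatment (log2 fold change of -8.82, standard error 1.92, adjusted p = 0.00209, 9 of 9 pairs). Solyc09g014370 was at 506 ± 354 FPKM in the Control and at 27.9 ± 48.3 FPKM in the DC3000 treatment (log2 fold change of -8.68, standard error 2.11, adjusted p = 0.00422, 9 of 9 pairs). The other genes of the 5 lowest were listed at 0 in DC3000, with Control values of Solyc02g089740 (155 ± 106 FPKM, adjusted p = 0.00177) and Solyc04g078200 (57.4 ± 29.7 FPKM, adjusted p = 3.06e-05), besides Solyc05g046200 (adjusted p = 1.08e-06). In RL + DC3000 against the Control, Solyc02g092890 was at 0.441 ± 0.763 FPKM in the Control and at 271 ± 51.2 FPKM in the RL + DC3000 treatment (log2 fold change of 10.11, standard error 1.36, adjusted p = 7.46e-05, 9 of 9 pairs). The other genes of the 5 highest were listed at 0 in the Control, with RL + DC3000 values of Solyc08g066930 (1591, 315.7 and 499.1 FPKM, adjusted p = 1.74e-07), Solyc04g018080 (256 ± 199 FPKM, adjusted p = 0.00186), Solyc04g080560 (224 ± 135 FPKM, adjusted p = 9.88e-06) and Solyc11g008950 (146 ± 55.0 FPKM, adjusted p = 1.39e-07). Solyc01g005590 was at 2556 ± 1456 FPKM in the Control and at 11.7 ± 10.1 FPKM in the RL + DC3000 treatment (log2 fold change of -9.53, standard error 1.60, adjusted p = 0.000375, 9 of 9 pairs). Solyc08g068480 was at 120.3 ± 21.9 FPKM in the Control and at 1.04 ± 1.80 FPKM in the RL + DC3000 treatment (log2 fold change of -8.55, standard error 1.66, adjusted p = 0.00101, 9 of 9 pairs). Chlorophyll a-b binding protein 4 (Solyc06g069730) was at 376 ± 100.2 FPKM in the Control and at 1.08 ± 1.11 FPKM in the RL + DC3000 treatment (log2 fold change of -8.72, standard error 0.86, adjusted p = 8.7e-06, 9 of 9 pairs). Solyc01g008150 was at 2.40 ± 4.16 FPKM in the RL + DC3000 treatment (log2 fold change of -9.09 against the Control, standard error 1.92, adjusted p = 0.00175, 9 of 9 pairs). Solyc03g112240, at 39.3 ± 13.5 FPKM in the Control, was listed at 0 in RL + DC3000 (adjusted p = 1.41e-07).

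Genes that took over 2% of the summed FPKM of a library changed with the infection as well. Pathogenesis-related protein 1b (Solyc00g174340) was at 3073 ± 1635 FPKM in the Control and at 137952 ± 65047 FPKM in the DC3000 treatment (log2 fold change of 5.57, standard error 0.54, adjusted p = 7.81e-06, 9 of 9 pairs). Pathogenesis-related protein PR-1 (Solyc09g007010) was at 369 ± 179.7 FPKM in the Control and at 17367 ± 5684 FPKM in the DC3000 treatment (log2 fold change of 5.65, standard error 0.50, adjusted p = 4.69e-06, 9 of 9 pairs). Leucyl aminopeptidase (Solyc12g010030) was at 188 ± 121 FPKM in the Control and at 51317 ± 26140.5 FPKM in the DC3000 treatment (log2 fold change of 8.11, standard error 0.66, adjusted p = 2.66e-06, 9 of 9 pairs). Type 2 metallothionein (Solyc09g010800) was at 24886 ± 7467 FPKM in the Control and at 4656 ± 323 FPKM in the DC3000 treatment (log2 fold change of -2.38, standard error 0.23, adjusted p = 9.05e-06, 9 of 9 pairs). An unknown protein (Solyc07g052210) was at 39067 ± 12689.9 FPKM in the Control and at 11414 ± 3421 FPKM in the DC3000 treatment (log2 fold change of -1.77, standard error 0.39, adjusted p = 0.00226, 9 of 9 pairs). Another unknown protein (Solyc09g097770) was at 43689.5 ± 5925 FPKM in the Control and at 21710.1 ± 5406 FPKM in the DC3000 treatment (log2 fold change of -1.03, standard error 0.34, adjusted p = 0.0207, 9 of 9 pairs). Their log2 fold changes in RL against the Control were 0.09 for Solyc00g174340 (adjusted p = 0.962, 5 of 9 pairs), 0.02 for Solyc09g007010 (adjusted p = 1, 5 of 9 pairs), 0.18 for Solyc12g010030 (adjusted p = 0.934, 5 of 9 pairs), 0.15 for Solyc09g010800 (adjusted p = 0.804, 5 of 9 pairs), -0.54 for Solyc07g052210 (adjusted p = 0.531, 7 of 9 pairs) and 0.29 for Solyc09g097770 (adjusted p = 0.715, 8 of 9 pairs). Solyc01g056320 in RL against the Control was not called with a pseudocount of 1 (adjusted p = 0.0545), with no filter on low values (adjusted p = 0.0564), with limma voom on rebuilt reads (adjusted p = 0.211), without Control replicate 1 (adjusted p = 0.142), without Control replicate 2 (adjusted p = 0.0748), without Control replicate 3 (adjusted p = 0.115), without RL replicate 1 (adjusted p = 0.108), without RL replicate 2 (adjusted p = 0.127) or without RL replicate 3 (adjusted p = 0.132), and its adjusted p ranged from 0.00279 to 0.211 over the settings tried. Solyc10g074510 in RL against the Control was not called with no filter on low values (adjusted p = 0.0502), with libraries scaled to the same summed value (adjusted p = 0.0533), with limma voom on rebuilt reads (adjusted p = 0.156), without Control replicate 1 (adjusted p = 0.139), without Control replicate 2 (adjusted p = 0.0712), without Control replicate 3 (adjusted p = 0.112), without RL replicate 1 (adjusted p = 0.157), without RL replicate 2 (adjusted p = 0.0973) or without RL replicate 3 (adjusted p = 0.103), and its adjusted p ranged from 0.0124 to 0.157 over the settings tried. Solyc10g019170 in RL against the Control was not called with limma voom on rebuilt reads (adjusted p = 0.0964), and its adjusted p ranged from 4.54e-08 to 0.0964 over the settings tried. Solyc01g080650 in RL against the Control was not called with limma voom on rebuilt reads (adjusted p = 0.0762), without Control replicate 1 (adjusted p = 0.0614), without Control replicate 3 (adjusted p = 0.0825), without RL replicate 1 (adjusted p = 0.0784), without RL replicate 2 (adjusted p = 0.0722) or without RL replicate 3 (adjusted p = 0.0721), and its adjusted p ranged from 0.00639 to 0.0825 over the settings tried. Solyc03g071700 in RL against the Control was not called with limma voom on rebuilt reads (adjusted p = 0.105), without Control replicate 1 (adjusted p = 0.112), without Control replicate 3 (adjusted p = 0.0721), without RL replicate 1 (adjusted p = 0.0838), without RL replicate 2 (adjusted p = 0.0757) or without RL replicate 3 (adjusted p = 0.0781), and its adjusted p ranged from 0.00165 to 0.112 over the settings tried. Solyc07g052210 in DC3000 against the Control was called without Control replicate 2 (log2 fold change -2.01).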

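A total of 39 genes were called in RL, DC3000 and RL + DC3000 against the Control in the same direction, 28 higher and 11 lower. The 3 comparisons share the Control libraries, which can raise an overlap. Independent lists of these lengths would share 1.8 higher and 1.1 lower. The alternatives that moved the count most were a fold threshold of 1, which gave 163 genes, and limma treat at 1, which left 11, and array weights gave 80. Without RL replicate 2 it was 24, and without Control replicate 2 it was 60. With limma voom on the rebuilt reads 54 genes were shared, 17 higher and 37 lower, and with a pseudocount of 1 the 30 shared genes were 11 higher and 19 lower, so the split between the directions depends on the setting. In the authors' deposited table 48 higher and 89 lower genes are shared.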

Among the up-regulated genes, a high number of genes overlapped between RL and DC3000 (61 genes). 

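Of the genes called higher, 29 were shared by RL and DC3000 against the Control, where independent lists would share 14.4. The authors' deposited table has 61 such genes. Across all 18227 genes the log2 fold changes of RL and DC3000 had a Pearson r of 0.165 (Spearman's rho 0.132). The comparisons share the Control libraries, which gave a mean r of 0.495 over 50 simulations with no effect, where no gene changes. How much of this r comes from the shared Control when many genes change, as in DC3000, was not tested. Genes are not independent replicates, so no p is given.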

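Between RL and RL + DC3000, 50 genes were called higher in both, where independent lists would share 14.6, and the authors' deposited table has 78. Between DC3000 and RL + DC3000, 1952 genes were called higher in both, where independent lists would share 294.5, and the authors' deposited table has 2192. How far the shared Control libraries raise these overlaps was not tested.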

In total, 78 genes were induced by both RL and RL + DC3000, whereas 2,192 genes were induced by both DC3000 and RL + DC3000. A large overlap was also found among the down-regulated genes in distinct treatments. 

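Among the genes called lower, 13 were shared by RL and DC3000, 24 by RL and RL + DC3000 and 2475 by DC3000 and RL + DC3000, where independent lists would share 6.8, 6.8 and 475.2. In the authors' deposited table these overlaps are 105, 121 and 2470. Across genes the log2 fold changes of DC3000 and RL + DC3000 against the Control had an r of 0.939 (rho 0.928), where the shared Control gave a mean of 0.499 in the simulations with no effect. The effect of the infection in the dark and under red light can be compared without shared libraries, as DC3000 against the Control and RL + DC3000 against RL, and r was then 0.896 (rho 0.883), against a mean of 0.006 in the simulations with no effect. Of the 5237 genes called in DC3000 against the Control, 4252 (81.2%) were called in the same direction in RL + DC3000 against RL, and 3 genes were called in opposite directions. In the comparison of RL + DC3000 with RL the genes of largest change that moved the same way in 9 of 9 pairs were mostly at 0 in RL or unknown proteins. Solyc08g066930 was listed at 0 in the RL treatment (adjusted p = 3.03e-07, 9 of 9 pairs). Solyc04g018080 was listed at 0 in the RL treatment (adjusted p = 0.00192, 9 of 9 pairs). Solyc10g074860 was listed at 0 in the RL treatment and at 189 ± 158 FPKM in the RL + DC3000 treatment (adjusted p = 0.0102, 9 of 9 pairs). Solyc11g008950 was listed at 0 in the RL treatment (adjusted p = 9.25e-08, 9 of 9 pairs). Protein TIFY 5A (Solyc08g036660) was at 0.44 ± 0.763 FPKM in the RL treatment and at 205 ± 88.7 FPKM in the RL + DC3000 treatment (log2 fold change of 9.61, standard error 0.85, adjusted p = 4.27e-06, 9 of 9 pairs). A Myb family transcription factor (Solyc01g109690) was at 211 ± 82.3 FPKM in the RL treatment and listed at 0 in the RL + DC3000 treatment (adjusted p = 1.68e-06, 9 of 9 pairs). Ethylene responsive transcription factor 1b (Solyc01g090340) was at 172 ± 8.06 FPKM in the RL treatment and at 0.176 ± 0.305 FPKM in the RL + DC3000 treatment (log2 fold change of -9.87, standard error 0.74, adjusted p = 1.62e-06, 9 of 9 pairs). Solyc01g008150 was at 317 ± 154 FPKM in the RL treatment (log2 fold change of -9.46 in RL + DC3000 against RL, standard error 1.92, adjusted p = 0.00139, 9 of 9 pairs). Solyc05g010700 was at 58.9 ± 9.07 FPKM in the RL treatment and listed at 0 in the RL + DC3000 treatment (adjusted p = 0.000341, 9 of 9 pairs). A chlorophyll a/b-binding protein (Solyc02g070970) was at 2827 ± 313 FPKM in the RL treatment and at 7.97 ± 8.91 FPKM in the RL + DC3000 treatment (log2 fold change of -9.12, standard error 0.68, adjusted p = 1.64e-06, 9 of 9 pairs). Solyc10g074860 in RL + DC3000 against RL was not called with limma voom on rebuilt reads (under the fold threshold).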

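Between the infected leaves with and without nightly red light, limma called 68 genes, 32 higher and 36 lower in RL + DC3000. At an FDR of 0.05 without a fold threshold the count was 173. The authors' deposited table gives 354, of which 58 were called here. The alternatives that moved the count most were array weights, which gave 308, and limma treat at 1, which left 11 genes. With only the libraries of DC3000 and RL + DC3000 in the fit 18 genes were called, and with a fold threshold of 1 there were 155. Without DC3000 replicate 2 the count was 19, and without DC3000 replicate 3 it was 205. The balance of the directions moved as well, to 147 higher and 58 lower without DC3000 replicate 3, 27 higher and 59 lower without DC3000 replicate 1, 16 higher and 52 lower without RL + DC3000 replicate 1, 52 higher and 28 lower without RL + DC3000 replicate 2, 30 higher and 21 lower without RL + DC3000 replicate 3 and 12 higher and 7 lower without DC3000 replicate 2, and with array weights 112 of the 308 genes were lower. GI2 (Solyc12g056650) was at 0.27 ± 0.193 FPKM in the DC3000 treatment and at 8.46 ± 1.91 FPKM in the RL + DC3000 treatment (log2 fold change of 4.65, standard error 0.40, adjusted p = 0.000456, 9 of 9 pairs). PRR3 (Solyc04g049680) was at 1.49 ± 0.912 FPKM in the DC3000 treatment and at 62.2 ± 17.1 FPKM in the RL + DC3000 treatment (log2 fold change of 5.40, standard error 0.46, adjusted p = 0.000456, 9 of 9 pairs). A CONSTANS-like protein (Solyc07g006630) was at 0.661 ± 0.536 FPKM in the DC3000 treatment and at 25.8 ± 9.25 FPKM in the RL + DC3000 treatment (log2 fold change of 5.38, standard error 0.59, adjusted p = 0.00297, 9 of 9 pairs). Solyc08g028970 and Solyc01g096640, unknown proteins listed at 0 in DC3000, were at 58.1 ± 36.6 FPKM in the RL + DC3000 treatment (adjusted p = 9e-05) and at 4.34 ± 2.06 FPKM (adjusted p = 0.0466), higher in 9 of 9 pairs. A PVR3-like protein (Solyc03g121900) was at 59.0 ± 36.2 FPKM in the DC3000 treatment and at 3.52 ± 1.56 FPKM in the RL + DC3000 treatment (log2 fold change of -3.88, standard error 0.66, adjusted p = 0.0296, 9 of 9 pairs). A speckle-type POZ protein (Solyc02g092460) was at 17.7 ± 11.7 FPKM in the DC3000 treatment and at 1.60 ± 1.45 FPKM in the RL + DC3000 treatment (log2 fold change of -3.57, standard error 0.66, adjusted p = 0.0388, 9 of 9 pairs). Solyc03g112240, Solyc01g006420 and Solyc06g074580, unknown proteins at 1.46 ± 0.596, 7.85 ± 6.18 and 5.10 ± 1.16 FPKM in DC3000, were listed at 0 in RL + DC3000 (adjusted p = 0.00027, 0.0107 and 0.0107), lower in 9 of 9 pairs. Solyc01g096640 in RL + DC3000 against DC3000 was not called with a pseudocount of 0.01 (adjusted p = 0.0531), with no filter on low values (adjusted p = 0.059), with limma voom on rebuilt reads (adjusted p = 0.137), without DC3000 replicate 1 (adjusted p = 0.089), without DC3000 replicate 2 (adjusted p = 0.169), without RL + DC3000 replicate 1 (adjusted p = 0.127), without RL + DC3000 replicate 2 (adjusted p = 0.076) or without RL + DC3000 replicate 3 (adjusted p = 0.0899), and its adjusted p ranged from 0.0147 to 0.169 over the settings tried. Solyc03g112240 in RL + DC3000 against DC3000 was not called with a pseudocount of 1 (under the fold threshold). Solyc01g006420 in RL + DC3000 against DC3000 was not called without DC3000 replicate 2 (adjusted p = 0.109) or with only the groups compared in the fit (adjusted p = 0.0508), and its adjusted p ranged from 0.000238 to 0.109 over the settings tried. Solyc06g074580 in RL + DC3000 against DC3000 was not called without DC3000 replicate 2 (adjusted p = 0.0895), and its adjusted p ranged from 1.24e-05 to 0.0895 over the settings tried. Solyc12g056650 in RL + DC3000 against DC3000 was not called with only the groups compared in the fit (adjusted p = 0.0552), and its adjusted p ranged from 4.58e-05 to 0.0552 over the settings tried. Solyc07g006630 in RL + DC3000 against DC3000 was not called with only the groups compared in the fit (adjusted p = 0.131), and its adjusted p ranged from 0.000165 to 0.131 over the settings tried. Solyc03g121900 in RL + DC3000 against DC3000 was not called with limma voom on rebuilt reads (adjusted p = 0.0798), without DC3000 replicate 2 (adjusted p = 0.141), without RL + DC3000 replicate 2 (adjusted p = 0.0701), without RL + DC3000 replicate 3 (adjusted p = 0.0668) or with only the groups compared in the fit (adjusted p = 0.17), and its adjusted p ranged from 0.0115 to 0.17 over the settings tried. Solyc02g092460 in RL + DC3000 against DC3000 was not called without DC3000 replicate 1 (adjusted p = 0.0796), without DC3000 replicate 2 (adjusted p = 0.15), without RL + DC3000 replicate 2 (adjusted p = 0.0682), without RL + DC3000 replicate 3 (adjusted p = 0.0772) or with only the groups compared in the fit (adjusted p = 0.234), and its adjusted p ranged from 0.0154 to 0.234 over the settings tried.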

In the RL + DC3000 treatment, 178 genes were up-regulated, and 176 genes were down-regulated compared with DC3000 treatment (Figure 6). These results suggest that nightly RL had a significant effect on the transcription of a subset of genes. 

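The effect of red light in the mock-inoculated leaves (RL against the Control) and in the infected leaves (RL + DC3000 against DC3000) can be set side by side without a shared library. Across the 18227 genes the log2 fold changes had a Pearson r of 0.186 (Spearman's rho 0.212), against a mean of 0.004 in the simulations with no effect. Of the 156 genes called in RL against the Control, 117 changed in the same direction in the infected leaves and 25 were called there as well, with 0 called in opposite directions by limma (at an unadjusted p under 0.05 the comparisons had 3177 and 3538 genes). Whether the effect of red light differed between mock-inoculated and infected leaves was tested as the interaction of RL and DC3000, which called 25 genes, 8 with a higher and 17 with a lower effect in the infected leaves (2475 genes at an unadjusted p under 0.05). Without DC3000 replicate 2 the interaction called 12 genes, without Control replicate 1 or RL replicate 1 it called 14, without Control replicate 2 it called 42 and without DC3000 replicate 3 it called 67. The lean to lower effects also depends on single libraries, with 11 higher and 6 lower without RL replicate 3, 8 higher and 6 lower without RL replicate 1 and 6 higher and 6 lower without DC3000 replicate 2. Of the 8 genes with a higher effect 2 were at 0 in DC3000 and lower in RL than in the Control, and of the 17 with a lower effect 2 were at 0 in the Control and lower in RL + DC3000 than in DC3000. These counts were chosen after the result was seen. In the former 2, red light could not lower the value in infected leaves below 0, so the floor alone gives a difference between the effects. Chitinase 2 (Solyc10g055790) is among the latter and rose from 0 in the Control to 9.00 ± 5.41 FPKM in RL. The floor alone therefore does not give its difference. For the interaction, the pairs given are the lower count of its parts, RL against the Control and RL + DC3000 against DC3000. Each part is judged by its own direction, and a part at 0 throughout counts all its pairs as agreeing. This applies to Solyc08g028970, Solyc05g046200, Solyc03g082950 and Solyc06g011470. Among the 25, an alcohol dehydrogenase (Solyc07g045080) was raised by red light from 3.64 ± 1.85 to 20.7 ± 2.84 FPKM in mock-inoculated leaves and was at 0.728 ± 0.117 FPKM in DC3000 and 0.38 ± 0.163 FPKM in RL + DC3000 (interaction -3.41, adjusted p = 0.0428, 9 of 9 pairs). A hydroxy-methylglutaryl-coenzyme A reductase (Solyc02g082260) was at 11.1 ± 6.55 FPKM in the Control, 46.5 ± 4.84 in RL, 9.58 ± 4.10 in DC3000 and 3.03 ± 0.747 in RL + DC3000 (interaction -3.78, adjusted p = 0.0434, 9 of 9 pairs). An N-hydroxycinnamoyl/benzoyltransferase (Solyc05g052670) was at 3.15 ± 1.92 FPKM in the Control, at 14.0 ± 2.37 FPKM in the RL treatment, at 233 ± 101 FPKM in the DC3000 treatment and at 88.4 ± 4.93 FPKM in the RL + DC3000 treatment (interaction -3.55, adjusted p = 0.046, 9 of 9 pairs). A RING finger protein (Solyc01g100100) was at 20.0 ± 1.62 FPKM in the Control, at 2.69 ± 0.871 FPKM in the RL treatment, at 7.61 ± 0.455 FPKM in the DC3000 treatment and at 5.33 ± 1.21 FPKM in the RL + DC3000 treatment (interaction 2.37, adjusted p = 0.0434, 9 of 9 pairs). Solyc08g028970 was listed at 0 in the Control, the RL treatment and the DC3000 treatment (adjusted p = 0.00375, 9 of 9 pairs). Solyc05g046200 was listed at 0 in the RL treatment, the DC3000 treatment and the RL + DC3000 treatment (adjusted p = 0.00375, 9 of 9 pairs). Solyc03g082950 was listed at 0 in the RL treatment, the DC3000 treatment and the RL + DC3000 treatment (adjusted p = 0.00375, 9 of 9 pairs). Solyc06g011470 was listed at 0 in the Control, the DC3000 treatment and the RL + DC3000 treatment (adjusted p = 0.00988, 9 of 9 pairs). Solyc10g080620 was at 12.9 ± 5.52 FPKM in the DC3000 treatment, at 73.9 ± 64.0 FPKM in the RL + DC3000 treatment and listed at 0 in the Control (adjusted p = 0.00375, 9 of 9 pairs). From the counts of genes it gives, the paper proposes an effect of nightly red light on part of the transcriptome. Solyc07g045080 in the interaction was not called with a mean of at least 5 FPKM required (adjusted p = 0.058), with libraries scaled to the same summed value (adjusted p = 0.0851), with limma voom on rebuilt reads (adjusted p = 0.116), without Control replicate 1 (adjusted p = 0.094), without Control replicate 3 (adjusted p = 0.0843), without DC3000 replicate 1 (adjusted p = 0.0662), without DC3000 replicate 2 (adjusted p = 0.104), without RL replicate 1 (adjusted p = 0.109), without RL replicate 2 (adjusted p = 0.102), without RL replicate 3 (adjusted p = 0.0927), without RL + DC3000 replicate 2 (adjusted p = 0.0749) or without RL + DC3000 replicate 3 (adjusted p = 0.0669), and its adjusted p ranged from 0.0118 to 0.116 over the settings tried. Solyc02g082260 in the interaction was not called with libraries scaled to the same summed value (adjusted p = 0.0931), without Control replicate 1 (adjusted p = 0.094), without Control replicate 3 (adjusted p = 0.0947), without DC3000 replicate 2 (adjusted p = 0.125), without RL replicate 1 (adjusted p = 0.137), without RL replicate 2 (adjusted p = 0.102), without RL replicate 3 (adjusted p = 0.117), without RL + DC3000 replicate 1 (adjusted p = 0.0863), without RL + DC3000 replicate 2 (adjusted p = 0.0852) or without RL + DC3000 replicate 3 (adjusted p = 0.0677), and its adjusted p ranged from 0.009 to 0.137 over the settings tried. Solyc05g052670 in the interaction was not called with a pseudocount of 0.01 (adjusted p = 0.0504), after median-ratio scaling (adjusted p = 0.0584), with libraries scaled to the same summed value (adjusted p = 0.0681), without Control replicate 1 (adjusted p = 0.112), without Control replicate 2 (adjusted p = 0.0653), without DC3000 replicate 1 (adjusted p = 0.0826), without DC3000 replicate 2 (adjusted p = 0.136), without RL replicate 1 (adjusted p = 0.138), without RL replicate 2 (adjusted p = 0.114), without RL replicate 3 (adjusted p = 0.103), without RL + DC3000 replicate 1 (adjusted p = 0.0977), without RL + DC3000 replicate 2 (adjusted p = 0.0844) or without RL + DC3000 replicate 3 (adjusted p = 0.0832), and its adjusted p ranged from 0.009 to 0.138 over the settings tried. Solyc01g100100 in the interaction was not called with libraries scaled to the same summed value (adjusted p = 0.0787), with limma voom on rebuilt reads (adjusted p = 0.116), without Control replicate 1 (adjusted p = 0.094), without Control replicate 2 (adjusted p = 0.0577), without Control replicate 3 (adjusted p = 0.0843), without DC3000 replicate 1 (adjusted p = 0.0707), without DC3000 replicate 2 (adjusted p = 0.117), without RL replicate 2 (adjusted p = 0.0874), without RL replicate 3 (adjusted p = 0.0504), without RL + DC3000 replicate 1 (adjusted p = 0.0827) or without RL + DC3000 replicate 3 (adjusted p = 0.0731), and its adjusted p ranged from 0.019 to 0.117 over the settings tried. Solyc08g028970 in the interaction was not called with a mean of at least 5 FPKM required (adjusted p = 0.092), and its adjusted p ranged from 0.000144 to 0.092 over the settings tried. Solyc05g046200 in the interaction was not called with a mean of at least 5 FPKM required (adjusted p = 0.112), and its adjusted p ranged from 4.53e-05 to 0.112 over the settings tried. Solyc03g082950 in the interaction was not called with a mean of at least 5 FPKM required (adjusted p = 0.129), and its adjusted p ranged from 4.1e-05 to 0.129 over the settings tried. Solyc06g011470 in the interaction was not called with a pseudocount of 0.01 (adjusted p = 0.0689), and its adjusted p ranged from 2e-05 to 0.0689 over the settings tried. Solyc10g080620 in the interaction was not called with a pseudocount of 1 (adjusted p = 0.0527) or with limma voom on rebuilt reads (adjusted p = 0.431), and its adjusted p ranged from 0.000249 to 0.431 over the settings tried.

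**Figure D1:**
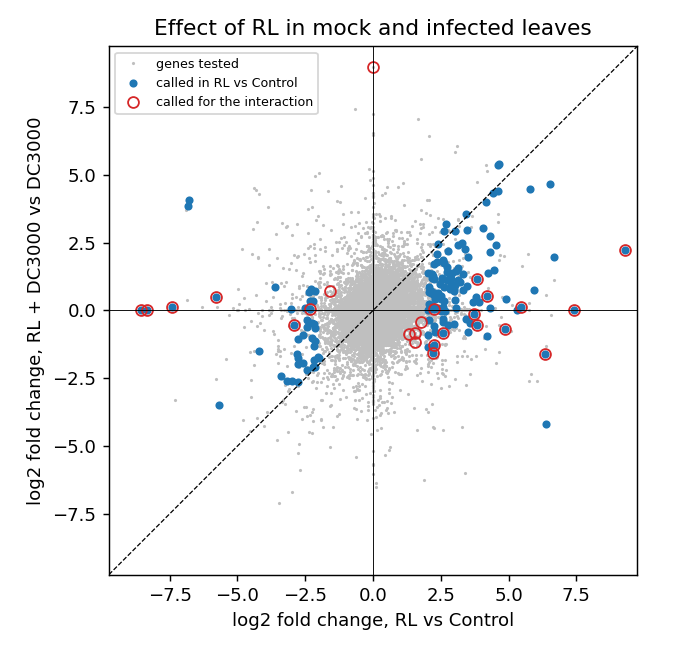
Log2 fold change of each of the 18227 genes tested in RL against the Control (horizontal axis) and in RL + DC3000 against DC3000 (vertical axis). The points spread widely along both axes around a shallow upward trend (r = 0.186).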

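The paper's Table S8 gives qRT-PCR log2 fold changes against the Control for 12 genes in each of 3 treatments. Over these 36 pairs the log2 fold changes of the limma fit had a Pearson r of 0.910 with the paper's qRT-PCR values (Spearman's rho 0.893), with 0.931 for DC3000, 0.842 for RL and 0.917 for RL + DC3000. With replicate 1, 2 or 3 of each treatment in place of the fit, r was 0.915, 0.832 and 0.918. The RNA-seq values that Table S8 prints for CCA1 (Solyc10g005080) are those of Solyc10g005070, with RL and RL + DC3000 exchanged, so its qRT-PCR values may be of another gene, and without them r was 0.895 (rho 0.863). Over the 33 pairs for which Table S8 also prints an RNA-seq value, its own columns have an r of 0.909. The 3 values of a gene share a Control and genes are not independent replicates, so no p is given. The sign was the same in 34 of the 36 pairs. The exceptions were both in RL, where WRKY18 (Solyc08g067360) and the auxin responsive protein Solyc06g008590 fell by 0.18 and fell by 1.87 on the log2 scale in the fit, while the paper's qRT-PCR values are 2.56 and 0.93. Under the alternatives r stayed between 0.871 and 0.939, and with each library left out in turn between 0.889 and 0.924.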

The results of the qRT-PCR analysis were very similar to those obtained by RNA-seq analysis across all treatments (r = 0.91; *p* < 0.0001, Additional file 11: Table S8 and Additional file 12: Figure S4), indicating that the changes in expression detected by RNA-seq were accurate.

**Table 1:** **Transcriptome alignment data and assembly statistics**

**Samples**	**Total number of sequenced reads**	**Total number of mapped reads**	**Total number of uniquely mapped reads**	**Average unique mapping (%)**
Control	13,516,400 ± 1,741,915	9,974,724 ± 1,292,810	9,684,205 ± 1,223,926	97.10% ± 0.44%
DC3000	13,576,548 ± 2,450,052	10,178,545 ± 1,785,204	9,667,734 ± 1,709,733	94.93% ± 0.15%
RL	13,430,307 ± 1,119,471	9,847,503 ± 816,537	9,496,471 ± 780,062	96.43% ± 0.06%
RL + DC3000	14,552,081 ± 1,064,416	10,982,567 ± 830,359	10,438,225 ± 733,054	95.07% ± 0.51%
Total	165,226,005	122,950,014	117,859,905	95.88%

**Figure 6:**
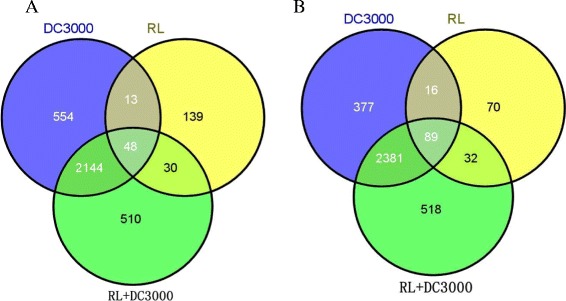
**Expression of genes in RL, DC3000, and RL + DC3000.** Venn diagrams of differential expressed genes in the three different treatments. **(A)** Up-regulated genes, **(B)** Down-regulated genes. RL indicates nightly red light with MgCl_2_ treatment; DC3000 indicates a nightly dark environment with DC3000 inoculation; RL + DC3000 indicates DC3000 inoculation with nightly red light treatment.

GO analysis was used to determine the functions of these up-regulated and down-regulated genes (Additional file 13: Figure S5). In the cellular component categories, cell, organelle part, and macromolecular complex were the most abundant GO terms induced by either DC3000 or RL. Within the biological process categories, a large number of DC3000- and RL-responsive genes belonged to the categories of biological regulation, cellular process, metabolic process, and response to stimulus. In terms of molecular function, DC3000 and RL both induced the transcription of a subset of genes with transcription regulator, catalytic, binding, or transporter activity.

### Transcriptome profiles of circadian rhythm- and photosynthesis-related genes

Circadian rhythm plays a role in pathogen defence [13,14,34,35]. To investigate the involvement of circadian rhythm-related genes in the RL and DC3000 responses, we compared the transcriptome profiles of the control, DC3000, RL, and RL + DC3000 treatments. The DC3000 treatment had little effect on the induction of circadian rhythm genes (Table 2). 

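Of the 84 genes of Tables 2 to 5 that could be tested, limma called 19 in RL, 59 in DC3000 and 67 in RL + DC3000 against the Control, and 11 in RL + DC3000 against DC3000. With the p-values adjusted over the list alone these counts were 28, 63, 67 and 19. The alternative that moved them most was a fit of only the treatments compared, under which 3 of the 11 were called, and with array weights there were 18. None of the 11 circadian rhythm genes of Table 2 passed both thresholds in DC3000 against the Control, where limma gave 0 calls among them (log2 fold changes from -1.75 to 1.39). At an FDR of 0.05 without the fold threshold 7 of them changed, 7 also with the p-values adjusted over the list alone. The list was chosen by the study on these samples, so the latter count is not independent evidence. TOC1 (Solyc03g115770) was at 4.70 ± 0.315 FPKM in the Control and at 11.2 ± 3.41 FPKM in the DC3000 treatment (log2 fold change of 1.201, standard error 0.21, adjusted p = 0.000478, 9 of 9 pairs). GI2 (Solyc12g056650) had in DC3000 against the Control a log2 fold change of 1.13 (standard error 0.40, adjusted p = 0.0298, 9 of 9 pairs). GI1 (Solyc04g071990) was at 0.517 ± 0.197 FPKM in the Control and at 0.942 ± 0.149 FPKM in the DC3000 treatment (log2 fold change of 0.80, standard error 0.27, adjusted p = 0.0224, 9 of 9 pairs). FKF1 (Solyc01g005300) was at 0.668 ± 0.411 FPKM in the Control and at 1.65 ± 0.537 FPKM in the DC3000 treatment (log2 fold change of 1.27, standard error 0.37, adjusted p = 0.0112, 9 of 9 pairs). PRR3 (Solyc04g049680) was at 5.31 ± 3.66 FPKM in the Control (log2 fold change of -1.71 in DC3000 against the Control, standard error 0.46, adjusted p = 0.00776, 9 of 9 pairs). The genes named late elongated hypocotyl fell by less than the threshold. The first (Solyc10g005080) was at 75.8 ± 4.21 FPKM in the Control and at 25.4 ± 15.3 FPKM in the DC3000 treatment (log2 fold change of -1.75, standard error 0.37, adjusted p = 0.00187, 9 of 9 pairs). The second (Solyc02g036370) was at 291 ± 36.8 FPKM in the Control and at 187 ± 18.9 FPKM in the DC3000 treatment (log2 fold change of -0.63, standard error 0.17, adjusted p = 0.00757, 9 of 9 pairs). The remaining genes had log2 fold changes of 0.00 for PRR5 (Solyc10g005030) (adjusted p = 0.999, 3 of 9 pairs), -0.02 for PRR7 (Solyc10g086000) (adjusted p = 0.971, 5 of 9 pairs), 1.39 for ELF4 (Solyc06g051680) (adjusted p = 0.319, 7 of 9 pairs) and -1.45 for circadian clock associated 1 (Solyc10g005070) (adjusted p = 0.299, 8 of 9 pairs). PRR3 in DC3000 against the Control was called without Control replicate 1 (log2 fold change -2.04) or without DC3000 replicate 1 (log2 fold change -2.15). Solyc10g005080 in DC3000 against the Control was called without DC3000 replicate 3 (log2 fold change -2.21).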

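Red light alone changed 8 of the 11 circadian rhythm genes past both thresholds, 7 higher and 1 lower, and 9 with the p-values adjusted over the list alone. GI1 (Solyc04g071990) was at 14.3 ± 1.49 FPKM in the RL treatment (log2 fold change of 4.60 against the Control, standard error 0.27, adjusted p = 1.55e-05, 9 of 9 pairs). TOC1 (Solyc03g115770) was at 35.7 ± 4.11 FPKM in the RL treatment (log2 fold change of 2.89 against the Control, standard error 0.21, adjusted p = 5.98e-05, 9 of 9 pairs). PRR3 (Solyc04g049680) was at 119 ± 12.7 FPKM in the RL treatment (log2 fold change of 4.66 against the Control, standard error 0.46, adjusted p = 0.00056, 9 of 9 pairs). PRR5 (Solyc10g005030) was at 0.155 ± 0.134 FPKM in the Control and at 4.17 ± 1.72 FPKM in the RL treatment (log2 fold change of 4.17, standard error 0.61, adjusted p = 0.00557, 9 of 9 pairs). PRR7 (Solyc10g086000) was at 1.06 ± 0.451 FPKM in the Control and at 12.0 ± 2.45 FPKM in the RL treatment (log2 fold change of 3.44, standard error 0.35, adjusted p = 0.000617, 9 of 9 pairs). FKF1 (Solyc01g005300) was at 7.39 ± 1.66 FPKM in the RL treatment (log2 fold change of 3.39 against the Control, standard error 0.37, adjusted p = 0.00108, 9 of 9 pairs). ELF4 (Solyc06g051680) was at 0.829 ± 0.727 FPKM in the Control and at 18.3 ± 10.3 FPKM in the RL treatment (log2 fold change of 4.82, standard error 1.16, adjusted p = 0.0584, 9 of 9 pairs). The late elongated hypocotyl genes went down, with log2 fold changes of -2.15 for Solyc10g005080 (adjusted p = 0.0139, 9 of 9 pairs) and -1.68 for Solyc02g036370 (adjusted p = 0.000617, 9 of 9 pairs), and so did circadian clock associated 1 (Solyc10g005070) without passing the FDR (-1.84, adjusted p = 0.459). The latter was at 34.92, 58.69 and 43.48 FPKM in the Control libraries and at 6.431, 19.51 and 15.12 FPKM in RL. The single fit also took in its spread on the log2 scale in RL + DC3000, at 3.282, 0 and 1.688 FPKM. In RL + DC3000 against the Control all 11 were called, 8 higher and 3 lower. The log2 fold changes were 5.79 for GI2 (Solyc12g056650) (adjusted p = 9.73e-07, 9 of 9 pairs), 5.22 for GI1 (Solyc04g071990) (adjusted p = 2.2e-07, 9 of 9 pairs), 2.35 for TOC1 (Solyc03g115770) (adjusted p = 4.37e-06, 9 of 9 pairs), 3.69 for PRR3 (Solyc04g049680) (adjusted p = 4.52e-05, 9 of 9 pairs), 4.01 for PRR5 (Solyc10g005030) (adjusted p = 0.000183, 9 of 9 pairs), 3.55 for PRR7 (Solyc10g086000) (adjusted p = 8.33e-06, 9 of 9 pairs), 3.54 for FKF1 (Solyc01g005300) (adjusted p = 1.19e-05, 9 of 9 pairs) and 3.40 for ELF4 (Solyc06g051680) (adjusted p = 0.025, 7 of 9 pairs). Those that fell were -5.73 for Solyc10g005070 (adjusted p = 0.00129, 9 of 9 pairs), -3.83 for Solyc10g005080 (adjusted p = 8.02e-06, 9 of 9 pairs) and -3.16 for Solyc02g036370 (adjusted p = 2.78e-07, 9 of 9 pairs). ELF4 in RL against the Control was called with a pseudocount of 1 (adjusted p = 0.035) or with array weights (adjusted p = 0.0157), and its adjusted p ranged from 0.0157 to 0.188 over the settings tried. Solyc10g005080 in RL against the Control was not called without Control replicate 1 (adjusted p = 0.0614), without Control replicate 3 (adjusted p = 0.0504), without RL replicate 1 (adjusted p = 0.0686) or without RL replicate 3 (adjusted p = 0.0613), and its adjusted p ranged from 0.00121 to 0.0686 over the settings tried. PRR5 in RL + DC3000 against the Control was not called with a pseudocount of 1 (log2 fold change 1.98). ELF4 in RL + DC3000 against the Control was not called without Control replicate 1 (adjusted p = 0.104), without RL + DC3000 replicate 1 (adjusted p = 0.088), without RL + DC3000 replicate 2 (adjusted p = 0.1) or with only the groups compared in the fit (adjusted p = 0.0933), and its adjusted p ranged from 0.00343 to 0.104 over the settings tried.

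**Figure D2:**
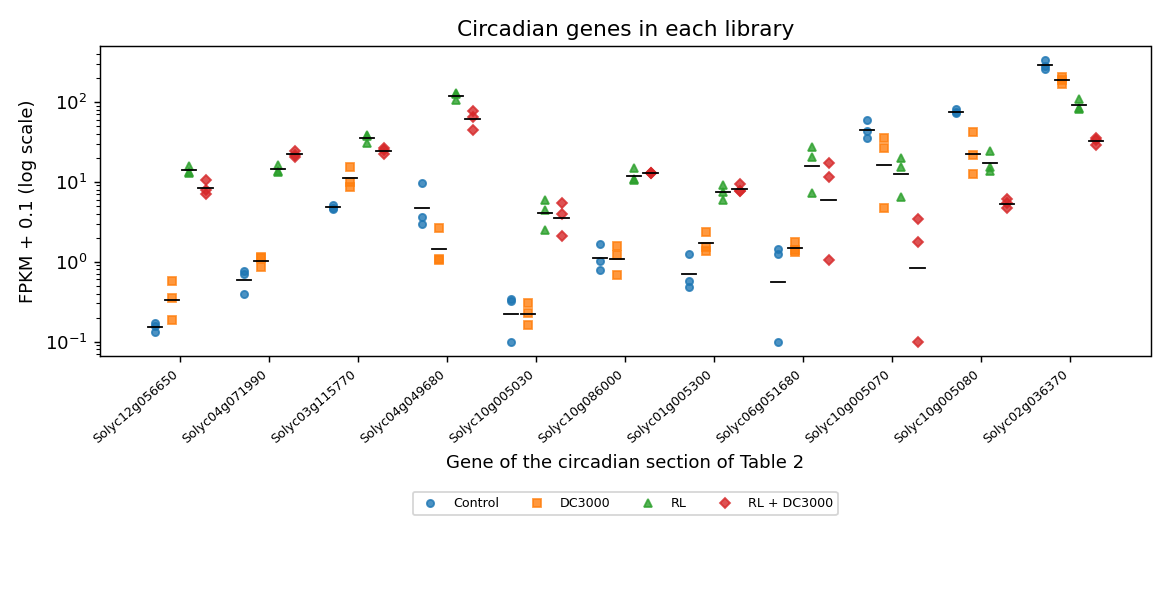
FPKM + 0.1 of the circadian rhythm genes in the 4 treatments on a log axis, with a point for each of the 3 libraries and a bar at their geometric mean. GI2, GI1, TOC1, PRR3, PRR5, PRR7 and FKF1 are higher in all 3 libraries of RL than in all 3 of the Control.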

RL induced the transcription of a subset of genes involved in circadian rhythms, such as *GI2* (Solyc12g056650), *GI1* (Solyc04g071990)*, timing of CAB expression 1* (*TOC1*) / *pseudo-response regulator 1* (*PRR1*) (Solyc03g115770), *PRR3* (Solyc04g049680), *PRR5* (Solyc10g005030), *PRR7* (Solyc10g086000), *flavin-binding kelch domain F box protein* (*FKF1,* Solyc01g005300), and *early flowering 4* (*ELF4,* Solyc06g051680), in the presence or absence of the DC3000 pathogen. 

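Between RL + DC3000 and DC3000, 8 of the 11 genes were called, 6 higher and 2 lower. GI1 (Solyc04g071990) was at 22.1 ± 1.96 FPKM in the RL + DC3000 treatment (log2 fold change of 4.42 against the DC3000 treatment, standard error 0.27, adjusted p = 9e-05, 9 of 9 pairs). PRR5 (Solyc10g005030) was at 0.131 ± 0.0718 FPKM in the DC3000 treatment and at 3.74 ± 1.66 FPKM in the RL + DC3000 treatment (log2 fold change of 4.00, standard error 0.61, adjusted p = 0.0208, 9 of 9 pairs). PRR7 (Solyc10g086000) was at 1.05 ± 0.443 FPKM in the DC3000 treatment and at 12.8 ± 0.117 FPKM in the RL + DC3000 treatment (log2 fold change of 3.57, standard error 0.35, adjusted p = 0.00125, 9 of 9 pairs). FKF1 (Solyc01g005300) was at 8.14 ± 0.952 FPKM in the RL + DC3000 treatment (log2 fold change of 2.27 against the DC3000 treatment, standard error 0.37, adjusted p = 0.0269, 9 of 9 pairs). TOC1 (Solyc03g115770) was at 24.3 ± 2.06 FPKM in the RL + DC3000 treatment (log2 fold change of 1.14 against the DC3000 treatment, standard error 0.21, adjusted p = 0.0388, 9 of 9 pairs). ELF4 (Solyc06g051680) was at 1.39 ± 0.231 FPKM in the DC3000 treatment and at 9.86 ± 8.22 FPKM in the RL + DC3000 treatment (log2 fold change of 2.00, standard error 1.16, adjusted p = 0.372, 6 of 9 pairs). TOC1 stayed under the fold threshold and ELF4 did not pass the FDR. The log2 fold changes that fell were -4.28 for circadian clock associated 1 (Solyc10g005070) (adjusted p = 0.101, 9 of 9 pairs), which did not pass the FDR, and -2.08 for Solyc10g005080 (adjusted p = 0.0369, 9 of 9 pairs) and -2.53 for Solyc02g036370 (adjusted p = 9e-05, 9 of 9 pairs), both late elongated hypocotyl. The interaction of RL and DC3000 was called for 0 of the 11 genes by limma, with adjusted p between 0.0583 and 0.974. PRR5 in RL + DC3000 against DC3000 was not called with a pseudocount of 0.01 (adjusted p = 0.0754), without DC3000 replicate 2 (adjusted p = 0.0925), without RL + DC3000 replicate 1 (adjusted p = 0.0534), without RL + DC3000 replicate 3 (adjusted p = 0.0539) or with only the groups compared in the fit (adjusted p = 0.0831), and its adjusted p ranged from 0.00599 to 0.0925 over the settings tried. PRR7 in RL + DC3000 against DC3000 was not called with only the groups compared in the fit (adjusted p = 0.0536), and its adjusted p ranged from 0.000165 to 0.0536 over the settings tried. FKF1 in RL + DC3000 against DC3000 was not called with a pseudocount of 1 (log2 fold change 1.80), without DC3000 replicate 2 (adjusted p = 0.125), without RL + DC3000 replicate 1 (adjusted p = 0.0665), without RL + DC3000 replicate 2 (adjusted p = 0.0519), without RL + DC3000 replicate 3 (adjusted p = 0.0591) or with only the groups compared in the fit (adjusted p = 0.114), and its adjusted p ranged from 0.00298 to 0.125 over the settings tried. Solyc10g005080 in RL + DC3000 against DC3000 was not called with a pseudocount of 1 (log2 fold change -1.92), with libraries scaled to the same summed value (adjusted p = 0.059), with array weights (log2 fold change -1.97), without DC3000 replicate 2 (adjusted p = 0.141), without DC3000 replicate 3 (log2 fold change -1.62), without RL + DC3000 replicate 1 (adjusted p = 0.0827), without RL + DC3000 replicate 2 (adjusted p = 0.0829), without RL + DC3000 replicate 3 (adjusted p = 0.0669) or with only the groups compared in the fit (adjusted p = 0.224), and its adjusted p ranged from 0.00811 to 0.224 over the settings tried.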

The transcription of these circadian rhythm-related genes was thus greater in nightly supplementary RL plants than in the dark control after DC3000 infection. Similarly, there were no significantly differences in the transcription of circadian rhythm-related genes between RL + DC3000 and RL treatment, suggesting that DC3000 had little effects on the circadian rhythm expression (Table 2).

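Under red light, 1 of the 11 genes was called between infected and mock-inoculated leaves. Circadian clock associated 1 (Solyc10g005070) was at 13.7 ± 6.66 FPKM in the RL treatment and at 1.66 ± 1.64 FPKM in the RL + DC3000 treatment (log2 fold change of -3.88, standard error 1.15, adjusted p = 0.0131, 9 of 9 pairs). A further 3 genes passed the FDR under the fold threshold, with log2 fold changes of -1.48 for late elongated hypocotyl (Solyc02g036370) (adjusted p = 2.5e-05, 9 of 9 pairs), -1.68 for late elongated hypocotyl (Solyc10g005080) (adjusted p = 0.00251, 9 of 9 pairs) and -0.55 for TOC1 (Solyc03g115770) (adjusted p = 0.0417, 9 of 9 pairs). PRR3, GI2 and GI1 had log2 fold changes of -0.97, -0.74 and 0.62 (adjusted p = 0.0938, 0.138 and 0.0651), each in 9 of 9 pairs, without passing the FDR. From the absence of significant differences in these genes between RL + DC3000 and RL, the paper proposes that DC3000 has little effect on circadian rhythm expression. Solyc10g005070 in RL + DC3000 against RL was not called with only the groups compared in the fit (adjusted p = 0.0501), and its adjusted p ranged from 0.00534 to 0.0501 over the settings tried.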

**Table 2:** **Circadian rhythm and photosynthesis related genes expression in tomato leaves as influenced by RL and DC3000 alone or in combination treatment**

**Gene ID**	**DC3000**		**RL**		**RL + DC3000**		**(RL + DC3000)** **-DC3000**		**Description**
	**Log**_**2**_ **FC**	***q*** **-value**	**Log**_**2**_ **FC**	***q*** **-value**	**Log**_**2**_ **FC**	***q*** **-value**	**Log**_**2**_ **FC**	***q*** **-value**	
**Circadian rhythm**									
Solyc12g056650	2.49	3.24E-01	7.91	9.16E-09	7.44	4.71E-07	4.95	4.15E-06	GIGANTEA 2
Solyc04g071990	1.02	3.28E-01	4.66	1.47E-09	5.54	1.73E-17	4.52	8.34E-15	GIGANTEA 1
Solyc03g115770	1.41	1.74E-03	2.80	4.40E-16	2.50	1.11E-11	1.09	1.68E-03	Timing of CAB expression 1/ Pseudo-response regulator 1
Solyc04g049680	−1.68	1.84E-02	4.36	9.75E-75	3.68	1.09E-39	5.36	3.07E-43	Pseudo-response regulator 3
Solyc10g005030	−0.09	5.18E-01	4.63	4.12E-03	4.73	6.83E-04	4.82	5.61E-03	Pseudo-response regulator 5
Solyc10g086000	0.14	4.99E-01	3.38	1.08E-06	3.73	3.03E-09	3.59	1.12E-07	Pseudo-response regulator 7
Solyc01g005300	1.45	1.70E-01	3.34	2.88E-04	3.74	2.45E-06	2.29	2.06E-03	Flavin-binding kelch domain F box protein
Solyc06g051680	0.90	3.05E-01	4.33	1.02E-11	3.70	2.30E-07	2.80	6.49E-05	Early flowering 4
Solyc10g005070	−0.90	3.02E-05	−1.87	6.50E-14	−4.66	1.00E-30	−3.76	1.45E-13	Circadian clock associated 11
Solyc10g005080	−1.43	3.27E-15	−2.24	8.66E-29	−3.72	2.07E-44	−2.29	9.68E-10	Late elongated hypocotyl
Solyc02g036370	−0.48	8.29E-10	−1.80	1.36E-82	−3.04	3.27E-141	−2.56	3.46E-79	Late elongated hypocotyl
**Photosynthesis**									
Solyc05g010240	−1.69	3.60E-01	2.63	1.71E-01	−2.49	3.03E-01	−0.80	1.00E + 00	Rubisco large subunit-binding protein subunit beta
Solyc12g044280	−5.58	0.00E + 00	2.14	0.00E + 00	−5.51	0.00E + 00	0.07	1.00E + 00	Photosystem I reaction center subunit VI
Solyc02g071030	−4.98	2.14E-230	4.09	0.00E + 00	−3.38	2.61E-186	1.60	2.54E-07	Chlorophyll a/b binding protein

Shown are the log_2_ fold-changes values (log_2_FC) and *q*-value (≤0.05) for genes expression by DC3000, RL, RL + DC3000, and (RL + DC3000)-DC3000 (comparison between RL + DC3000 and DC3000).

Similar to the transcriptome profiles of circadian rhythm-related genes, the DC3000 and RL treatments induced quite different transcriptome profiles of photosynthesis-related genes. 

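Every tested gene whose deposited annotation names chlorophyll a/b or photosystem was taken as a photosynthesis set, fixed without reference to the results, and 8 further sets were made the same way for auxin, ethylene, jasmonate, brassinosteroid, calcium, redox, WRKY and defence words. Each set was tested in 5 comparisons with limma's camera, with the correlation between its genes estimated from the residuals and adjustment over the 45 tests. Of the 45 tests 0 were called, 8 had an unadjusted p under 0.05, and a preset correlation of 0.01 called 22, of which none held under the estimated correlation. Without RL + DC3000 replicate 3, 6 were called, the jasmonate and WRKY sets in each comparison of infected with mock-inoculated leaves. In DC3000 against the Control the 108 photosynthesis genes had a median log2 fold change of -0.93 (-0.96 to -0.78 under the other scalings), with 0 genes called higher and 39 lower (set FDR 0.329, unadjusted p = 0.138). Photosystem I reaction centre subunit VI (Solyc12g044280) was at 566 ± 256 FPKM in the Control and at 10.7 ± 9.19 FPKM in the DC3000 treatment (log2 fold change of -6.04, standard error 0.61, adjusted p = 1.08e-05, 9 of 9 pairs). Chlorophyll a/b-binding protein (Solyc02g071030) was at 349.5 ± 92.1 FPKM in the Control and at 9.99 ± 4.53 FPKM in the DC3000 treatment (log2 fold change of -5.17, standard error 0.51, adjusted p = 8.89e-06, 9 of 9 pairs). Another chlorophyll a/b-binding protein (Solyc02g070970) was at 580.2 ± 228 FPKM in the Control and at 5.23 ± 2.11 FPKM in the DC3000 treatment (log2 fold change of -6.77, standard error 0.68, adjusted p = 1.05e-05, 9 of 9 pairs). A small chain of ribulose bisphosphate carboxylase (Solyc02g063150) was at 31625 ± 9319 FPKM in the Control and at 895 ± 1146 FPKM in the DC3000 treatment (log2 fold change of -6.08, standard error 0.80, adjusted p = 6.75e-05, 9 of 9 pairs). Another small chain (Solyc02g085950) was at 76480.0 ± 25488 FPKM in the Control and at 6668 ± 4000.4 FPKM in the DC3000 treatment (log2 fold change of -3.65, standard error 0.42, adjusted p = 2.75e-05, 9 of 9 pairs). Photosystem II reaction center W protein (Solyc09g065910) was at 30136 ± 2619.7 FPKM in the Control and at 1139 ± 1216 FPKM in the DC3000 treatment (log2 fold change of -5.30, standard error 0.59, adjusted p = 2.03e-05, 9 of 9 pairs). The large subunit-binding protein subunit beta (Solyc05g010240) was below the mean of 1 FPKM needed for the test, with 0.352 ± 0.142 FPKM in the Control and 0.0985 ± 0.0853 in DC3000.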

The transcription of a number of genes involved in photosynthesis was down-regulated by the DC3000 treatment. In the absence of the DC3000 pathogen, RL induced the transcription of genes encoding chlorophyll a/b-binding protein (Solyc02g071030), photosystem I reaction centre subunit VI (Solyc12g044280), and RuBisCO large subunit-binding protein subunit beta (Solyc05g010240) by more than 4-fold. However, the induction of these gene transcriptions by RL was largely eliminated in the presence of the DC3000 pathogen (RL + DC3000 treatment). 

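Of these, limma called the chlorophyll a/b-binding protein in RL against the Control. Chlorophyll a/b-binding protein (Solyc02g071030) was at 6499 ± 516 FPKM in the RL treatment (log2 fold change of 4.25 against the Control, standard error 0.51, adjusted p = 0.00192, 9 of 9 pairs). Photosystem I reaction centre subunit VI (Solyc12g044280) was at 2729 ± 301 FPKM in the RL treatment (log2 fold change of 2.35 against the Control, standard error 0.61, adjusted p = 0.0751, 9 of 9 pairs). Another chlorophyll a/b-binding protein (Solyc02g070970) had in RL against the Control a log2 fold change of 2.35 (standard error 0.68, adjusted p = 0.104, 9 of 9 pairs). Subunit VI was past the fold threshold and not past the FDR over all genes, which it passed with the p-values adjusted over the list alone. Solyc05g010240 was not tested and was at 2.38 ± 0.565 FPKM in RL, and the authors' deposited table gives it a log2 fold change of 2.63. The 108 genes of the photosynthesis set had a median log2 fold change of 0.31 (0.10 to 0.28 under the other scalings), with 6 genes called higher and 0 lower (set FDR 0.696, unadjusted p = 0.48). The ribulose bisphosphate carboxylase small chains had log2 fold changes of 0.00 for Solyc02g063150 (adjusted p = 1, 4 of 9 pairs) and 0.46 for Solyc02g085950 (adjusted p = 0.632, 7 of 9 pairs), and photosystem II reaction center W protein of 0.57 for Solyc09g065910 (adjusted p = 0.672, 9 of 9 pairs). Solyc12g044280 in RL against the Control was called with a pseudocount of 1 (adjusted p = 0.0423), with array weights (adjusted p = 0.0128), with limma voom on rebuilt reads (adjusted p = 0.0259) or with only the groups compared in the fit (adjusted p = 0.0369), and its adjusted p ranged from 0.0128 to 0.193 over the settings tried. Solyc02g070970 in RL against the Control was called with array weights (adjusted p = 0.025), with limma voom on rebuilt reads (adjusted p = 0.0249) or with only the groups compared in the fit (adjusted p = 0.0302), and its adjusted p ranged from 0.0249 to 0.24 over the settings tried.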

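In RL + DC3000 the genes were lower than in the Control. Chlorophyll a/b-binding protein (Solyc02g071030) was at 30.8 ± 23.3 FPKM in the RL + DC3000 treatment (log2 fold change of -3.78 against the Control, standard error 0.51, adjusted p = 7.66e-05, 9 of 9 pairs). Photosystem I reaction centre subunit VI (Solyc12g044280) was at 11.4 ± 6.49 FPKM in the RL + DC3000 treatment (log2 fold change of -5.68 against the Control, standard error 0.61, adjusted p = 1.54e-05, 9 of 9 pairs). Solyc05g010240 was at 0.0574 ± 0.0567 FPKM in this treatment and was not tested. The interaction of RL and DC3000, which tests whether the effect of red light was smaller in the infected leaves, was -2.85 for the chlorophyll a/b-binding protein (standard error 0.72, adjusted p = 0.156, 8 of 9 pairs) and -1.99 for subunit VI (standard error 0.86, adjusted p = 0.347, 5 of 9 pairs), and neither passed the FDR. The photosynthesis set had a median log2 fold change of -1.25 (-1.25 to -1.07 under the other scalings), with 0 genes called higher and 41 lower (set FDR 0.324, unadjusted p = 0.122), and in RL + DC3000 against RL a median log2 fold change of -1.42 (-1.39 to -0.87 under the other scalings), with 0 genes called higher and 43 lower (set FDR 0.324, unadjusted p = 0.0983). Solyc02g071030 in the interaction was called with array weights (adjusted p = 0.0391), and its adjusted p ranged from 0.0391 to 0.297 over the settings tried.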

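Between RL + DC3000 and DC3000 none of the photosynthesis genes of Table 2 was called by limma, 0 also with the p-values adjusted over the list alone. Chlorophyll a/b-binding protein (Solyc02g071030) had in RL + DC3000 against DC3000 a log2 fold change of 1.40 (standard error 0.51, adjusted p = 0.176, 8 of 9 pairs). Photosystem I reaction centre subunit VI (Solyc12g044280) had in RL + DC3000 against DC3000 a log2 fold change of 0.36 (standard error 0.61, adjusted p = 0.786, 5 of 9 pairs). The 108 genes of the set had a median log2 fold change of -0.12 (-0.13 to -0.08 under the other scalings), with 1 gene called higher and 0 lower (set FDR 0.958, unadjusted p = 0.958). The set test pointed up while the median was negative, and 43 of the 108 genes were higher.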

Finally, RL + DC3000 treatment had higher gene transcription of *chlorophyll a/b-binding protein* as compared with those in DC3000 treatment (Table 2).

### Transcriptome profiles of hormone metabolism and signalling-related genes

Multiple hormonal pathways are often modulated by light to mediate developmental changes. RL and DC3000 treatment alone or in combination all repressed the transcription for nearly all of the genes in the auxin-mediated signalling pathways (Table 3). These genes include *auxin-induced SAUR* and *SAUR*--like protein (Solyc01g110790, Solyc03g033590, Solyc04g053010, and Solyc11g011670) and *auxin-responsive protein IAAs* (Solyc06g084070, Solyc06g008590). However, *indole-3-acetic acid-amido synthetase* GH3-8 (Solyc02g092820) was significantly induced in the presence of the DC3000 pathogen. In addition, RL + DC3000 treatment showed lower transcriptions of auxin responsive protein (Solyc06g008590) and *indole-3-acetic acid-amido synthetase GH3.8* (Solyc02g092820) compared to DC3000 treatment (Table 3).

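Of the 7 auxin genes of Table 3, 5 had a mean of at least 1 FPKM. In RL against the Control 4 of the 5 were lower and 0 were called by limma, 2 with the p-values adjusted over the list alone. In DC3000 against the Control 2 were called lower and 1 higher, and in RL + DC3000 against the Control 3 lower and 1 higher, which became 5 and 4 calls over the list alone. The 35 genes whose annotation names SAUR or auxin-responsive proteins had a median log2 fold change of -0.47 (-0.68 to -0.50 under the other scalings), with 0 genes called higher and 0 lower (set FDR 0.439, unadjusted p = 0.225) in RL, a median log2 fold change of -3.23 (-3.27 to -2.43 under the other scalings), with 2 genes called higher and 19 lower (set FDR 0.324, unadjusted p = 0.0946) in DC3000 and a median log2 fold change of -2.91 (-2.92 to -2.18 under the other scalings), with 1 gene called higher and 18 lower (set FDR 0.324, unadjusted p = 0.119) in RL + DC3000. Auxin-induced protein 6B (Solyc04g053010) was at 3.80 ± 3.05 FPKM in the Control and at 0.096 ± 0.166 FPKM in the DC3000 treatment (log2 fold change of -4.33, standard error 0.80, adjusted p = 0.000728, 9 of 9 pairs). Auxin responsive protein IAA10 (Solyc06g008590) was at 4.37 ± 1.78 FPKM in the Control and at 0.166 ± 0.288 FPKM in the DC3000 treatment (log2 fold change of -4.55, standard error 0.81, adjusted p = 0.000581, 9 of 9 pairs). A SAUR-like protein (Solyc03g033590) was at 5.59 ± 2.39 FPKM in the Control and at 0.823 ± 0.728 FPKM in the DC3000 treatment (log2 fold change of -3.23, standard error 1.32, adjusted p = 0.0529, 9 of 9 pairs). Another SAUR-like protein (Solyc01g110790) was at 4.87 ± 4.56 FPKM in the Control and listed at 0 in the DC3000 treatment (adjusted p = 0.0642, 6 of 9 pairs). Solyc04g053010 in DC3000 against the Control was not called with a pseudocount of 1 (log2 fold change -1.95). Solyc03g033590 in DC3000 against the Control was called with array weights (adjusted p = 0.0139), with limma voom on rebuilt reads (adjusted p = 0.0123), without DC3000 replicate 3 (adjusted p = 0.04) or with only the groups compared in the fit (adjusted p = 0.0468), and its adjusted p ranged from 0.00381 to 0.202 over the settings tried. Solyc01g110790 in DC3000 against the Control was called with a pseudocount of 1 (adjusted p = 0.032), with limma voom on rebuilt reads (adjusted p = 0.0313) or without Control replicate 3 (adjusted p = 0.00434), and its adjusted p ranged from 0.00434 to 0.224 over the settings tried.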

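In RL the same genes had the following values. Solyc04g053010 was at 0.462 ± 0.0387 FPKM in the RL treatment (log2 fold change of -2.50 against the Control, standard error 0.80, adjusted p = 0.135, 9 of 9 pairs). Solyc06g008590 was at 1.16 ± 0.657 FPKM in the RL treatment (log2 fold change of -1.87 against the Control, standard error 0.81, adjusted p = 0.27, 9 of 9 pairs). Solyc03g033590 was at 0.381 ± 0.659 FPKM in the RL treatment (log2 fold change of -4.51 against the Control, standard error 1.32, adjusted p = 0.106, 9 of 9 pairs). Solyc01g110790 was at 1.05 ± 0.918 FPKM in the RL treatment (log2 fold change of -1.40 against the Control, standard error 1.77, adjusted p = 0.741, 6 of 9 pairs). In RL + DC3000 against the Control, Solyc04g053010 was listed at 0 in the RL + DC3000 treatment (adjusted p = 0.000277, 9 of 9 pairs). Solyc06g008590 was at 0.0655 ± 0.113 FPKM in the RL + DC3000 treatment (log2 fold change of -4.89 against the Control, standard error 0.81, adjusted p = 0.000356, 9 of 9 pairs). Solyc03g033590 was at 0.529 ± 0.458 FPKM in the RL + DC3000 treatment (log2 fold change of -3.62 against the Control, standard error 1.32, adjusted p = 0.034, 9 of 9 pairs). Solyc01g110790 was at 0.377 ± 0.653 FPKM in the RL + DC3000 treatment (log2 fold change of -2.91 against the Control, standard error 1.77, adjusted p = 0.179, 6 of 9 pairs). The genes Solyc11g011670 and Solyc06g084070 were below the filter and were not tested. They were at 1.78 ± 0.853 and 1.68 ± 0.498 FPKM in the Control and at 0.172 ± 0.298 and 0.144 ± 0.25 FPKM in RL, and both were listed at 0 in RL + DC3000. In DC3000 Solyc11g011670 was at 0.202 ± 0.35 FPKM and Solyc06g084070 was listed at 0. Solyc04g053010 in RL against the Control was called with limma voom on rebuilt reads (adjusted p = 0.0353), and its adjusted p ranged from 0.0353 to 0.425 over the settings tried. Solyc03g033590 in RL against the Control was called with a pseudocount of 1 (adjusted p = 0.0203), with array weights (adjusted p = 0.0279) or with limma voom on rebuilt reads (adjusted p = 0.0322), and its adjusted p ranged from 0.0203 to 0.302 over the settings tried. Solyc03g033590 in RL + DC3000 against the Control was not called with a pseudocount of 0.01 (adjusted p = 0.118), without Control replicate 1 (adjusted p = 0.0924), without Control replicate 3 (adjusted p = 0.087) or without RL + DC3000 replicate 3 (adjusted p = 0.129), and its adjusted p ranged from 0.00196 to 0.129 over the settings tried. Solyc01g110790 in RL + DC3000 against the Control was called without Control replicate 3 (adjusted p = 0.0137), and its adjusted p ranged from 0.0137 to 0.567 over the settings tried.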

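GH3-8 (Solyc02g092820) was at 0.195 ± 0.172 FPKM in the Control and at 24.3 ± 18.9 FPKM in the DC3000 treatment (log2 fold change of 6.19, standard error 0.70, adjusted p = 2.33e-05, 9 of 9 pairs). GH3-8 (Solyc02g092820) was at 7.25 ± 1.15 FPKM in the RL + DC3000 treatment (log2 fold change of 4.78 against the Control, standard error 0.70, adjusted p = 0.000141, 9 of 9 pairs). In RL alone it had a log2 fold change of 0.25 (adjusted p = 0.908, 5 of 9 pairs) by the same limma fit, at 0.296 ± 0.334 FPKM.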

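In this comparison limma called 0 of the 5 auxin genes tested, 0 also over the list alone. Auxin responsive protein IAA10 (Solyc06g008590) had in RL + DC3000 against DC3000 a log2 fold change of -0.34 (standard error 0.81, adjusted p = 0.86, 3 of 9 pairs). GH3-8 (Solyc02g092820) had in RL + DC3000 against DC3000 a log2 fold change of -1.41 (standard error 0.70, adjusted p = 0.298, 8 of 9 pairs). Neither difference passed the FDR. The 35 genes of the auxin set had a median log2 fold change of 0.00 (-0.17 to 0.00 under the other scalings), with 0 genes called higher and 0 lower (set FDR 0.915, unadjusted p = 0.752).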

**Table 3:** **Hormone metabolism and signalling-related gene expression in tomato leaves as influenced by RL and DC3000 alone or in combination treatment**

**Gene ID**	**DC3000**		**RL**		**RL + DC3000**		**(RL + DC3000) -DC3000**		**Description**
	**Log**_**2**_ **FC**	***q*** **-value**	**Log**_**2**_ **FC**	***q*** **-value**	**Log**_**2**_ **FC**	***q*** **-value**	**Log**_**2**_ **FC**	***q*** **-value**	
**Auxin**									
Solyc01g110790	−4.72	2.23E-04	−2.34	2.20E-02	−3.56	6.28E-04	n.d.	n.d.	Auxin-induced SAUR-like protein
Solyc03g033590	−2.61	1.58E-03	−4.01	4.66E-04	−3.27	4.02E-04	−0.66	1.00E + 00	Auxin-induced SAUR-like protein
Solyc04g053010	−5.16	9.47E-04	−3.17	1.58E-02	−4.38	1.26E-03	n.d.	n.d.	Auxin-induced protein 6B
Solyc11g011670	−2.99	4.94E-02	−3.5	1.47E-01	−3.29	4.05E-02	n.d.	n.d.	Auxin-induced protein 6B
Solyc06g084070	−3.18	4.93E-02	−3.67	1.55E-01	−3.2	4.81E-02	n.d.	n.d.	Auxin responsive protein IAA2
Solyc06g008590	−4.57	5.07E-04	−2.04	6.10E-02	−5.93	3.48E-04	−1.36	1.00E + 00	Auxin responsive protein IAA10
Solyc02g092820	7.11	2.04E-18	0.48	1.00E + 00	5.34	1.48E-06	−1.77	9.03E-07	Indole-3-acetic acid-amido synthetase GH3-8
**Salicylic acid**									
Solyc06g071030	−3.92	6.42E-04	0.24	1.00E + 00	−4.35	4.18E-04	−0.43	1.00E + 00	Isochorismate synthase
Solyc09g007910	2.85	0.00E + 00	−0.51	2.23E-04	2.18	1.59E-170	−0.67	6.95E-42	Phenylalanine ammonia-lyase
Solyc03g036480	6.34	3.62E-10	n.d.	n.d.	5.43	4.41E-06	−0.91	1.17E-01	Phenylalanine ammonia-lyase
**Jasmonate**									
Solyc03g122340	6.3	1.73E-125	1.01	4.20E-01	5.82	4.45E-92	−0.48	2.08E-05	Lipoxygenase
Solyc08g014000	8.06	6.83E-22	−0.39	1.00E + 00	6.33	2.88E-08	−1.73	1.69E-08	Lipoxygenase
Solyc04g079730	7.22	1.42E-27	0.71	1.00E + 00	6.17	9.23E-15	−1.05	7.37E-05	Allene oxide synthase
Solyc09g089540	8.01	0.00E + 00	0.81	1.99E-01	8.61	0.00E + 00	0.6	5.56E-103	Proteinase inhibitor I
Solyc09g089500	8.59	0.00E + 00	1.19	3.96E-01	8.77	0.00E + 00	0.18	1.21E-03	Proteinase inhibitor I
Solyc09g084440	1.12	2.21E-02	−2.42	3.13E-02	0.48	2.70E-01	−0.64	5.25E-01	Proteinase inhibitor I
Solyc03g020060	9.14	0.00E + 00	0.51	9.43E-01	9.1	0.00E + 00	−0.04	6.54E-01	Proteinase inhibitor II
Solyc00g145170	9.9	1.62E-77	1.44	9.98E-01	9.8	1.07E-73	−0.11	7.35E-01	Proteinase inhibitor II
Solyc06g063390	−0.44	1.70E-01	−2.2	1.82E-05	−1.24	2.66E-03	−0.8	3.00E-01	Wound-induced basic protein
Solyc12g009220	8.27	2.95E-188	1.66	2.36E-01	9	9.73E-289	0.73	1.28E-31	Jasmonate ZIM-domain protein 1
**Ethylene**									
Solyc08g081540	3.74	4.76E-04	−0.4	1.00E + 00	2.17	1.00E-01	−1.57	1.55E-01	1-aminocyclopropane-1-carboxylate synthase
Solyc12g005940	8.86	0.00E + 00	1.36	6.10E-02	9.17	0.00E + 00	0.32	1.24E-22	1-aminocyclopropane-1-carboxylate oxidase
Solyc09g065310	4.12	5.66E-03	n.d.	n.d.	n.d.	n.d.	−3.99	3.99E-02	Ethylene receptor 2
Solyc08g007230	5.25	1.86E-05	n.d.	n.d.	n.d.	n.d.	−1.96	3.09E-02	Ethylene responsive transcription factor 1a
**Brassinosteroid**									
Solyc01g009810	5.36	2.00E-17	0.08	1.00E + 00	6.39	1.97E-34	1.03	1.27E-05	LRR receptor-like serine/threonine-protein kinase FEI 1
Solyc10g086500	4.15	1.52E-59	3.53	1.52E-37	3.66	1.08E-39	−0.49	3.19E-03	Steroid 5-alpha-reductase DET2
Solyc09g092520	−2.64	4.11E-15	−2.37	8.20E-14	−2.21	1.24E-12	0.43	8.66E-01	Brassinosteroid-regulated protein xyloglucan endotransglycosylase
Solyc02g086180	−4.14	7.44E-289	2.15	0.00E + 00	−4.21	9.70E-294	−0.07	1.00E + 00	Sterol C-5 desaturase
Solyc06g074090	−3.04	1.54E-08	2.27	2.37E-28	−3.57	1.10E-09	−0.53	1.00E + 00	Sterol reductase
Solyc04g074450	−2.8	1.91E-09	−3.28	8.89E-11	−2.79	1.84E-09	0.02	1.00E + 00	Phi-1 protein
**Other hormone pathway**									
Solyc02g090890	−2.07	7.02E-03	3.16	3.59E-26	0.64	1.48E-01	2.71	8.83E-04	Zeaxanthin epoxidase chloroplastic
Solyc04g071960	−3.67	4.30E-05	1.36	9.83E-04	−3.79	3.29E-05	−0.12	1.00E + 00	Xanthoxin dehydrogenase
Solyc08g081370	1.49	2.67E-25	−0.65	8.60E-03	0.32	6.35E-02	−1.17	4.46E-16	RING-H2 finger protein
Solyc01g109170	3.28	1.21E-292	−1.16	6.63E-09	2.7	1.34E-164	−0.58	5.20E-22	Cold acclimation protein COR413-like
Solyc03g095780	2.35	1.23E-30	−1.13	1.15E-02	0.48	8.11E-02	−1.87	3.24E-21	Abscisic acid receptor PYL6
Solyc06g049050	−5.18	0.00E + 00	−1.45	0.00E + 00	−7.78	0.00E + 00	−2.6	1.07E-21	Expansin
Solyc01g090460	−2.66	1.95E-09	−1.89	2.72E-06	−4.2	2.55E-13	−1.54	3.56E-01	Homeobox-leucine zipper protein
Solyc12g056650	2.49	3.24E-01	7.91	9.16E-09	7.44	4.71E-07	4.95	4.15E-06	GIGANTEA2
Solyc04g050930	−4.03	1.49E-12	0.53	1.45E-01	−4.32	4.32E-13	−0.29	1.00E + 00	Violaxanthin de-epoxidase

Shown are the log_2_ fold-changes values (log_2_FC) and *q*-value (≤0.05) for genes expression by DC3000, RL, RL + DC3000, and (RL + DC3000)-DC3000 (comparison between RL + DC3000 and DC3000). The n.d. means not detectable.

Infection by DC3000 in tomato leaves up-regulated the transcription of the SA biosynthesis gene *PAL* (Solyc09g007910, Solyc03g036480) in the phenylpropanoid pathway but down-regulated another SA biosynthesis pathway gene *isochorismate synthase* (*ICS*, Solyc06g071030). By contrast, RL treatment slightly up-regulated the transcription of *ICS* but down-regulated that of *PAL* (Table 3). 

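PAL (Solyc09g007910) was at 112 ± 66.6 FPKM in the Control and at 732 ± 48.1 FPKM in the DC3000 treatment (log2 fold change of 2.85, standard error 0.33, adjusted p = 2.52e-05, 9 of 9 pairs). The second PAL (Solyc03g036480) was listed at 0 in the Control and at 12.1 ± 4.63 FPKM in the DC3000 treatment (adjusted p = 8.29e-07, 9 of 9 pairs). ICS (Solyc06g071030) was at 4.57 ± 0.745 FPKM in the Control and at 0.272 ± 0.12 FPKM in the DC3000 treatment (log2 fold change of -3.70, standard error 0.56, adjusted p = 0.000174, 9 of 9 pairs). The same 3 genes were called in RL + DC3000. PAL (Solyc09g007910) was at 464 ± 45.3 FPKM in the RL + DC3000 treatment (log2 fold change of 2.19 against the Control, standard error 0.33, adjusted p = 0.000156, 9 of 9 pairs). The second PAL (Solyc03g036480) was at 6.59 ± 3.17 FPKM in the RL + DC3000 treatment, against the Control listed at 0 (adjusted p = 1.59e-06, 9 of 9 pairs). ICS (Solyc06g071030) was at 0.205 ± 0.233 FPKM in the RL + DC3000 treatment (log2 fold change of -4.25 against the Control, standard error 0.56, adjusted p = 6.36e-05, 9 of 9 pairs). Between RL + DC3000 and DC3000 their log2 fold changes were -0.66 for Solyc09g007910 (adjusted p = 0.297, 9 of 9 pairs), -0.89 for Solyc03g036480 (adjusted p = 0.31, 8 of 9 pairs) and -0.56 for Solyc06g071030 (adjusted p = 0.618, 5 of 9 pairs). Solyc09g007910 in RL + DC3000 against the Control was not called without Control replicate 3 (log2 fold change 1.94).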

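Neither difference passed the FDR in limma. ICS (Solyc06g071030) was at 5.89 ± 0.64 FPKM in the RL treatment (log2 fold change of 0.36 against the Control, standard error 0.56, adjusted p = 0.796, 8 of 9 pairs). PAL (Solyc09g007910) was at 86.2 ± 20.8 FPKM in the RL treatment (log2 fold change of -0.25 against the Control, standard error 0.33, adjusted p = 0.746, 5 of 9 pairs). The other PAL gene (Solyc03g036480) was listed at 0 in every library of the Control and of RL.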

JA biosynthesis genes including those encoding lipoxygenases (*LOXs*, Solyc03g122340, 78.6-fold; Solyc08g014000, 266.9-fold) and allene oxide synthase (*AOS*, Solyc04g079730, 149.1-fold) as well as *PI I* (Solyc09g089540, 257.8-fold; Solyc09g089500, 385.3-fold) and *PI II*, (Solyc03g020060, 564.2-fold; Solyc00g145170, 955.4-fold) were induced by DC3000 infection. However, transcriptome analysis revealed reductions in the JA-regulated gene *PI I* (Solyc09g084440), and *wound-induced basic protein* (Solyc06g063390) in the RL treatment. 

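Of the 10 jasmonate genes of Table 3, 8 were called in DC3000 against the Control by limma, all 8 higher. LOX (Solyc03g122340) was at 2.38 ± 0.998 FPKM in the Control and at 169 ± 35.6 FPKM in the DC3000 treatment (log2 fold change of 6.14, standard error 0.28, adjusted p = 1.81e-07, 9 of 9 pairs). The second LOX (Solyc08g014000) was at 0.131 ± 0.0807 FPKM in the Control and at 31.6 ± 5.86 FPKM in the DC3000 treatment (log2 fold change of 7.15, standard error 1.18, adjusted p = 0.000335, 9 of 9 pairs). AOS (Solyc04g079730) was at 0.28 ± 0.125 FPKM in the Control and at 37.5 ± 3.37 FPKM in the DC3000 treatment (log2 fold change of 6.68, standard error 0.53, adjusted p = 2.16e-06, 9 of 9 pairs). PI I (Solyc09g089540) was at 6.41 ± 3.98 FPKM in the Control and at 1491 ± 559.8 FPKM in the DC3000 treatment (log2 fold change of 7.97, standard error 0.71, adjusted p = 4.65e-06, 9 of 9 pairs). The second PI I (Solyc09g089500) was at 1.71 ± 0.996 FPKM in the Control and at 372.8, 747.6 and 662.7 FPKM in the DC3000 treatment (log2 fold change of 8.45, standard error 1.02, adjusted p = 3.64e-05, 9 of 9 pairs). PI II (Solyc03g020060) was at 2.64 ± 1.58 FPKM in the Control and at 1342 ± 385 FPKM in the DC3000 treatment (log2 fold change of 9.11, standard error 0.75, adjusted p = 2.83e-06, 9 of 9 pairs). The second PI II (Solyc00g145170) was at 0.169 ± 0.293 FPKM in the Control and at 146 ± 64.4 FPKM in the DC3000 treatment (log2 fold change of 9.54, standard error 1.09, adjusted p = 2.51e-05, 9 of 9 pairs). The 28 genes whose annotation names jasmonate words had a median log2 fold change of 3.31 (3.28 to 3.46 under the other scalings), with 16 genes called higher and 1 lower (set FDR 0.218, unadjusted p = 0.0257).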

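Neither reduction passed the FDR in limma. PI I (Solyc09g084440) was at 4.29 ± 3.86 FPKM in the Control and at 0.879 ± 0.889 FPKM in the RL treatment (log2 fold change of -2.46, standard error 1.19, adjusted p = 0.324, 7 of 9 pairs). Wound-induced basic protein (Solyc06g063390) was at 13.8 ± 7.22 FPKM in the Control and at 3.27 ± 5.67 FPKM in the RL treatment (log2 fold change of -4.79, standard error 2.04, adjusted p = 0.257, 8 of 9 pairs). None of the 10 jasmonate genes was called in RL (0 also over the list alone, where 2 passed the FDR under the fold threshold). The other PI I and PI II genes had log2 fold changes of 0.79 for Solyc09g089540 (adjusted p = 0.625, 6 of 9 pairs), 0.62 for Solyc09g089500 (adjusted p = 0.816, 5 of 9 pairs), 0.63 for Solyc03g020060 (adjusted p = 0.724, 6 of 9 pairs) and 1.13 for Solyc00g145170 (adjusted p = 0.651, 5 of 9 pairs). The jasmonate set had a median log2 fold change of 0.05 (-0.14 to 0.02 under the other scalings), with 0 genes called higher and 0 lower (set FDR 0.546, unadjusted p = 0.34), and relative to the median of all genes it was -0.03 (-0.04 to -0.03 under the other scalings).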

Notably, the *jasmonate ZIM domain-containing protein 1* (Solyc12g009220, 3.15-fold) was up-regulated by RL treatment. However, transcription of these genes in the RL + DC3000 was similar to that in the DC3000 treatment (Table 3). 

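JAZ1 (Solyc12g009220) was at 1.05 ± 0.39 FPKM in the Control and at 3.60 ± 1.47 FPKM in the RL treatment (log2 fold change of 1.68, standard error 0.40, adjusted p = 0.0554, 9 of 9 pairs). It was higher in every RL library than in every Control library and passed neither threshold over all genes. JAZ1 (Solyc12g009220) was at 292 ± 70.5 FPKM in the DC3000 treatment (log2 fold change of 8.03 against the Control, standard error 0.40, adjusted p = 2.23e-07, 9 of 9 pairs). LOX (Solyc03g122340) was at 5.24 ± 0.686 FPKM in the RL treatment (log2 fold change of 1.18 against the Control, standard error 0.28, adjusted p = 0.0558, 9 of 9 pairs).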

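Of the 10 jasmonate genes 0 were called by limma in RL + DC3000 against DC3000, 0 also over the list alone, with 8 lower and 2 higher. LOX (Solyc03g122340) was at 123 ± 13.2 FPKM in the RL + DC3000 treatment (log2 fold change of -0.43 against the DC3000 treatment, adjusted p = 0.425, 8 of 9 pairs). The second LOX (Solyc08g014000) was at 9.61 ± 9.55 FPKM in the RL + DC3000 treatment (log2 fold change of -3.04 against the DC3000 treatment, adjusted p = 0.196, 9 of 9 pairs). AOS (Solyc04g079730) was at 18.4 ± 11.2 FPKM in the RL + DC3000 treatment (log2 fold change of -1.18 against the DC3000 treatment, adjusted p = 0.249, 9 of 9 pairs). JAZ1 (Solyc12g009220) was at 491 ± 192 FPKM in the RL + DC3000 treatment (log2 fold change of 0.70 against the DC3000 treatment, adjusted p = 0.366, 7 of 9 pairs). PI II (Solyc03g020060) was at 1327 ± 1113 FPKM in the RL + DC3000 treatment (log2 fold change of -0.44 against the DC3000 treatment, adjusted p = 0.785, 5 of 9 pairs). The other log2 fold changes were 0.34 for Solyc09g089540 (adjusted p = 0.832, 5 of 9 pairs), -0.68 for Solyc09g089500 (adjusted p = 0.752, 6 of 9 pairs), -0.56 for Solyc00g145170 (adjusted p = 0.819, 4 of 9 pairs), -1.33 for Solyc09g084440 (adjusted p = 0.571, 6 of 9 pairs) and -4.06 for Solyc06g063390 (adjusted p = 0.302, 6 of 9 pairs). The jasmonate set had a median log2 fold change of -0.12 (-0.14 to -0.05 under the other scalings), with 0 genes called higher and 0 lower (set FDR 0.946, unadjusted p = 0.821).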

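ACS (Solyc08g081540) was at 0.37 ± 0.194 FPKM in the Control and at 4.45 ± 0.51 FPKM in the DC3000 treatment (log2 fold change of 3.37, standard error 0.52, adjusted p = 0.000218, 9 of 9 pairs). ACO (Solyc12g005940) was at 3.04 ± 1.31 FPKM in the Control and at 1268 ± 283 FPKM in the DC3000 treatment (log2 fold change of 8.74, standard error 0.59, adjusted p = 8.8e-07, 9 of 9 pairs). ERF1a (Solyc08g007230) was listed at 0 in the Control and at 5.72 ± 2.60 FPKM in the DC3000 treatment (adjusted p = 9.9e-05, 9 of 9 pairs). The ethylene receptor (Solyc09g065310) was below the filter and was not tested. It was at 2.61 ± 2.26 FPKM in DC3000, with 4.032, 3.789 and 0 FPKM in the 3 libraries, and was listed at 0 in the other treatments. All 3 tested genes were called by limma in this comparison. The 114 genes whose annotation names ethylene words had a median log2 fold change of 1.12 (1.09 to 1.27 under the other scalings), with 49 genes called higher and 15 lower (set FDR 0.324, unadjusted p = 0.077). Solyc08g081540 in DC3000 against the Control was not called with a pseudocount of 1 (log2 fold change 1.999).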

The ethylene biosynthesis genes *ACC synthase* (*ACS*, Solyc08g081540, 13.38-fold) and *ACC oxidase* (*ACO*, Solyc12g005940, 463.4-fold) were activated concomitant with the induction of the *ethylene receptor* (*ETR,* Solyc09g065310, 17.36-fold) and *ethylene-responsive transcription factor 1a* (*ERF*, Solyc08g007230, 38.10-fold) upon infection with DC3000. However, the transcription of ethylene-related genes was primarily down-regulated by RL after DC3000 infection (Table 3).

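Of the 3 tested genes 0 were called by limma in RL + DC3000 against DC3000, and 1 passed the FDR over the list alone. ACS (Solyc08g081540) was at 1.52 ± 0.875 FPKM in the RL + DC3000 treatment (log2 fold change of -1.64 against the DC3000 treatment, standard error 0.52, adjusted p = 0.138, 9 of 9 pairs). ACO (Solyc12g005940) was at 1604 ± 653 FPKM in the RL + DC3000 treatment (log2 fold change of 0.28 against the DC3000 treatment, standard error 0.59, adjusted p = 0.838, 6 of 9 pairs). ERF1a (Solyc08g007230) was at 1.49 ± 0.322 FPKM in the RL + DC3000 treatment (log2 fold change of -1.79 against the DC3000 treatment, standard error 0.80, adjusted p = 0.254, 9 of 9 pairs). The ethylene set had a median log2 fold change of -0.17 (-0.19 to -0.14 under the other scalings), with 0 genes called higher and 0 lower (set FDR 0.739, unadjusted p = 0.575), and 46 of its 114 genes were higher.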

Exposure to DC3000 resulted in the down-regulation of most genes involved in BRs metabolism and signalling with the exception of the BRs biosynthetic genes *steroid 5-alpha-reductase DET2* (Solyc10g086500) and signal transduction gene *LRR receptor-like serine/threonine-protein kinase FEI 1* (Solyc01g009810). In comparison, RL treatment induced a subset of genes involved in BRs signalling cascades while depressed a number of other genes (Table 3).

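All 6 brassinosteroid genes of Table 3 were called in DC3000 against the Control by limma, 2 higher and 4 lower. DET2 (Solyc10g086500) was at 5.42 ± 3.98 FPKM in the Control and at 86.6 ± 16.0 FPKM in the DC3000 treatment (log2 fold change of 4.19, standard error 0.45, adjusted p = 1.54e-05, 9 of 9 pairs). FEI 1 (Solyc01g009810) was at 0.594 ± 0.546 FPKM in the Control and at 21.9 ± 2.63 FPKM in the DC3000 treatment (log2 fold change of 5.25, standard error 0.52, adjusted p = 8.8e-06, 9 of 9 pairs). Brassinosteroid-regulated protein (Solyc09g092520) was at 33.5 ± 13.5 FPKM in the Control and at 4.83 ± 0.569 FPKM in the DC3000 treatment (log2 fold change of -2.67, standard error 0.42, adjusted p = 0.000246, 9 of 9 pairs). Sterol C-5 desaturase (Solyc02g086180) was at 474 ± 280.4 FPKM in the Control and at 24.2 ± 14.1 FPKM in the DC3000 treatment (log2 fold change of -4.36, standard error 0.59, adjusted p = 8.02e-05, 9 of 9 pairs). Sterol reductase (Solyc06g074090) was at 15.3 ± 9.70 FPKM in the Control and at 1.67 ± 1.72 FPKM in the DC3000 treatment (log2 fold change of -3.36, standard error 0.59, adjusted p = 0.000524, 9 of 9 pairs). Phi-1 protein (Solyc04g074450) was at 18.6 ± 7.44 FPKM in the Control and at 2.40 ± 0.896 FPKM in the DC3000 treatment (log2 fold change of -2.88, standard error 0.41, adjusted p = 0.000122, 9 of 9 pairs). The set of genes by annotation words held a single tested brassinosteroid gene, so its test is not described, though it was counted in the adjustment.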

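Of the 6 genes 3 were called by limma in RL, 1 higher and 2 lower, and 5 over the list alone. DET2 (Solyc10g086500) was at 68.2 ± 17.1 FPKM in the RL treatment (log2 fold change of 3.84 against the Control, standard error 0.45, adjusted p = 0.00179, 9 of 9 pairs). FEI 1 (Solyc01g009810) was at 0.687 ± 0.37 FPKM in the RL treatment (log2 fold change of 0.31 against the Control, standard error 0.52, adjusted p = 0.818, 4 of 9 pairs). Brassinosteroid-regulated protein (Solyc09g092520) was at 7.07 ± 2.84 FPKM in the RL treatment (log2 fold change of -2.21 against the Control, standard error 0.42, adjusted p = 0.0223, 9 of 9 pairs). Sterol C-5 desaturase (Solyc02g086180) was at 2305 ± 453 FPKM in the RL treatment (log2 fold change of 2.44 against the Control, standard error 0.59, adjusted p = 0.0594, 9 of 9 pairs). Sterol reductase (Solyc06g074090) was at 80.3 ± 16.1 FPKM in the RL treatment (log2 fold change of 2.56 against the Control, standard error 0.59, adjusted p = 0.0517, 9 of 9 pairs). Phi-1 protein (Solyc04g074450) was at 2.10 ± 0.575 FPKM in the RL treatment (log2 fold change of -3.03 against the Control, standard error 0.41, adjusted p = 0.00423, 9 of 9 pairs). DET2 was also called in the interaction of RL and DC3000 (-4.36, standard error 0.63, adjusted p = 0.0366, 8 of 9 pairs), as RL and DC3000 each raised it and their combination raised it no further. DET2 (Solyc10g086500) was at 62.5 ± 22.5 FPKM in the RL + DC3000 treatment (log2 fold change of 3.67 against the Control, standard error 0.45, adjusted p = 3.71e-05, 9 of 9 pairs). Solyc10g086500 in the interaction was not called without Control replicate 1 (adjusted p = 0.094), without Control replicate 3 (adjusted p = 0.0604), without DC3000 replicate 1 (adjusted p = 0.0524), without DC3000 replicate 2 (adjusted p = 0.117), without RL replicate 1 (adjusted p = 0.0985), without RL replicate 2 (adjusted p = 0.0751), without RL replicate 3 (adjusted p = 0.0773), without RL + DC3000 replicate 2 (adjusted p = 0.0667) or without RL + DC3000 replicate 3 (adjusted p = 0.0554), and its adjusted p ranged from 0.00494 to 0.117 over the settings tried. Solyc09g092520 in RL against the Control was not called without Control replicate 1 (adjusted p = 0.112), without Control replicate 2 (adjusted p = 0.0568), without RL replicate 1 (adjusted p = 0.102), without RL replicate 2 (adjusted p = 0.079) or with only the groups compared in the fit (adjusted p = 0.08), and its adjusted p ranged from 0.0048 to 0.112 over the settings tried. Solyc02g086180 in RL against the Control was called with a pseudocount of 1 (adjusted p = 0.0404), with a mean of at least 5 FPKM required (adjusted p = 0.0493), with array weights (adjusted p = 0.0214), with limma voom on rebuilt reads (adjusted p = 0.038) or without Control replicate 2 (adjusted p = 0.0409), and its adjusted p ranged from 0.0214 to 0.221 over the settings tried. Solyc06g074090 in RL against the Control was called with a pseudocount of 1 (adjusted p = 0.0128), with a mean of at least 5 FPKM required (adjusted p = 0.0434), with array weights (adjusted p = 0.00751), with limma voom on rebuilt reads (adjusted p = 0.0073) or without Control replicate 2 (adjusted p = 0.032), and its adjusted p ranged from 0.0073 to 0.201 over the settings tried.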

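ZEP (Solyc02g090890) was at 5.32 ± 0.913 FPKM in the Control and at 1.14 ± 0.0639 FPKM in the DC3000 treatment (log2 fold change of -2.12, standard error 0.31, adjusted p = 0.000135, 9 of 9 pairs). XDH (Solyc04g071960) was at 6.87 ± 2.51 FPKM in the Control and at 0.487 ± 0.289 FPKM in the DC3000 treatment (log2 fold change of -3.67, standard error 0.53, adjusted p = 0.000121, 9 of 9 pairs). VDE (Solyc04g050930) was at 19.0 ± 7.44 FPKM in the Control and at 1.05 ± 1.67 FPKM in the DC3000 treatment (log2 fold change of -5.38, standard error 0.94, adjusted p = 0.000503, 9 of 9 pairs). In RL against the Control limma called ZEP and not XDH. ZEP (Solyc02g090890) was at 52.0 ± 5.46 FPKM in the RL treatment (log2 fold change of 3.27 against the Control, standard error 0.31, adjusted p = 0.000384, 9 of 9 pairs). XDH (Solyc04g071960) was at 19.3 ± 2.90 FPKM in the RL treatment (log2 fold change of 1.52 against the Control, standard error 0.53, adjusted p = 0.162, 9 of 9 pairs). VDE (Solyc04g050930) was at 30.0 ± 7.78 FPKM in the RL treatment (log2 fold change of 0.70 against the Control, standard error 0.94, adjusted p = 0.759, 8 of 9 pairs). Solyc02g090890 in DC3000 against the Control was not called with a pseudocount of 1 (log2 fold change -1.55) or with libraries scaled to the same summed value (log2 fold change -1.98).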

Transcription of *zeaxanthin epoxidase chloroplastic* (*ZEP*, Solyc02g090890), *xanthoxin dehydrogenase* (*XDH*, Solyc04g071960), and *violaxanthin de-epoxidase* (*VDE*, Solyc04g050930) were down-regulated by DC3000 infection, while *ZEP* and *XDH* were up-regulated by RL treatment. By contrast, *RING-H2 finger protein* (Solyc08g081370), *cold acclimation protein COR413*-like (Solyc01g109170), and *abscisic acid receptor PYL6* (Solyc03g095780) were up-regulated by DC3000 infection but down-regulated by RL treatment. 

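RING-H2 finger protein (Solyc08g081370) was at 43.4 ± 8.86 FPKM in the Control and at 110.0 ± 53.0 FPKM in the DC3000 treatment (log2 fold change of 1.24, standard error 0.32, adjusted p = 0.00635, 9 of 9 pairs). COR413-like protein (Solyc01g109170) was at 58.6 ± 19.2 FPKM in the Control and at 512 ± 92.5 FPKM in the DC3000 treatment (log2 fold change of 3.17, standard error 0.44, adjusted p = 9.52e-05, 9 of 9 pairs). PYL6 (Solyc03g095780) was at 15.9 ± 7.08 FPKM in the Control and at 73.0 ± 62.0 FPKM in the DC3000 treatment (log2 fold change of 1.98, standard error 0.86, adjusted p = 0.0673, 9 of 9 pairs). Of these, limma called the COR413-like protein. RING-H2 finger protein passed the FDR under the fold threshold, and PYL6 did not pass it. In RL against the Control all 3 were lower and none passed the FDR, with 0 calls. RING-H2 finger protein (Solyc08g081370) was at 30.3 ± 5.14 FPKM in the RL treatment (log2 fold change of -0.51 against the Control, standard error 0.32, adjusted p = 0.468, 8 of 9 pairs). COR413-like protein (Solyc01g109170) was at 28.7 ± 3.30 FPKM in the RL treatment (log2 fold change of -0.97 against the Control, standard error 0.44, adjusted p = 0.285, 9 of 9 pairs). PYL6 (Solyc03g095780) was at 7.95 ± 1.89 FPKM in the RL treatment (log2 fold change of -0.90 against the Control, standard error 0.86, adjusted p = 0.652, 7 of 9 pairs). Solyc03g095780 in DC3000 against the Control was called with libraries scaled to the same summed value (adjusted p = 0.0379), with array weights (adjusted p = 0.0441) or with limma voom on rebuilt reads (adjusted p = 0.0197), and its adjusted p ranged from 0.0197 to 0.238 over the settings tried.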

Meanwhile, DC3000 and RL treatment both resulted in the up-regulation of the transcription for *GI2* (Solyc12g056650) but the down-regulation of *expansin* (Solyc06g049050) and *homeobox-leucine zipper protein* (*HD-ZIP*, Solyc01g090460). 

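Expansin (Solyc06g049050) was at 2013 ± 317 FPKM in the Control and at 49.9 ± 48.2 FPKM in the DC3000 treatment (log2 fold change of -6.16, standard error 0.82, adjusted p = 7.07e-05, 9 of 9 pairs). HD-ZIP (Solyc01g090460) was at 19.6 ± 6.52 FPKM in the Control and at 2.80 ± 0.573 FPKM in the DC3000 treatment (log2 fold change of -2.72, standard error 0.28, adjusted p = 1.09e-05, 9 of 9 pairs). Expansin (Solyc06g049050) was at 805 ± 145 FPKM in the RL treatment (log2 fold change of -1.33 against the Control, standard error 0.82, adjusted p = 0.451, 9 of 9 pairs). HD-ZIP (Solyc01g090460) was at 5.80 ± 0.632 FPKM in the RL treatment (log2 fold change of -1.69 against the Control, standard error 0.28, adjusted p = 0.0108, 9 of 9 pairs). Expansin in RL did not pass the FDR in limma, and HD-ZIP in RL passed it under the fold threshold. Expansin was at 2028, 1689 and 2323 FPKM in the Control libraries and at 777.5, 675.7 and 961.1 FPKM in RL. Its spread in the fit came largely from DC3000, at 4.711, 44.47 and 100.6 FPKM, which is outside this comparison. GI2 passed the FDR in DC3000 under the fold threshold and was called in RL.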

Compared with DC3000 treatment alone, RL combined with DC3000 treatment upregulated the transcription of *ZEP* and *GI2* while decreased the transcription of a number of other genes (Table 3).

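ZEP (Solyc02g090890) was at 7.57 ± 4.17 FPKM in the RL + DC3000 treatment (log2 fold change of 2.50 against the DC3000 treatment, standard error 0.31, adjusted p = 0.0061, 9 of 9 pairs). Of the other genes of this section of Table 3, 6 were lower in RL + DC3000 than in DC3000, 0 of them called by limma. HD-ZIP (Solyc01g090460) was at 0.98 ± 0.0921 FPKM in the RL + DC3000 treatment (log2 fold change of -1.41 against the DC3000 treatment, standard error 0.28, adjusted p = 0.0457, 9 of 9 pairs). PYL6 (Solyc03g095780) was at 20.2 ± 25.2 FPKM in the RL + DC3000 treatment (log2 fold change of -2.38 against the DC3000 treatment, standard error 0.86, adjusted p = 0.174, 7 of 9 pairs). RING-H2 finger protein (Solyc08g081370) was at 49.5 ± 5.42 FPKM in the RL + DC3000 treatment (log2 fold change of -1.03 against the DC3000 treatment, standard error 0.32, adjusted p = 0.131, 9 of 9 pairs). Expansin (Solyc06g049050) was at 8.37 ± 0.911 FPKM in the RL + DC3000 treatment (log2 fold change of -1.72 against the DC3000 treatment, standard error 0.82, adjusted p = 0.277, 6 of 9 pairs). COR413-like protein (Solyc01g109170) was at 349 ± 244 FPKM in the RL + DC3000 treatment (log2 fold change of -0.78 against the DC3000 treatment, standard error 0.44, adjusted p = 0.358, 6 of 9 pairs). The log2 fold changes of XDH and VDE were -0.13 for Solyc04g071960 (adjusted p = 0.93, 4 of 9 pairs) and 1.15 for Solyc04g050930 (adjusted p = 0.533, 6 of 9 pairs). Solyc02g090890 in RL + DC3000 against DC3000 was not called with a pseudocount of 1 (log2 fold change 1.899) or with only the groups compared in the fit (adjusted p = 0.169), and its adjusted p ranged from 0.00216 to 0.169 over the settings tried. Solyc06g049050 in RL + DC3000 against DC3000 was called without DC3000 replicate 1 (adjusted p = 0.00321), and its adjusted p ranged from 0.00321 to 0.559 over the settings tried. Solyc04g050930 in RL + DC3000 against DC3000 was called without DC3000 replicate 3 (adjusted p = 0.0191), and its adjusted p ranged from 0.0191 to 0.974 over the settings tried.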

### Transcriptome profiles of induced calcium signalling- and redox-related genes

Calcium and reactive oxygen species are crucial for the development of plant defences against abiotic and biotic stimuli. 

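Of the 5 calcium genes of Table 4, 4 were called in DC3000 against the Control by limma and all 5 in RL + DC3000 against RL. CDPK (Solyc02g083850) was at 1.02 ± 0.239 FPKM in the Control and at 51.0 ± 8.52 FPKM in the DC3000 treatment (log2 fold change of 5.52, standard error 0.37, adjusted p = 8.39e-07, 9 of 9 pairs). CAM (Solyc06g053930) was at 0.13 ± 0.225 FPKM in the Control and at 3.72 ± 1.99 FPKM in the DC3000 treatment (log2 fold change of 4.37, standard error 0.85, adjusted p = 0.00102, 9 of 9 pairs). CLP (Solyc03g115930) was at 2.00 ± 1.37 FPKM in the Control and at 22.6 ± 6.08 FPKM in the DC3000 treatment (log2 fold change of 3.59, standard error 0.44, adjusted p = 4.18e-05, 9 of 9 pairs). CBP (Solyc07g040710) was at 0.117 ± 0.05 FPKM in the Control and at 18.5 ± 6.42 FPKM in the DC3000 treatment (log2 fold change of 6.39, standard error 0.55, adjusted p = 3.95e-06, 9 of 9 pairs). Under red light the values were as follows. CDPK (Solyc02g083850) was at 1.47 ± 0.744 FPKM in the RL treatment and at 36.6 ± 4.97 FPKM in the RL + DC3000 treatment (log2 fold change of 4.68, standard error 0.37, adjusted p = 2.06e-06, 9 of 9 pairs). CAM (Solyc06g053930) was at 0.157 ± 0.271 FPKM in the RL treatment and at 7.14 ± 3.43 FPKM in the RL + DC3000 treatment (log2 fold change of 5.21, standard error 0.85, adjusted p = 0.000315, 9 of 9 pairs). CLP (Solyc03g115930) was at 2.47 ± 0.9 FPKM in the RL treatment and at 107 ± 28.3 FPKM in the RL + DC3000 treatment (log2 fold change of 5.42, standard error 0.44, adjusted p = 2.61e-06, 9 of 9 pairs). CBP (Solyc07g040710) was at 0.22 ± 0.204 FPKM in the RL treatment and at 14.1 ± 5.12 FPKM in the RL + DC3000 treatment (log2 fold change of 5.70, standard error 0.55, adjusted p = 7.86e-06, 9 of 9 pairs). The 159 genes whose annotation names calcium words had a median log2 fold change of 0.85 (0.82 to 0.98 under the other scalings), with 42 genes called higher and 16 lower (set FDR 0.257, unadjusted p = 0.0457) in the dark and a median log2 fold change of 0.54 (0.58 to 0.88 under the other scalings), with 43 genes called higher and 16 lower (set FDR 0.262, unadjusted p = 0.0524) under red light.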

Here, we found that DC3000 treatment up-regulated the transcription of *calcium-dependent protein kinase* (*CDPK*, Solyc02g083850), *CAM* (Solyc06g053930), *calmodulin-like* protein (*CLP*, Solyc03g115930), and *calmodulin-binding protein* (*CBP*, Solyc07g040710) both in the presence and absence of RL. 

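Of the 5 calcium genes 0 were called by limma in RL against the Control, 0 also over the list alone. The log2 fold changes were 0.36 for CDPK (Solyc02g083850) (adjusted p = 0.668, 6 of 9 pairs), 0.07 for CAM (Solyc06g053930) (adjusted p = 0.989, 3 of 9 pairs), 0.41 for CLP (Solyc03g115930) (adjusted p = 0.69, 6 of 9 pairs) and 0.29 for CBP (Solyc07g040710) (adjusted p = 0.842, 6 of 9 pairs). The EF-hand protein Solyc03g031630 was listed at 0 in the Control and in RL. The 159 genes of the calcium set had a median log2 fold change of 0.19 (-0.01 to 0.15 under the other scalings), with 0 genes called higher and 0 lower (set FDR 0.465, unadjusted p = 0.279), and relative to the median of all genes it was 0.11 (0.09 to 0.11 under the other scalings).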

RL treatment alone had little effect on the transcription of most of these genes. Compared with DC3000, RL in presence of DC3000 infection upregulated the transcription of *CLP* (Solyc03g115930), *calcium-binding EF-hand family protein-like* (Solyc03g031630) (Table 4).

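CLP (Solyc03g115930) had in RL + DC3000 against DC3000 a log2 fold change of 2.23 (standard error 0.44, adjusted p = 0.0466, 9 of 9 pairs). Calcium-binding EF-hand protein (Solyc03g031630) was at 0.349 ± 0.604 FPKM in the DC3000 treatment and at 27.9 ± 24.7 FPKM in the RL + DC3000 treatment (log2 fold change of 4.63, standard error 2.02, adjusted p = 0.24, 6 of 9 pairs). The RL + DC3000 libraries of the latter were at 46.93, 0 and 36.87 FPKM, and the DC3000 libraries at 1.046, 0 and 0 FPKM. Of the 5 genes limma called 1, CLP. The calcium set had a median log2 fold change of 0.03 (0.02 to 0.07 under the other scalings), with 1 gene called higher and 0 lower (set FDR 0.662, unadjusted p = 0.441). Solyc03g115930 in RL + DC3000 against DC3000 was not called with a pseudocount of 0.01 (adjusted p = 0.0551), with no filter on low values (adjusted p = 0.0564), with libraries scaled to the same summed value (adjusted p = 0.059), without DC3000 replicate 1 (adjusted p = 0.0613), without DC3000 replicate 2 (adjusted p = 0.184), without RL + DC3000 replicate 1 (adjusted p = 0.119), without RL + DC3000 replicate 2 (adjusted p = 0.119), without RL + DC3000 replicate 3 (adjusted p = 0.0676) or with only the groups compared in the fit (adjusted p = 0.119), and its adjusted p ranged from 0.000924 to 0.184 over the settings tried. Solyc03g031630 in RL + DC3000 against DC3000 was called without RL + DC3000 replicate 2 (adjusted p = 0.0135), and its adjusted p ranged from 0.0135 to 0.539 over the settings tried.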

**Table 4:** **Calcium signalling- and redox-related genes expression in tomato leaves as influenced by RL and DC3000 alone or in combination treatment**

**Gene ID**	**DC3000**		**RL**		**RL + DC3000**		**(RL + DC3000) -DC3000**		**Description**
	**Log**_**2**_ **FC**	***q*** **-value**	**Log**_**2**_ **FC**	***q*** **-value**	**Log**_**2**_ **FC**	***q*** **-value**	**Log**_**2**_ **FC**	***q*** **-value**	
**Calcium**									
Solyc02g083850	5.79	4.32E-39	0.4	1.00E + 00	5.29	5.57E-28	−0.50	3.51E-02	Calcium-dependent protein kinase
Solyc06g053930	4.99	6.04E-04	0.14	1.00E + 00	5.91	1.68E-06	0.92	3.10E-01	Calmodulin
Solyc03g115930	3.65	3.04E-15	0.17	1.00E + 00	5.87	4.54E-80	2.22	6.46E-38	Calmodulin-like protein
Solyc07g040710	7.46	4.88E-14	0.78	1.00E + 00	7.04	3.39E-11	−0.42	5.09E-01	Calmodulin-binding protein
Solyc03g031630	n.d.	n.d.	n.d.	n.d.	7.52	2.70E-20	6.30	1.66E-19	Calcium-binding EF-hand family protein-like
**Redox**									
Solyc09g011580	2	1.90E-06	2.09	8.49E-07	3.13	3.56E-20	1.13	4.86E-05	Glutathione S-transferase-like protein
Solyc05g006860	4.07	4.33E-33	−0.11	1.00E + 00	6.12	1.21E-149	2.05	7.81E-65	Thioredoxin H
Solyc08g083360	−3.04	2.15E-269	0.25	2.48E-06	−4.38	0.00E + 00	−1.34	3.32E-11	Ferredoxin
Solyc03g005190	−3.4	1.42E-119	0.1	5.72E-01	−3.05	1.53E-109	0.35	5.33E-01	Ferredoxin
Solyc12g013810	−3.31	1.15E-272	0.09	3.19E-01	−3.28	3.60E-272	0.04	1.00E + 00	Thioredoxin
Solyc07g063190	−3.48	0.00E + 00	0.27	4.05E-15	−3.36	0.00E + 00	0.12	8.17E-01	Thioredoxin
Solyc08g062970	−3.38	5.60E-05	1.05	2.70E-02	−0.1	4.77E-01	3.28	1.14E-03	Glutaredoxin
Solyc04g011880	−2.85	2.95E-16	−0.06	1.00E + 00	−5.39	1.17E-23	−2.54	3.13E-02	Glutaredoxin
Solyc01g099620	n.d.	n.d.	n.d.	n.d.	6.05	1.10E-08	3.16	1.37E-05	Respiratory burst oxidase-like protein

Shown are the log_2_fold-changes values (log_2_FC) and *q*-value (≤0.05) for genes expression by DC3000, RL, RL + DC3000, and (RL + DC3000)-DC3000 (comparison between RL + DC3000 and DC3000). The n.d. means not detectable.

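Of the 9 redox genes of Table 4, 7 were called in DC3000 against the Control by limma, 1 higher and 6 lower. GST-like protein (Solyc09g011580) was at 4.37 ± 0.705 FPKM in the Control and at 15.8 ± 7.04 FPKM in the DC3000 treatment (log2 fold change of 1.75, standard error 0.30, adjusted p = 0.000476, 9 of 9 pairs). Thioredoxin H (Solyc05g006860) was at 3.18 ± 2.08 FPKM in the Control and at 47.9 ± 29.9 FPKM in the DC3000 treatment (log2 fold change of 3.95, standard error 0.74, adjusted p = 0.000776, 9 of 9 pairs). Thioredoxin (Solyc12g013810) was at 525 ± 129.9 FPKM in the Control and at 47.7 ± 8.96 FPKM in the DC3000 treatment (log2 fold change of -3.44, standard error 0.21, adjusted p = 5.38e-07, 9 of 9 pairs). The second thioredoxin (Solyc07g063190) was at 1168 ± 30.0 FPKM in the Control and at 94.5 ± 50.4 FPKM in the DC3000 treatment (log2 fold change of -3.79, standard error 0.33, adjusted p = 4.37e-06, 9 of 9 pairs). Ferredoxin (Solyc08g083360) was at 560.2 ± 90.3 FPKM in the Control and at 61.4 ± 60.4 FPKM in the DC3000 treatment (log2 fold change of -3.70, standard error 0.67, adjusted p = 0.000605, 9 of 9 pairs). The second ferredoxin (Solyc03g005190) was at 224 ± 28.2 FPKM in the Control and at 19.1 ± 12.6 FPKM in the DC3000 treatment (log2 fold change of -3.75, standard error 0.40, adjusted p = 1.66e-05, 9 of 9 pairs). Glutaredoxin (Solyc08g062970) was at 7.11 ± 1.19 FPKM in the Control and at 0.617 ± 0.804 FPKM in the DC3000 treatment (log2 fold change of -4.12, standard error 0.75, adjusted p = 0.000659, 9 of 9 pairs). The second glutaredoxin (Solyc04g011880) was at 33.4 ± 15.4 FPKM in the Control and at 4.17 ± 4.73 FPKM in the DC3000 treatment (log2 fold change of -3.46, standard error 1.13, adjusted p = 0.0207, 9 of 9 pairs). The 142 genes whose annotation names redox words had a median log2 fold change of 0.12 (0.09 to 0.27 under the other scalings), with 24 genes called higher and 27 lower (set FDR 0.946, unadjusted p = 0.82). The set test pointed down while the median was positive. Solyc09g011580 in DC3000 against the Control was called with array weights (log2 fold change 2.07). Solyc04g011880 in DC3000 against the Control was not called with a pseudocount of 0.01 (adjusted p = 0.105), without Control replicate 1 (adjusted p = 0.0634), without Control replicate 2 (adjusted p = 0.0623), without DC3000 replicate 1 (adjusted p = 0.0825) or without DC3000 replicate 2 (adjusted p = 0.0624), and its adjusted p ranged from 0.00166 to 0.105 over the settings tried.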

DC3000 treatment up-regulated the transcription of *glutathione S-transferase-like proteins* (Solyc09g011580) and *thioredoxin H* (Solyc05g006860) but down-regulated the transcription of *thioredoxin* (Solyc12g013810, Solyc07g063190), *ferredoxin* (Solyc08g083360, Solyc03g005190), and *glutaredoxin* (Solyc08g062970, Solyc04g011880). Interestingly, RL induced a general increase in the transcription of some of these genes. 

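Of the 9 redox genes 8 were higher in RL and 1 was called by limma, 1 also over the list alone. GST-like protein (Solyc09g011580) was at 20.4 ± 3.35 FPKM in the RL treatment (log2 fold change of 2.19 against the Control, standard error 0.30, adjusted p = 0.00427, 9 of 9 pairs). The other log2 fold changes were -0.09 for thioredoxin H (Solyc05g006860) (adjusted p = 0.979, 5 of 9 pairs), 0.24 for thioredoxin (Solyc12g013810) (adjusted p = 0.616, 6 of 9 pairs), 0.39 for the second thioredoxin (Solyc07g063190) (adjusted p = 0.608, 9 of 9 pairs), 0.38 for ferredoxin (Solyc08g083360) (adjusted p = 0.828, 8 of 9 pairs), 0.24 for the second ferredoxin (Solyc03g005190) (adjusted p = 0.821, 9 of 9 pairs), 1.15 for glutaredoxin (Solyc08g062970) (adjusted p = 0.482, 9 of 9 pairs) and 0.19 for the second glutaredoxin (Solyc04g011880) (adjusted p = 0.964, 4 of 9 pairs). The 142 genes of the redox set had a median log2 fold change of 0.19 (-0.05 to 0.15 under the other scalings), with 1 gene called higher and 1 lower (set FDR 0.721, unadjusted p = 0.516), and relative to the median of all genes it was 0.11 (0.05 to 0.11 under the other scalings). Solyc09g011580 in RL against the Control was not called with a pseudocount of 1 (log2 fold change 1.99) or with limma voom on rebuilt reads (log2 fold change 1.98).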

Importantly, there was a significant increase in the transcription for most of the genes involved in redox homeostasis. For example, the transcript for *respiratory burst oxidase-like protein* (Solyc01g099620) was increased by 8.92-fold in the RL + DC3000 treatment compared to DC3000 (Table 4).

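Compared with DC3000, RL + DC3000 had 7 of the 9 redox genes higher and 1 called by limma, 3 over the list alone. Glutaredoxin (Solyc08g062970) was at 6.08 ± 1.72 FPKM in the RL + DC3000 treatment (log2 fold change of 3.88 against the DC3000 treatment, standard error 0.75, adjusted p = 0.044, 9 of 9 pairs). GST-like protein (Solyc09g011580) was at 35.0 ± 9.23 FPKM in the RL + DC3000 treatment (log2 fold change of 1.201 against the DC3000 treatment, standard error 0.30, adjusted p = 0.0871, 9 of 9 pairs). Thioredoxin H (Solyc05g006860) was at 202 ± 98.3 FPKM in the RL + DC3000 treatment (log2 fold change of 2.15 against the DC3000 treatment, standard error 0.74, adjusted p = 0.155, 9 of 9 pairs). The remaining log2 fold changes were 0.07 for thioredoxin (Solyc12g013810) (adjusted p = 0.9, 5 of 9 pairs), 0.29 for the second thioredoxin (Solyc07g063190) (adjusted p = 0.665, 6 of 9 pairs), -1.03 for ferredoxin (Solyc08g083360) (adjusted p = 0.426, 6 of 9 pairs), 0.53 for the second ferredoxin (Solyc03g005190) (adjusted p = 0.502, 7 of 9 pairs) and -3.29 for the second glutaredoxin (Solyc04g011880) (adjusted p = 0.156, 7 of 9 pairs). The redox set had a median log2 fold change of 0.25 (0.24 to 0.29 under the other scalings), with 1 gene called higher and 0 lower (set FDR 0.324, unadjusted p = 0.116), and 89 of its 142 genes were higher. Compared with the Control, RL + DC3000 had 3 of the 9 called higher and 5 lower. Solyc08g062970 in RL + DC3000 against DC3000 was not called with a pseudocount of 0.01 (adjusted p = 0.103), with no filter on low values (adjusted p = 0.0547), with libraries scaled to the same summed value (adjusted p = 0.0531), without DC3000 replicate 2 (adjusted p = 0.0895), without RL + DC3000 replicate 1 (adjusted p = 0.0982), without RL + DC3000 replicate 2 (adjusted p = 0.11), without RL + DC3000 replicate 3 (adjusted p = 0.0777) or with only the groups compared in the fit (adjusted p = 0.242), and its adjusted p ranged from 0.00321 to 0.242 over the settings tried. Solyc05g006860 in RL + DC3000 against DC3000 was called with array weights (adjusted p = 0.047) or with limma voom on rebuilt reads (adjusted p = 0.0295), and its adjusted p ranged from 0.0295 to 0.414 over the settings tried. Solyc04g011880 in RL + DC3000 against DC3000 was called with array weights (adjusted p = 0.0292) or without RL + DC3000 replicate 3 (adjusted p = 0.0382), and its adjusted p ranged from 0.0292 to 0.368 over the settings tried.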

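Respiratory burst oxidase-like protein (Solyc01g099620) was at 1.12 ± 1.01 FPKM in the DC3000 treatment and at 10.1 ± 10.2 FPKM in the RL + DC3000 treatment (log2 fold change of 1.91, standard error 1.39, adjusted p = 0.477, 6 of 9 pairs). The RL + DC3000 libraries were at 9.763, 0.1395 and 20.45 FPKM, and the DC3000 libraries at 2.272, 0.6973 and 0.3835 FPKM. The difference did not pass the FDR in limma. The gene was listed at 0 in the Control and was called in RL + DC3000 against it (adjusted p = 0.00725, 9 of 9 pairs).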

### Transcriptome profiles of transcription factors, post-transcription, and defence-related genes

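Of the 9 transcription factors of Table 5, 7 were called in DC3000 against the Control by limma, 5 higher and 2 lower. WRKY70 (Solyc09g015770) was at 3.80 ± 3.92 FPKM in the Control and at 53.4 ± 21.7 FPKM in the DC3000 treatment (log2 fold change of 4.15, standard error 0.59, adjusted p = 0.000119, 9 of 9 pairs). WRKY60 (Solyc08g067340) was at 0.23 ± 0.399 FPKM in the Control and at 13.3 ± 5.64 FPKM in the DC3000 treatment (log2 fold change of 5.97, standard error 0.85, adjusted p = 0.000112, 9 of 9 pairs). WRKY53 (Solyc01g095630) was at 8.54 ± 3.42 FPKM in the Control and at 33.8 ± 7.62 FPKM in the DC3000 treatment (log2 fold change of 2.03, standard error 0.32, adjusted p = 0.000214, 9 of 9 pairs). WRKY18 (Solyc08g067360) was at 0.117 ± 0.101 FPKM in the Control and at 10.0 ± 4.17 FPKM in the DC3000 treatment (log2 fold change of 5.59, standard error 0.72, adjusted p = 5.84e-05, 9 of 9 pairs). NAC domain class TF (Solyc02g093420) was at 2.87 ± 0.596 FPKM in the Control and at 0.543 ± 0.414 FPKM in the DC3000 treatment (log2 fold change of -2.37, standard error 0.52, adjusted p = 0.00221, 9 of 9 pairs). bZIP TF (Solyc02g073580) was at 72.7 ± 28.4 FPKM in the Control and at 18.9 ± 13.5 FPKM in the DC3000 treatment (log2 fold change of -2.08, standard error 0.66, adjusted p = 0.0178, 9 of 9 pairs). MADS-box TF (Solyc02g071730) was at 0.237 ± 0.41 FPKM in the Control and at 1.46 ± 1.33 FPKM in the DC3000 treatment (log2 fold change of 2.62, standard error 0.97, adjusted p = 0.0357, 8 of 9 pairs). BHLH TF (Solyc02g063430) was at 0.632 ± 0.159 FPKM in the Control and at 0.342 ± 0.105 FPKM in the DC3000 treatment (log2 fold change of -0.73, standard error 1.26, adjusted p = 0.638, 8 of 9 pairs). The 51 genes whose annotation names WRKY had a median log2 fold change of 2.49 (2.46 to 2.65 under the other scalings), with 29 genes called higher and 2 lower (set FDR 0.147, unadjusted p = 0.00889). WRKY53 in DC3000 against the Control was not called with a pseudocount of 1 (log2 fold change 1.91), after median-ratio scaling (log2 fold change 1.99), with array weights (log2 fold change 1.91), without Control replicate 1 (log2 fold change 1.74) or without DC3000 replicate 3 (log2 fold change 1.86). Solyc02g093420 in DC3000 against the Control was not called with a pseudocount of 1 (log2 fold change -1.35). Solyc02g073580 in DC3000 against the Control was not called with libraries scaled to the same summed value (log2 fold change -1.94), with limma voom on rebuilt reads (log2 fold change -1.93), without Control replicate 1 (adjusted p = 0.0507), without Control replicate 2 (adjusted p = 0.0641), without DC3000 replicate 1 (adjusted p = 0.0713) or without DC3000 replicate 2 (adjusted p = 0.0584), and its adjusted p ranged from 0.00299 to 0.0713 over the settings tried. Solyc02g071730 in DC3000 against the Control was not called with a pseudocount of 1 (adjusted p = 0.103), with array weights (adjusted p = 0.0502), without Control replicate 1 (adjusted p = 0.115), without Control replicate 3 (adjusted p = 0.112), without DC3000 replicate 1 (adjusted p = 0.0547), without DC3000 replicate 3 (adjusted p = 0.128) or with only the groups compared in the fit (adjusted p = 0.0709), and its adjusted p ranged from 0.00545 to 0.128 over the settings tried.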

While DC3000 treatment induced the transcription for *WRKY70* (Solyc09g015770), *WRKY60* (Solyc08g067340), *WRKY53* (Solyc01g095630), and *WRKY18* (Solyc08g067360), it suppressed the transcription of other transcription factors (TFs) such as *NAC domain class TF* (Solyc02g093420). RL treatment alone had negligible effects on the transcription of most TFs or even down-regulated the transcription of a *NAC domain class transcription factor* (Solyc02g093420), a *MADS-box transcription factor* (Solyc02g071730), a *bZIP transcription factor* (Solyc02g073580), and a *MYB transcription factor* (Solyc10g005070). 

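None of the 9 transcription factors was called in RL against the Control by limma (0 calls, and 1 over the list alone). NAC domain class TF (Solyc02g093420) was at 0.948 ± 0.176 FPKM in the RL treatment (log2 fold change of -1.496 against the Control, standard error 0.52, adjusted p = 0.164, 9 of 9 pairs). MADS-box TF (Solyc02g071730) was at 0.0737 ± 0.128 FPKM in the RL treatment (log2 fold change of -0.45 against the Control, standard error 0.97, adjusted p = 0.87, 3 of 9 pairs). bZIP TF (Solyc02g073580) was at 10.8 ± 5.56 FPKM in the RL treatment (log2 fold change of -2.77 against the Control, standard error 0.66, adjusted p = 0.0568, 9 of 9 pairs). The MYB TF Solyc10g005070, with an adjusted p of 0.459, was described with the circadian rhythm genes. The log2 fold changes of the others were 1.40 for WRKY70 (Solyc09g015770) (adjusted p = 0.255, 7 of 9 pairs), 1.26 for WRKY60 (Solyc08g067340) (adjusted p = 0.496, 6 of 9 pairs), 0.95 for WRKY53 (Solyc01g095630) (adjusted p = 0.147, 8 of 9 pairs), -0.18 for WRKY18 (Solyc08g067360) (adjusted p = 0.942, 4 of 9 pairs) and 0.32 for BHLH TF (Solyc02g063430) (adjusted p = 0.942, 5 of 9 pairs). The WRKY set had a median log2 fold change of 0.17 (-0.02 to 0.14 under the other scalings), with 0 genes called higher and 0 lower (set FDR 0.405, unadjusted p = 0.189), and relative to the median of all genes it was 0.10 (0.08 to 0.10 under the other scalings). Solyc02g073580 in RL against the Control was called with a pseudocount of 1 (adjusted p = 0.0282), with a mean of at least 5 FPKM required (adjusted p = 0.0473), with libraries scaled to the same summed value (adjusted p = 0.0475), with array weights (adjusted p = 0.0124) or with limma voom on rebuilt reads (adjusted p = 0.00717), and its adjusted p ranged from 0.00717 to 0.189 over the settings tried. WRKY70 in RL against the Control was called without Control replicate 2 (adjusted p = 0.0245), and its adjusted p ranged from 0.0245 to 0.59 over the settings tried.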

Interestingly, RL + DC3000 treatment induced a significant increase in the transcription of *WRKY70*, *WRKY60*, *WRKY53*, *WRKY18*, *NAC* domain class *TF*, *BHLH TF* (Solyc02g063430), and *MADS*-box *TF* (Solyc02g071730) in the leaves challenged with DC3000 but further suppressed the transcription of other TFs compared with DC3000 (Table 5).

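Among the 9 transcription factors, 7 were higher and 2 lower in RL + DC3000 than in DC3000, and 0 were called by limma (4 over the list alone, where 5 passed the FDR). WRKY70 (Solyc09g015770) was at 118 ± 30.6 FPKM in the RL + DC3000 treatment (log2 fold change of 1.202 against the DC3000 treatment, standard error 0.59, adjusted p = 0.296, 9 of 9 pairs). WRKY60 (Solyc08g067340) was at 60.8 ± 37.9 FPKM in the RL + DC3000 treatment (log2 fold change of 1.99 against the DC3000 treatment, standard error 0.85, adjusted p = 0.232, 9 of 9 pairs). WRKY53 (Solyc01g095630) was at 73.0 ± 17.2 FPKM in the RL + DC3000 treatment (log2 fold change of 1.10 against the DC3000 treatment, standard error 0.32, adjusted p = 0.111, 9 of 9 pairs). WRKY18 (Solyc08g067360) was at 54.7 ± 28.1 FPKM in the RL + DC3000 treatment (log2 fold change of 2.39 against the DC3000 treatment, standard error 0.72, adjusted p = 0.123, 9 of 9 pairs). NAC domain class TF (Solyc02g093420) was at 2.61 ± 1.80 FPKM in the RL + DC3000 treatment (log2 fold change of 2.06 against the DC3000 treatment, standard error 0.52, adjusted p = 0.0851, 9 of 9 pairs). BHLH TF (Solyc02g063430) was at 7.74 ± 7.45 FPKM in the RL + DC3000 treatment (log2 fold change of 2.77 against the DC3000 treatment, standard error 1.26, adjusted p = 0.258, 6 of 9 pairs). MADS-box TF (Solyc02g071730) was at 6.57 ± 4.28 FPKM in the RL + DC3000 treatment (log2 fold change of 2.21 against the DC3000 treatment, standard error 0.97, adjusted p = 0.243, 8 of 9 pairs). bZIP TF (Solyc02g073580) was at 2.99 ± 2.80 FPKM in the RL + DC3000 treatment (log2 fold change of -2.78 against the DC3000 treatment, standard error 0.66, adjusted p = 0.0736, 9 of 9 pairs). Each WRKY gene was higher in 9 of 9 pairs, and none of the differences passed the FDR over all genes. The 51 genes of the WRKY set had a median log2 fold change of 0.09 (0.07 to 0.12 under the other scalings), with 0 genes called higher and 0 lower (set FDR 0.739, unadjusted p = 0.572). In RL + DC3000 against the Control the 4 WRKY genes were called, with log2 fold changes of 5.35 for WRKY70 (Solyc09g015770) (adjusted p = 1.91e-05, 9 of 9 pairs), 7.96 for WRKY60 (Solyc08g067340) (adjusted p = 1.41e-05, 9 of 9 pairs), 3.13 for WRKY53 (Solyc01g095630) (adjusted p = 9.79e-06, 9 of 9 pairs) and 7.97 for WRKY18 (Solyc08g067360) (adjusted p = 4.85e-06, 9 of 9 pairs). WRKY60 in RL + DC3000 against DC3000 was called with array weights (adjusted p = 0.0447), and its adjusted p ranged from 0.0447 to 0.514 over the settings tried. WRKY18 in RL + DC3000 against DC3000 was called with a pseudocount of 1 (adjusted p = 0.0257), with array weights (adjusted p = 0.0243) or with limma voom on rebuilt reads (adjusted p = 0.00921), and its adjusted p ranged from 0.00921 to 0.416 over the settings tried. Solyc02g093420 in RL + DC3000 against DC3000 was called without DC3000 replicate 1 (adjusted p = 0.0495), and its adjusted p ranged from 0.0276 to 0.269 over the settings tried. Solyc02g063430 in RL + DC3000 against DC3000 was called without RL + DC3000 replicate 2 (adjusted p = 0.0047), and its adjusted p ranged from 0.0047 to 0.53 over the settings tried. Solyc02g073580 in RL + DC3000 against DC3000 was called with array weights (adjusted p = 0.0217) or without RL + DC3000 replicate 2 (adjusted p = 0.0349), and its adjusted p ranged from 0.0217 to 0.253 over the settings tried.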

**Table 5:** **Transcription factors, post-transcription- and defence-related genes expression in tomato leaves as influenced by RL and DC3000 alone or in combination treatment**

**Gene ID**	**DC3000**		**RL**		**RL + DC3000**		**(RL + DC3000) -DC3000**		**Description**
	**Log**_**2**_ **FC**	***q*** **-value**	**Log**_**2**_ **FC**	***q*** **-value**	**Log**_**2**_ **FC**	***q*** **-value**	**Log**_**2**_ **FC**	***q*** **-value**	
**Transcription factors**									
Solyc09g015770	3.96	3.47E-36	0.87	3.61E-01	5.08	1.07E-86	1.12	1.03E-15	WRKY70
Solyc08g067340	6.01	3.98E-11	0.71	1.00E + 00	8.17	2.77E-40	2.16	5.32E-21	WRKY60
Solyc01g095630	2.14	2.31E-13	0.78	1.35E-01	3.22	8.19E-42	1.08	1.85E-09	WRKY53
Solyc08g067360	6.58	1.49E-08	0.13	1.00E + 00	9.00	3.21E-33	2.42	1.17E-21	WRKY 18
Solyc02g073580	−1.80	6.62E-20	−2.88	1.84E-36	−4.48	2.09E-47	−2.68	1.04E-08	BZIP transcription factor
Solyc10g005070	−0.90	3.02E-05	−1.87	6.50E-14	−4.66	1.00E-30	−3.76	1.45E-13	MYB transcription factor (Fragment)
Solyc02g093420	−2.25	3.39E-02	−1.73	2.72E-01	−0.01	5.20E-01	2.24	1.79E-01	NAC domain class transcription factor
Solyc02g071730	2.77	6.80E-02	−1.81	1.00E + 00	4.92	5.74E-06	2.15	1.08E-02	MADS-box transcription factor AGAMOUS
Solyc02g063430	−0.74	4.20E-01	0.37	1.00E + 00	3.74	4.33E-06	4.48	1.86E-05	BHLH transcription factor
**Post- transcription and defense genes**									
Solyc10g055790	6.33	3.84E-10	5.63	2.09E-06	5.10	4.71E-05	−1.23	2.39E-02	Chitinase 2
Solyc08g082670	−3.65	3.61E-03	2.22	2.29E-06	−1.01	1.60E-01	2.64	3.06E-01	Cellulose synthase
Solyc12g057070	3.21	1.39E-05	3.12	9.28E-05	4.50	1.04E-14	1.29	1.26E-03	UDP-glucuronosyltransferase
Solyc05g053400	−2.49	6.69E-02	3.87	1.89E-17	−1.89	1.12E-01	0.60	1.00E + 00	Glucosyltransferase
Solyc05g053120	−2.64	1.11E-01	4.20	1.68E-15	−2.07	1.53E-01	0.57	1.00E + 00	Glucosyltransferase
Solyc02g08735	6.26	n.d.	1.36	7.02E-04	7.03	4.84E-01	0.77	n.d.	Glycosyltransferase
Solyc03g043860	n.d.	n.d.	2.83	1.12E-02	0.21	n.d.	n.d.	n.d.	Nudix hydrolase 1
Solyc02g014250	n.d.	2.82E-01	4.30	4.49E-02	n.d.	n.d.	n.d.	n.d.	Blight resistance protein
Solyc07g009260	1.06	0.00E + 00	2.48	1.42E-45	n.d.	0.00E + 00	n.d.	1.41E-262	Defensin-like protein
Solyc08g074630	7.31	7.09E-18	2.54	8.12E-01	6.36	1.57E-10	−0.95	1.06E-01	Polyphenol oxidase
Solyc07g040690	2.58	7.82E-07	−0.49	1.00E-02	2.09	5.08E-29	−0.49	2.09E-11	Regulatory protein NPR1
Solyc00g272810	3.21	5.91E-03	2.30	1.00E + 00	5.13	1.59E-01	1.92	4.38E-01	N-acetyltransferase
Solyc04g082460	2.27	0.00E + 00	0.02	1.48E-54	1.25	0.00E + 00	−1.02	4.51E-01	Catalase
Solyc02g082760	−3.94	3.09E-272	−0.32	8.21E-01	−4.07	2.68E-256	−0.13	5.58E-01	Catalase
Solyc12g094620	−2.73	5.37E-202	0.05	9.09E-03	−2.57	8.06E-219	0.16	2.12E-01	Catalase
Solyc01g100630	−3.95	3.84E-10	−0.21	2.09E-06	−4.53	4.71E-05	−0.58	2.39E-02	Catalase

Shown are the log_2_ fold-changes values (log_2_FC) and *q*-value (≤0.05) for genes expression by DC3000, RL, RL + DC3000, and (RL + DC3000)-DC3000 (comparison between RL + DC3000 and DC3000). The n.d. means not detectable.

DC3000 treatment induced the transcription of *chitinase 2* (Solyc10g055790) and *UGT* (Solyc12g057070) but down-regulated the transcription of *cellulose synthase* (Solyc08g082670) and *GTs* (Solyc05g053400, Solyc05g053120). In comparison, RL treatment alone induced these genes compared with their dark control. 

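Chitinase 2 (Solyc10g055790) was listed at 0 in the Control and at 12.1 ± 4.50 FPKM in the DC3000 treatment (adjusted p = 6.34e-06, 9 of 9 pairs). UGT (Solyc12g057070) was at 0.936 ± 0.265 FPKM in the Control and at 7.78 ± 1.66 FPKM in the DC3000 treatment (log2 fold change of 2.94, standard error 0.43, adjusted p = 0.000143, 9 of 9 pairs). Cellulose synthase (Solyc08g082670) was at 3.47 ± 1.15 FPKM in the Control and at 0.249 ± 0.0402 FPKM in the DC3000 treatment (log2 fold change of -3.30, standard error 0.44, adjusted p = 7.07e-05, 9 of 9 pairs). GT (Solyc05g053400) was at 1.83 ± 1.80 FPKM in the Control and at 0.293 ± 0.164 FPKM in the DC3000 treatment (log2 fold change of -2.00, standard error 0.82, adjusted p = 0.0545, 9 of 9 pairs). The second GT (Solyc05g053120) was at 1.24 ± 1.51 FPKM in the Control and at 0.179 ± 0.0948 FPKM in the DC3000 treatment (log2 fold change of -1.62, standard error 0.72, adjusted p = 0.0701, 7 of 9 pairs). The GT genes were lower in DC3000 and did not pass the FDR in limma, under which the other 3 genes were called. Solyc08g082670 in DC3000 against the Control was not called with a pseudocount of 1 (log2 fold change -1.81). Solyc05g053400 in DC3000 against the Control was called without Control replicate 3 (adjusted p = 0.0461), and its adjusted p ranged from 0.0397 to 0.209 over the settings tried. Solyc05g053120 in DC3000 against the Control was called without Control replicate 1 (adjusted p = 0.00659), and its adjusted p ranged from 0.00659 to 0.269 over the settings tried.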

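All 5 genes were called higher in RL against the Control by limma. Chitinase 2 (Solyc10g055790) was at 9.00 ± 5.41 FPKM in the RL treatment, against the Control listed at 0 (adjusted p = 0.000617, 9 of 9 pairs). UGT (Solyc12g057070) was at 8.87 ± 1.03 FPKM in the RL treatment (log2 fold change of 3.14 against the Control, standard error 0.43, adjusted p = 0.00423, 9 of 9 pairs). Cellulose synthase (Solyc08g082670) was at 17.7 ± 2.61 FPKM in the RL treatment (log2 fold change of 2.36 against the Control, standard error 0.44, adjusted p = 0.0193, 9 of 9 pairs). GT (Solyc05g053400) was at 29.3 ± 1.12 FPKM in the RL treatment (log2 fold change of 4.32 against the Control, standard error 0.82, adjusted p = 0.0215, 9 of 9 pairs). The second GT (Solyc05g053120) was at 24.8 ± 3.02 FPKM in the RL treatment (log2 fold change of 4.91 against the Control, standard error 0.72, adjusted p = 0.00558, 9 of 9 pairs). Chitinase 2 was also called in the interaction of RL and DC3000 (adjusted p = 0.00789, 8 of 9 pairs). Solyc10g055790 in the interaction was not called with limma voom on rebuilt reads (adjusted p = 0.141), and its adjusted p ranged from 0.00056 to 0.141 over the settings tried. Solyc10g055790 in RL against the Control was not called with limma voom on rebuilt reads (adjusted p = 0.0521), and its adjusted p ranged from 7.13e-05 to 0.0521 over the settings tried. Solyc08g082670 in RL against the Control was not called without Control replicate 1 (adjusted p = 0.0908), without RL replicate 1 (adjusted p = 0.0896), without RL replicate 2 (adjusted p = 0.0755) or without RL replicate 3 (adjusted p = 0.0573), and its adjusted p ranged from 0.0026 to 0.0908 over the settings tried. Solyc05g053400 in RL against the Control was not called with a pseudocount of 0.01 (adjusted p = 0.137), without Control replicate 1 (adjusted p = 0.104), without Control replicate 3 (adjusted p = 0.0838), without RL replicate 1 (adjusted p = 0.0838), without RL replicate 2 (adjusted p = 0.0786) or without RL replicate 3 (adjusted p = 0.0802), and its adjusted p ranged from 0.000501 to 0.137 over the settings tried. Solyc05g053120 in RL against the Control was not called with only the groups compared in the fit (adjusted p = 0.0633), and its adjusted p ranged from 0.000323 to 0.0633 over the settings tried.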

Meanwhile, DC3000 treatment induced several genes involved in defence, such as *PPO* (Solyc08g074630) and regulatory protein *NPR1* (Solyc07g040690). 

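PPO (Solyc08g074630) was at 17.8 ± 14.0 FPKM in the Control and at 2551 ± 1606 FPKM in the DC3000 treatment (log2 fold change of 7.24, standard error 1.16, adjusted p = 0.000261, 9 of 9 pairs). NPR1 (Solyc07g040690) was at 6.86 ± 0.123 FPKM in the Control and at 37.1 ± 13.3 FPKM in the DC3000 treatment (log2 fold change of 2.35, standard error 0.24, adjusted p = 1.34e-05, 9 of 9 pairs). The 149 genes whose annotation names defence words had a median log2 fold change of 0.73 (0.70 to 0.88 under the other scalings), with 43 genes called higher and 17 lower (set FDR 0.329, unadjusted p = 0.139).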

Interestingly, RL also induced a subset of defence genes such as *NUDIX 1* (Solyc03g043860), blight resistance protein/putative disease resistance protein *RGA4* (Solyc02g014250), defensin-like protein (*DEFL,* Solyc07g009260), and *PPO* (Solyc08g074630). 

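None of these genes passed the FDR in RL against the Control in limma (0 calls among them), and RGA4 was below the filter. NUDIX 1 (Solyc03g043860) was at 0.993 ± 0.335 FPKM in the Control and at 7.73 ± 3.81 FPKM in the RL treatment (log2 fold change of 2.78, standard error 0.69, adjusted p = 0.0636, 9 of 9 pairs). DEFL (Solyc07g009260) was at 0.675 ± 1.17 FPKM in the Control and at 4.12 ± 3.74 FPKM in the RL treatment (log2 fold change of 2.50, standard error 1.83, adjusted p = 0.537, 6 of 9 pairs). PPO (Solyc08g074630) was at 113 ± 169 FPKM in the RL treatment (log2 fold change of 1.42 against the Control, standard error 1.16, adjusted p = 0.585, 6 of 9 pairs). RGA4 (Solyc02g014250) was at 3.59 ± 6.22 FPKM in RL, with 0, 0 and 10.77 FPKM in the 3 libraries, and was listed at 0 in the other treatments. NPR1 (Solyc07g040690) was at 5.34 ± 0.403 FPKM in the RL treatment (log2 fold change of -0.36 against the Control, standard error 0.24, adjusted p = 0.506, 9 of 9 pairs). The defence set had a median log2 fold change of 0.09 (-0.10 to 0.06 under the other scalings), with 1 gene called higher and 1 lower (set FDR 0.946, unadjusted p = 0.876), and relative to the median of all genes it was 0.02 (0.01 to 0.03 under the other scalings). Solyc03g043860 in RL against the Control was called with a pseudocount of 1 (adjusted p = 0.0166), with limma voom on rebuilt reads (adjusted p = 0.0362) or with only the groups compared in the fit (adjusted p = 0.0447), and its adjusted p ranged from 0.0166 to 0.201 over the settings tried.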

Finally, the RL + DC3000 treatment had higher transcription of a subset of genes such as *cellulose synthase* (Solyc08g082670), *UGT (*Solyc12g057070), and *N-acetyltransferase* (Solyc00g272810) compared to the DC3000 treatment (Table 5).

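None of the 14 post-transcription and defence genes of Table 5 that could be tested was called by limma in RL + DC3000 against DC3000 (0 calls, and 2 over the list alone). Cellulose synthase (Solyc08g082670) was at 1.58 ± 0.881 FPKM in the RL + DC3000 treatment (log2 fold change of 2.10 against the DC3000 treatment, standard error 0.44, adjusted p = 0.0556, 9 of 9 pairs). UGT (Solyc12g057070) was at 19.4 ± 10.7 FPKM in the RL + DC3000 treatment (log2 fold change of 1.11 against the DC3000 treatment, standard error 0.43, adjusted p = 0.195, 8 of 9 pairs). N-acetyltransferase (Solyc00g272810) was at 10.0 ± 0.736 FPKM in the DC3000 treatment and at 38.2 ± 18.6 FPKM in the RL + DC3000 treatment (log2 fold change of 1.80, standard error 0.58, adjusted p = 0.138, 9 of 9 pairs). NPR1 (Solyc07g040690) was at 26.8 ± 3.13 FPKM in the RL + DC3000 treatment (log2 fold change of -0.40 against the DC3000 treatment, standard error 0.24, adjusted p = 0.393, 6 of 9 pairs). PPO (Solyc08g074630) was at 1338 ± 1132 FPKM in the RL + DC3000 treatment (log2 fold change of -1.09 against the DC3000 treatment, standard error 1.16, adjusted p = 0.639, 7 of 9 pairs). The defence set had a median log2 fold change of -0.18 (-0.20 to -0.14 under the other scalings), with 0 genes called higher and 0 lower (set FDR 0.565, unadjusted p = 0.364). The catalases of Table 5 had log2 fold changes of -0.88 for Solyc04g082460 (adjusted p = 0.376, 8 of 9 pairs), -0.17 for Solyc02g082760 (adjusted p = 0.844, 5 of 9 pairs), 0.03 for Solyc12g094620 (adjusted p = 0.992, 4 of 9 pairs) and -2.52 for Solyc01g100630 (adjusted p = 0.409, 5 of 9 pairs). Solyc08g082670 in RL + DC3000 against DC3000 was called with a pseudocount of 0.01 (adjusted p = 0.0495), after median-ratio scaling (adjusted p = 0.0463), with array weights (adjusted p = 0.013), without DC3000 replicate 3 (adjusted p = 0.0376) or without RL + DC3000 replicate 2 (adjusted p = 0.00933), and its adjusted p ranged from 0.00933 to 0.234 over the settings tried. Solyc00g272810 in RL + DC3000 against DC3000 was called with array weights (adjusted p = 0.0487), and its adjusted p ranged from 0.0308 to 0.332 over the settings tried.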

### Changes in the resistance against DC3000 pathogens after plants silenced with *NPR1* and *PI I/II*

To determine the role of SA and JA pathways in the RL-induced resistance against DC3000, we examined the changes in the resistance against DC3000 in tomato plants silenced with *NPR1* (pTRV-*NPR1*) and *PI I/II* (pTRV-*PI I/II*) with or without RL treatment. The results showed that *NPR1* and *PI I/II* gene expressions were down-regulated in pTRV-*NPR1* and pTRV-*PI I/II* plants (Additional file 14: Figure S6). pTRV-*NPR1* and pTRV-*PI I/II* plants both showed increased pathogen population as compared to the pTRV control plants. Significantly, RL treatment decreased the DC3000 population in the pTRV and pTRV-*PI I/II* plants by 78.9% and 73.8%. However, silencing of *NPR1* largely compromised RL-induced resistance against DC3000 pathogens and the DC3000 population decreased only 21.6% after the RL treatment (Figure7). Accordingly, SA signalling pathway played a role in RL-induced resistance against DC3000.

**Figure 7:**
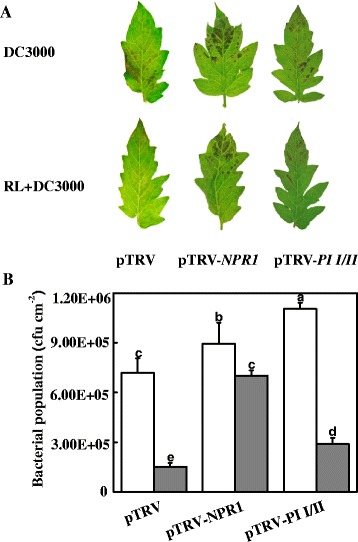
**DC3000 pathogen growth in leaves of tomato plants silenced with** ***NPR1*** **(pTRV-** ***NPR1*** **) and** ***PI I/II*** **(pTRV-** ***PI I/II*** **). (A)** Photographs were taken 6 days after DC3000 inoculation. **(B)** Bacterial populations were measured at 3 days post- inoculation (OD = 0.1). The data represent mean values (± SD) of colony forming units (CFU) per square centimeter from five biological replicates, each replicate consisting of three leaf discs. Means denoted by the same letter did not significantly differ at *p* < 0.05 according to Duncan’s multiple range test. White and Grey boxes correspond to dark and red light treatment, respectively, during a normal growth chamber day. The experiment was repeated twice with similar results.

## Discussion

### Nightly red light-induced resistance to DC3000 is closely related to the diurnal rhythm

Our results demonstrated that there is a diurnal change in the resistance to DC3000 in tomato plants. The plants had the highest resistance to this pathogen at 8:00 AM and the greatest susceptibility at 8:00 PM (Figure 1); this result is consistent with previous observations [9,34]. Increased defence upon pathogen attack during the daytime has largely been attributed to the length of the light period following infection [9]. The diurnal changes in resistance to DC3000 are supposed to be associated with pathogen associated molecular pattern (PAMP)-triggered immune responses modulated by the circadian clock [34].

The exposure of plants to lights with different wavelengths differentially suppressed the disease occurrence; the effects of red light were the most significant (Figure 2). Red light induced the transcription of a series of genes involved in SA biosynthesis and defence (*PR1*, *RBOH*, *GST1*, *GR1*, *WRKY70*; Figure 4), which was followed by an increase in the GSH/GSSG ratio (Figure 3), suggesting that the SA dependent signaling pathway is involved in red light-enhanced resistance to DC3000 [36].

Phytochromes are required for SAR and to accommodate the supply of light energy required for the energetically costly increase in whole-plant resistance [9,37,38]. The circadian rhythm is mediated by phytochromes and cryptochromes [39]. Interestingly, PAMP-triggered immune responses against DC3000 are modulated by the circadian clock [13,34,35]. In our study, RNA-seq revealed that an array of genes (8 genes) involved in circadian rhythm was induced by red light treatment (Table 2). Among them, *ELF4* and *GIGANTEA* are involved in the phytochrome B (*PHYB*)-mediated signalling pathway, and *PHYB* is the main photoreceptor involved in perceiving and transducing the red-light signal [40]. The results suggest that the increased resistance to DC3000 by RL was partly attributable to the circadian rhythm–mediated modulation of PAMP-triggered immune [13,34,35]. In fact, numerous genes have been reported to be influenced by circadian rhythm [41] and some of them, like the genes of *GIGANTEA* (*GI*) and *N-acetyltransferase* (Solyc00g272810), have also been shown to regulate the tolerance or responses of plant to a series of biotic or abiotic stresses [42-44]. Furthermore, phytochrome signalling can modulate the SA-perceptive pathway and JA-dependent defence pathways to regulate plant defence [12,37]. For example, phyA, phyB, and phyC are required for resistance to *Magnaporthe grisea* in rice by regulating SA- and JA-dependent defence pathways [37]. Accordingly, the transcription involved in the circadian rhythm induced by RL may function as important mediators of RL-induced resistance to DC3000.

### Red light-induced resistance to DC3000 was correlated with enhancement of the SA pathway

The resistance of plants to pathogens is mainly regulated by three hormones: SA, JA, and ET. SA is an essential signalling molecule in the response to DC3000 attack. So far, two distinct enzymatic pathways, PAL-mediated phenylalanine pathway and ICS-mediated isochorismate pathway, for SA biosynthesis have been identified in plants. Though the ICS pathway is responsible for the majority of SA synthesis in pathogen-infected *Arabidopsis* and tobacco, our recent study also revealed that PAL pathway is responsible for SA biosynthesis [45]. In the present study, RNA-seq, qRT-PCR, and SA quantification revealed that DC3000 treatment increased SA biosynthesis and its signalling cascade probably in a PAL-dependent manner. By contrast, RL treatment failed to induce *PAL* transcription but slightly up-regulated the transcription of *ICS* (Table 3)*.* Also, inhibition of the catalase transcription (Solyc04g082460) suggests accumulation of SA in plant by RL under DC3000 infection (Table 5) [46]. It has been shown that SA synthesized is required for *PR1* gene expression and SAR defence responses [47]. Here, with the up-regulation of *ICS, PAL* and free SA content under red light exposure, the highest transcription of *PR1* and other SA downstream genes such as *NPR1, WRKY70*, *WRKY60*, and *WRKY18* were observed in the RL + DC3000 treatment (Table 5). Accordingly, it seems probable that the SA pathway play an important role in the RL-induced resistance to DC3000. In agreement with this, *NPR1* silencing partially abolished RL-induced resistance against DC3000 (Figure 7). This provided evidence that SA pathway was involved in the RL-induced resistance against DC3000 pathogens.

In addition to the induction of the SA pathway, DC3000 treatment also activated JA biosynthesis and signalling genes (Solyc03g122340 and Solyc04g079730) (Table 3). Induction of the JA pathway is believed to be a strategy by which the pathogen antagonises the host plant immune response [48]. In soybean, the expression levels of JA signalling and some JA biosynthesis genes are suppressed during fully established compatible cyst nematode infections [49]. Here, we found that transcription of JA-related genes in the RL + DC3000 treatment was not largely different from that of DC3000 treatment and silencing of *PI I/II* did not abolish RL-induced resistance (Table 3 and Figure 7), suggesting that JA signalling pathway was not mainly responsible for the RL-induced resistance against DC3000. ET has been observed for the induction of the defence response in many plants by up-regulating genes involved in ET production including *ACO* [50,51]. In the present study, transcription for ET-related genes was suppressed by RL treatment (Table 3), which may contribute to the activation of the SA pathway and possibly played a vital role in limiting *P. syringae* growth. In contrast to the up-regulation of the SA pathway, DC3000 treatment resulted in the down-regulation of a series of auxin- and BRs-responsive genes. While RL treatment down-regulated the transcription of auxin-responsive genes, it differentially up- or down-regulated BRs-responsive genes (*PHI-1*; *DET2*). Furthermore, the transcription of these genes in the DC3000 and RL + DC3000 treatments did not differ, suggesting that BRs and auxin were not responsible for the RL-induced resistance (Table 3). Although several ABA biosynthesis and downstream signalling genes were differentially altered by the DC3000 and RL treatments, it is difficult to determine their role in the RL-induced resistance to DC3000.

### Red light-induced redox homeostasis is involved in increased resistance against DC3000

As secondary signalling molecules, ROS and calcium are crucial for the development of plant defences against abiotic and biotic stimuli. Here, we found that RL up-regulated several important genes involved in cellular redox homeostasis (Table 4). Among them, *RBOH* is critical for the defence against DC3000, and the analogue *RbohF* mutant of *Arabidopsis* exhibits increased susceptibility to DC3000 [52]. RL induced the transcription of a subset of calmodulin-like proteins and calmodulin-binding proteins in the tomato plants in response to DC3000 challenge (Table 4). Calcium is a key factor in many adaptations and developmental processes in plants, and calcium signalling is crucial for the development of plant defences against abiotic and biotic stimuli. ROS signalling is integrated with calcium signalling in plants [53]. ROS-induced cellular redox changes have been previously reported in the regulation of NPR1, an essential regulator of SAR [54]. In our study, RL induced an increased GSH/GSSG ratio (Figure 3), which may contribute to the increased *PR1* transcription via *NPR1*.

We observed that several TFs, including *WRKY70*, *WRKY18*, *WRKY53*, and *WRKY60*, were highly up-regulated by RL in response to DC3000 challenge (Table 5). Acting downstream of *NPR1*, the overexpression of *WRKY70* results in the constitutive expression of SA-induced genes and increases resistance to SA-sensitive pathogens, while reducing resistance to JA-sensitive pathogens [55]. Accordingly, the up-regulation of these genes may play a role in RL-induced resistance to DC3000.

Glycosylation is not only involved in the regulation of cellular metabolism by altering the activity, solubility, and transport of aglycones such as plant hormones, secondary metabolites, and xenobiotics [56], but also in cell wall synthesis and plant defence [57]. The expression of the corresponding glycosyltransferase genes is essential in the hypersensitive response and nematode resistance as these genes could modify cellular redox homeostasis [58,59]. Many glycosyltransferase genes were up-regulated after DC3000 infection, and some glycosyltransferase genes were also induced by RL, suggesting a role for these genes in RL-induced resistance to DC3000 (Table 5). In addition to glycosyltransferases, cellulose synthase is another essential enzyme for the formation of the cell wall, which is the primary interface for plant-pathogen interactions [60-62]. In contrast to the down-regulation of cellulose synthase (Solyc08g082670, Solyc08g082660) upon DC3000 infection, RL exposure resulted in an up-regulation of the expression of cellulose synthase which may also contribute to the enhanced resistance to this pathogen (Table 5).

## Conclusions

Tomato plants exhibit diurnal changes in the susceptibility to DC3000 and are most susceptible in the evening. Nightly red light treatment significantly enhanced DC3000 resistance; this effect was accompanied with increased SA accumulation and defence-related gene transcription. RNA-seq analysis revealed that (1) red light induced a set of circadian rhythm-related genes involved in phytochrome- and SA-regulated resistance; (2) the biosynthesis and signalling pathways of multiple plant hormones (SA, auxin, JA, and ET) were co-ordinately regulated following DC3000 infection, with the most significant effect on the SA pathway, indicating that SA-mediated signalling pathways are involved in the red light-induced resistance to the pathogen; (3) a set of genes involved in redox homeostasis (*RBOH*, *GSTs*, *GTs*), calcium (calmodulin and calmodulin-binding protein), and defence (*PPO*, *NUDIX1*) as well as *TFs* (*WRKY18*, *WRKY 53*, *WRKY 60*, and *WRKY70*) were differentially induced at the transcriptional level by red light in response to pathogen challenge. Silencing of *NPR1*, an important gene involved in SA signalling cascade, compromised red light-induced resistance, suggesting that SA pathway played an important role in red light-induced resistance against DC3000.

## Additional files

Additional file 1: Table S1. Primers sequences used for the VIGS. Additional file 2: Figure S1. Relative spectral distribution of the LEDs. Additional file 3: Table S2. Primer sequences used for qRT-PCR validation of RNA-seq results. Additional file 4: Figure S2. Effects of DC3000 pathogen and red light alone or in combination on the light-saturated rate of CO_2_ assimilation (*A*_sat_), the maximum quantum yield of PSII (*Fv/Fm*), chlorophyll content, and electrolyte leakage in tomato leaves at 3 days after DC3000 inoculation (OD = 0.1). Additional file 5: Figure S3. Time-course of the defence-related genes transcription in tomato leaves as influenced by DC3000 infection and red light. Additional file 6: Table S3. Transcription identified to be regulated more than 2.0log_2_ fold by DC3000. Additional file 7: Table S4. Transcription identified to be regulated more than 2.0log_2_ fold by RL. Additional file 8: Table S5. Transcription identified to be regulated more than 2.0log_2_ fold by RL + DC3000. Additional file 9: Table S6. Transcription identified to be regulated more than 2.0log_2_ fold compared RL + DC3000 with DC3000. Additional file 10: Table S7. Whole genome gene expression and the annotation. The A stand for Mock, the B stand for DC3000, the C stand for RL, the D stand for RL + DC3000, B A_log_2_(Fold_change) indicated that the comparison between DC3000 and mock, C A_log_2_(Fold_change) indicated that the comparison between RL and mock, D A log_2_(Fold_change) indicated that the comparison between RL + DC3000 and mock, D B_log_2_(Fold_change) indicated that the comparison between RL + DC3000 and DC3000, D C_log_2_(Fold_change) indicated that the comparison between RL + DC3000 and RL. Additional file 11: Table S8. qRT-PCR confirmation of select transcriptions identified by RNA-seq. Additional file 12: Figure S4. Correlation analysis of gene expression values obtained from RNA-seq and qRT-PCR analysis. Additional file 13: Figure S5. Comparison of Gene Ontology (GO) classifications of gene expression in DC3000, RL, and RL + DC3000. All transcription-regulated genes were categorised into three major functional categories: biological process, cellular component, and molecular function. Additional file 14: Figure S6. Relative mRNA abundance of *NPR1*, *PI I* and *PI II* transcription in pTRV-*NPR1* and pTRV-*PI I/II* plants as compared to the pTRV vector plants. The levels were expressed as the relative values with that in control pTRV plants as 1.

# Supplementary material for: RNA-seq analysis reveals the role of red light in resistance against Pseudomonas syringae pv. tomato DC3000 in tomato plants
**Source:** BMC Genomics. 2015 Feb 25;16(1):120. doi: 10.1186/s12864-015-1228-7
**Supplement:** Additional file 1: Table S1. — Primers sequences used for the VIGS.

**Additional file 1: Table S1. Primer sequences used for the VIGS**

| **Gene** | **Encoded protein** | **Primer pair** |
| --- | --- | --- |
| *NPR1* | Nonexpressor of Pathogenesis-Related genes 1 | F: 5’- CGgaattcACTTCTTCGCTGATGCTAAGC-3’  R: 5’- CGggatccGACCACGGCATCAAAACTCACC-3’ |
| *PI I* | Proteinase Inhibitors I | F: 5’- CGgaattcGACTTCTTCGCTGATGCTAAGC-3’  R: 5’- CGggatccGACCACGGCATCAAAACTCACC-3’ |
| *PI II* | Proteinase Inhibitors II | F: 5’-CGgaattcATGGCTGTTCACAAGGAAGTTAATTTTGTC-3’  R: 5’-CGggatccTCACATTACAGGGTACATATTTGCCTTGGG-3’ |

# Supplementary material for: RNA-seq analysis reveals the role of red light in resistance against Pseudomonas syringae pv. tomato DC3000 in tomato plants
**Source:** BMC Genomics. 2015 Feb 25;16(1):120. doi: 10.1186/s12864-015-1228-7
**Supplement:** Additional file 2: Figure S1. — Relative spectral distribution of the LEDs.

**Additional file 2**

**Additional file 2:** Figure S1. Relative spectral distribution of the LEDs. P=purple light; B=blue light; G=green light; Y=yellow light; R=red light.

# Supplementary material for: RNA-seq analysis reveals the role of red light in resistance against Pseudomonas syringae pv. tomato DC3000 in tomato plants
**Source:** BMC Genomics. 2015 Feb 25;16(1):120. doi: 10.1186/s12864-015-1228-7
**Supplement:** Additional file 4: Figure S2. — Effects of DC3000 pathogen and red light alone or in combination on the light-saturated rate of CO2 assimilation (A sat), the maximum quantum yield of PSII (Fv/Fm), chlorophyll content, and electrolyte leakage in tomato leaves at 3 days after DC3000 inoculation (OD = 0.1).

**Additional file 4**

**Additional file 4: Figure S2. Effects ofDC3000 pathogen and red light alone or in combination on the light-saturated rate of CO2 assimilation (*A*sat), the maximum quantum yield of PSII (*Fv/Fm*), chlorophyll content, and electrolyte leakage in tomato leaves 3 days after DC3000 inoculation (OD = 0.1).** The plants were kept in the dark (open column) or under red light (grey column) conditions at night without (Mock) or with the immediate inoculation of DC3000. Data are the mean ± SD of five biological replicates. Means denoted by the same letter did not differ signiﬁcantly at *p* < 0.05 according to Duncan’s multiple range test. The experiments were repeated twice with similar results.

# Supplementary material for: RNA-seq analysis reveals the role of red light in resistance against Pseudomonas syringae pv. tomato DC3000 in tomato plants
**Source:** BMC Genomics. 2015 Feb 25;16(1):120. doi: 10.1186/s12864-015-1228-7
**Supplement:** Additional file 5: Figure S3. — Time-course of the defence-related genes transcription in tomato leaves as influenced by DC3000 infection and red light.

**Additional file 5**

**Additional file 5: Figure S3.** **Time-course of the defence-related genes transcription in tomato leaves as influenced by DC3000 infection and red light.** The plants were kept in the dark (circle symbols) or under red light (squares symbols) conditions at night without (open symbols) or with the immediate inoculation of DC3000 (closed symbols). Data are the mean ± SD of five biological replicates with two technical replicates. Means denoted by the same letter did not differ signiﬁcantly at *p* < 0.05 according to Duncan’s multiple range test. The experiments were repeated twice with similar results.

# Supplementary material for: RNA-seq analysis reveals the role of red light in resistance against Pseudomonas syringae pv. tomato DC3000 in tomato plants
**Source:** BMC Genomics. 2015 Feb 25;16(1):120. doi: 10.1186/s12864-015-1228-7
**Supplement:** Additional file 11: Table S8. — qRT-PCR confirmation of select transcriptions identified by RNA-seq.

**Additional file 11: Table S8.** qRT-PCR confirmation of select transcriptions identified by RNA-seq. Relative expression levels of selected genes in the treatment of DC3000, RL and RL+DC3000. Values are shown as log2 ratio. The data of qRT-PCR are means of three independent biological, two technical replicates. ‘NA’ represents the missing values.

|  |  |  | **log2fold-change** | |
| --- | --- | --- | --- | --- |
| **Gene ID** | **Description** | **Treatment** | **RNA-seq** | **qRT-PCR** |
| Solyc12g056650 | GIGANTEA 2 | DC3000 | 2.49 | 1.66 |
|  |  | RL | 7.91 | 8.04 |
|  |  | RL+DC3000 | 7.44 | 6.86 |
| Solyc10g005080 | CCA1 | DC3000 | -0.9 | -0.72 |
|  |  | RL | -4.66 | -1.92 |
|  |  | RL+DC3000 | -1.87 | -2 |
| Solyc06g051680 | EF4 | DC3000 | 0.9 | 2.74 |
|  |  | RL | 4.33 | 2.77 |
|  |  | RL+DC3000 | 3.7 | 3.39 |
| Solyc12g057070 | UDP-glucuronosyltransferase | DC3000 | 3.21 | 2.68 |
|  |  | RL | 3.12 | 3.17 |
|  |  | RL+DC3000 | 4.5 | 4.43 |
| Solyc09g098080 | UDP-glucosyltransferase | DC3000 | 4.67 | 3.82 |
|  |  | RL | NA | 1.72 |
|  |  | RL+DC3000 | 6.06 | 3.95 |
| Solyc09g015770 | WRKY70 | DC3000 | 3.96 | 7.06 |
|  |  | RL | 0.87 | 3.97 |
|  |  | RL+DC3000 | 5.08 | 7.49 |
| Solyc08g067360 | WRKY 18 | DC3000 | 6.58 | 7.66 |
|  |  | RL | 0.13 | 2.56 |
|  |  | RL+DC3000 | 9 | 10.01 |
| Solyc10g086500 | DET2 | DC3000 | 4.15 | 6.94 |
|  |  | RL | 3.53 | 7.3 |
|  |  | RL+DC3000 | 3.66 | 7.17 |
| Solyc06g074090 | Sterol reductase | DC3000 | -3.04 | -2.8 |
|  |  | RL | 2.27 | 4.89 |
|  |  | RL+DC3000 | -3.57 | -2.28 |
| Solyc06g008590 | Auxin responsive protein | DC3000 | -4.57 | -2.39 |
|  |  | RL | -2.04 | 0.93 |
|  |  | RL+DC3000 | -5.93 | -4.21 |
| Solyc02g090890 | ZEP | DC3000 | -2.07 | -1.53 |
|  |  | RL | 3.16 | 5.06 |
|  |  | RL+DC3000 | 0.64 | 0.56 |
| Solyc01g099620 | RBOH | DC3000 | NA | 6.78 |
|  |  | RL | NA | 1.04 |
|  |  | RL+DC3000 | 6.05 | 10.52 |

# Supplementary material for: RNA-seq analysis reveals the role of red light in resistance against Pseudomonas syringae pv. tomato DC3000 in tomato plants
**Source:** BMC Genomics. 2015 Feb 25;16(1):120. doi: 10.1186/s12864-015-1228-7
**Supplement:** Additional file 12: Figure S4. — Correlation analysis of gene expression values obtained from RNA-seq and qRT-PCR analysis.

**Additional file 12**

**Additional file 12: Figure S4. Correlation analysis of gene expression values obtained from RNA-seq and qRT-PCR analysis.** The expression ratio (log2 ratio treatment/control) is presented as mean of three independent biological, two technical replicates. The Pearson correlation coefficient (r) is indicated in the figure.

# Supplementary material for: RNA-seq analysis reveals the role of red light in resistance against Pseudomonas syringae pv. tomato DC3000 in tomato plants
**Source:** BMC Genomics. 2015 Feb 25;16(1):120. doi: 10.1186/s12864-015-1228-7
**Supplement:** Additional file 13: Figure S5. — Comparison of Gene Ontology (GO) classifications of gene expression in DC3000, RL, and RL + DC3000. All transcription-regulated genes were categorised into three major functional categories: biological process, cellular component, and molecular function.

**Additional file 13**

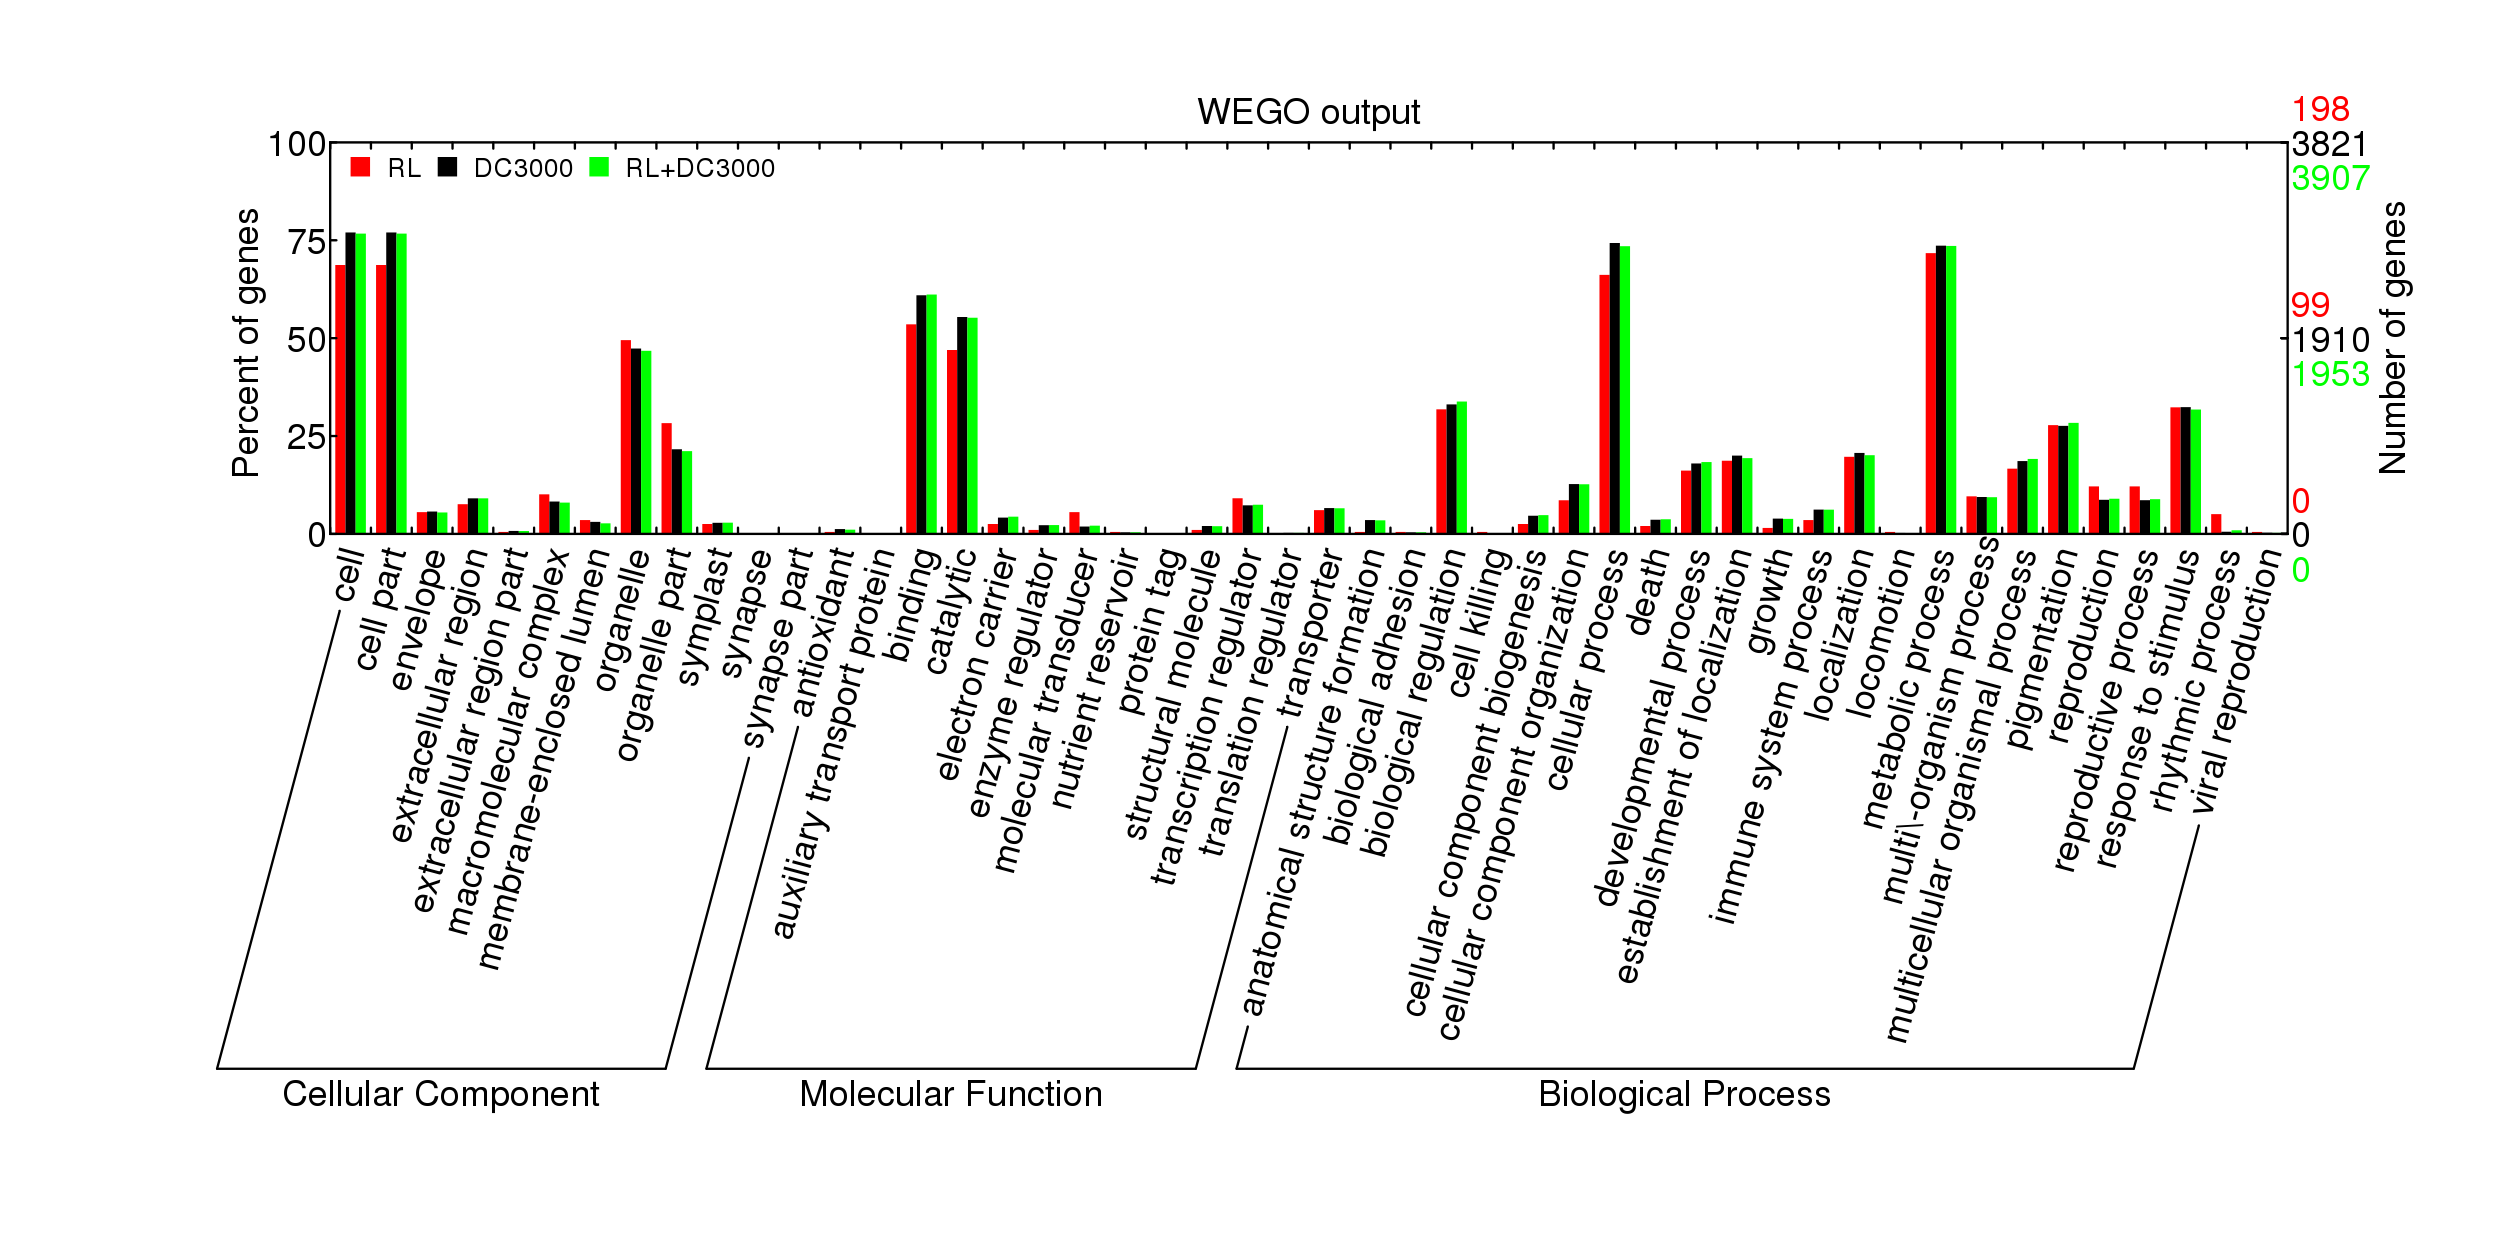

**Additional file 13: Figure S5.** Comparison of Gene Ontology (GO) classifications of gene expression in RL, DC3000, and RL+DC3000. All transcription-regulated genes were categorised into three major functional categories: biological process, cellular component, and molecular function.

# Supplementary material for: RNA-seq analysis reveals the role of red light in resistance against Pseudomonas syringae pv. tomato DC3000 in tomato plants
**Source:** BMC Genomics. 2015 Feb 25;16(1):120. doi: 10.1186/s12864-015-1228-7
**Supplement:** Additional file 14: Figure S6. — Relative mRNA abundance of NPR1, PI I and PI II transcription in pTRV-NPR1 and pTRV-PI I/II plants as compared to the pTRV vector plants. The levels were expressed as the relative values with that in control pTRV plants as 1.

**Additional file 14**

**Additional file 14: Figure S6. Relative mRNA abundance of *NPR1*, *PI I* and *PI II* transcription in pTRV-*NPR1* and pTRV-*PI I/II* plants as compared to the pTRV vector plants.** Data are the mean ± SD (n=20). The levels were expressed as the relative values with that in control pTRV plants as 1.

How the deposited data were processed for this re-analysis (not part of the article)

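The data are 12 single-end RNA-seq libraries of tomato leaves, 3 for each of the 4 treatments described with the first passage. The FPKM were used as deposited by the authors, who discarded adaptor sequences, low-quality reads and reads with over 5% unknown bases, aligned the rest with Bowtie at default settings to the tomato reference of the International Tomato Annotation Group and took the reads that aligned uniquely to each gene. The version of Bowtie, the program that made the FPKM and the total it divided by are not given in the sources used here. Beside the FPKM the authors deposited log2 fold changes and q-values for 5 comparisons, made on the 3 libraries of each treatment by a test that is not given in the sources used here. Each deposited log2 fold change equals the log2 ratio of the mean FPKM plus a constant for each comparison, -0.128 for RL and 0.151 for DC3000 against the Control, 0.129 for RL + DC3000 against the Control, -0.022 for RL + DC3000 against DC3000 and 0.257 for RL + DC3000 against RL, in every gene where both means are above 0.

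Libraries were assigned to treatments from the deposited sample records. Of the 35802 genes 18227 had a mean of at least 1 FPKM over the 12 libraries and were analysed. Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), with a mean-variance trend and all 12 libraries in a single fit of 4 treatments, for 5 comparisons and for the interaction of RL and DC3000. Genes were called at a Benjamini-Hochberg FDR of at most 0.05 and a log2 fold change of at least 2 in size. Adjusted p-values come from limma throughout. Overlaps of gene lists were set beside those of independent lists. Correlations of log2 fold changes between comparisons were set beside the mean of 50 data sets simulated with no effect, in which all 12 libraries, the Control included, were drawn around the mean of each gene with its residual spread. A first version held the Control at its own values, which hid the correlation that a shared Control gives, and was replaced. Drawing the noise from whole residual libraries, in 2 ways tried after the first result was seen, gave somewhat lower means for the comparisons that share the Control and far wider ranges, so no range is given. Sets of genes by words of the deposited annotation were tested with the camera function of limma, 9 sets in 5 comparisons, with adjustment over the 45 tests. Values of the fit were correlated with the qRT-PCR values of the paper's Table S8.

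The genes named in the text are those that the paper names, the 5 highest and the 5 lowest of each comparison and of the interaction among the genes called and changed in the same direction in 9 of 9 pairs of libraries, and genes that took over 2% of the summed FPKM of a library. The interaction had fewer than 5 such genes in the higher direction. These were 142 genes, of which 137 could be tested. The values in the paper's tables and part of Table S7 had been seen when the rule was written. Of the 92 gene IDs the paper lists, 91 were found in the deposited table.

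Low FPKM of a gene are whole multiples of the FPKM of 1 read. From this the reads of 17208 of the 18227 genes (94.4%) were rebuilt, with a tolerance of 0.01 reads, at most 3000 reads tried and at least 4 libraries above 0, settings chosen after the values were looked at. Of the 8569 genes with a mean of 1 to 10 FPKM and at least 4 libraries above 0, 100.0% were solved, and 0.0% with the steps of the libraries exchanged. The others, 222 genes above 0 in fewer than 4 libraries and 797 that could not be solved within 3000 reads (mean values from 14.5 FPKM, median 317, against a median of 10.1 in the solved genes), were given reads from the median step of the solved genes, so the library totals used in limma voom and in thinning, from 7851790 to 12436997, are partly nominal. A gene near 1 FPKM rests on few reads, so its change is measured less precisely than that of an abundant gene. A gene of much higher FPKM can rest on few reads as well, as described with the genes of largest change, and the same limit then applies to it.

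The alternatives tried were pseudocounts of 1 and 0.01, no filter on low values, a mean of at least 5 FPKM, median-ratio scaling, scaling to the same summed FPKM, the replicate number as a block, array weights, limma voom on the rebuilt reads, only the treatments of a comparison in the fit, leaving out each library in turn, a fold threshold of 1, limma treat against 1 log2 unit, the preset correlation of 0.01 for gene sets, Spearman correlation for the qRT-PCR values, and for the authors' deposited table strict thresholds and log2 ratios without the constant. In a first version of the comparison of the paper's table cells with the authors' deposited table, all small q-values were taken as equal, which hid some of the differences in Table 5, and they are now compared at the precision the paper prints. For log2 ratios without the constant, genes with a treatment at 0 were first left out and were then counted as past the fold threshold. The stability of the named genes was first examined for the comparisons of the paper and then for all 6. Some thresholds of the tests in the closing section were set while the tests were written, among them the minimum of 10 FPKM for the genes of the mixing test.

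The fit was tested on simulated data in which 200 of the 18227 genes were changed. It called 92.5% of them in RL against the Control, 90.0% in DC3000 against the Control, 93.0% in RL + DC3000 against the Control, 89.5% in RL + DC3000 against DC3000, 92.0% in RL + DC3000 against RL and 85.0% in the interaction, with 2, 2, 4, 3, 4 and 10 unchanged genes called. The set test was tested on simulated genes with the residual correlation of the data, an addition made after its result was seen. With no shift, camera called the photosynthesis set in 0 of 20 draws, against 10 of 20 with the preset correlation, and with shifts of 1, 2 and 4 log2 units it called the set in 11, 17 and 20 of 20 draws.

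Gene ontology classes were not analysed here, nor were the qRT-PCR time courses, salicylic acid contents, bacterial counts and silenced plants. Genome coordinates and gene lengths were not used here, so length and sequence bias were not examined. The libraries carry no batch labels in the sources used here.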

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

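In this part the count of genes at 0 was chosen only after the result was seen, and the other tests were written before their own outcomes were seen, but after the counts they examine.

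The effect of red light differed between mock-inoculated and infected leaves in 25 genes by limma's interaction term, 8 with a higher and 17 with a lower effect in the infected leaves. Exchanging the red-light label within each infection state gave as many genes in 4 of 100 splits, the real one included, and up to 48 genes in another split, so chance alone is argued against by a small margin. A few genes taking most of the FPKM is argued against as the whole cause, since median-ratio scaling left 22 genes called. Thinning the rebuilt reads to a common total left 88.0% of the 25 genes called, within the limit that these totals are partly nominal. Genes above 0 in fewer than 4 libraries were thinned from nominal reads. Solyc05g046200, Solyc03g082950, Solyc06g011470 and Solyc08g028970 are among them, and thinning could hardly remove such genes. The test therefore speaks against a difference in depth only for genes whose reads were rebuilt. The count itself depends on single libraries: it was 12 without DC3000 replicate 2, 14 without Control replicate 1 or without RL replicate 1, 42 without Control replicate 2 and 67 without DC3000 replicate 3. So does its lean to lower effects, with 11 higher and 6 lower without RL replicate 3, 8 higher and 6 lower without RL replicate 1 and 6 higher and 6 lower without DC3000 replicate 2. In 2 of the 8 genes DC3000 was at 0 and RL was lower than the Control. Red light could not lower these in the infected leaves, so the floor alone gives a difference. In 2 of the 17 the Control was at 0 and RL + DC3000 was lower than DC3000. Chitinase 2 (Solyc10g055790) is among the latter and rose to 9.00 ± 5.41 FPKM in RL, so the floor alone does not give its difference. The alternatives moved the count of genes called from 8 with limma treat at 1 to 129 with array weights. A response to red light that depends on the infection is a candidate explanation, found and tested on the same libraries. Differences between library batches and reads shared between paralogs were not tested.

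RL + DC3000 and RL, a comparison that the authors deposited but the paper does not count, differed in 5135 genes, 2079 higher and 3056 lower in RL + DC3000. The split was more even under other scalings, 2417 higher and 2720 lower with the same summed FPKM and 2536 higher and 2653 lower with limma voom on the rebuilt reads. Each other split of these 6 libraries gave at most 2 genes. The real split is 1 of 10, a share that cannot exclude chance with 3 libraries against 3, so the case against chance rests on limma, which called 4 unchanged genes in this comparison in the simulated data. Those data had independent noise in each gene, so a deviation shared by many genes was not tested. The depth of the libraries is argued against as the cause, since 96.7% of the genes stayed called with the reads thinned to a common total, and so is the uptake of FPKM by a few genes, since median-ratio scaling gave 5136. The effect of the infection under red light may therefore be as broad as that in the dark, where 5237 genes were called, as a hypothesis from the same data. With each library left out the count ranged from 5015 to 5144. Reads of the bacterium that align to tomato genes were not tested.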

How the results depend on the processing

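No alternative of this part was added after a result was seen. In every case below the cause was not tested, except where a fold threshold of 1 or limma treat loosens or tightens the criterion by construction.

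A fold threshold of 1 in place of 2 gave 369 genes in RL, 9055 in DC3000 and 9017 in RL + DC3000 against the Control, 155 in RL + DC3000 against DC3000, 8752 in RL + DC3000 against RL and 163 in all 3 treatments. Limma treat at 1 left 48 genes in RL against the Control, 11 in RL + DC3000 against DC3000, 8 in the interaction and 11 in all 3 treatments, and of the genes of Tables 2 to 5 it left 11 in RL against the Control and 5 in RL + DC3000 against DC3000. Array weights, under which DC3000 replicate 3 had the lowest weight of 0.363, raised RL against the Control to 278, RL + DC3000 against DC3000 to 308, the interaction to 129 and the genes of all 3 treatments to 80, and the genes of Tables 2 to 5 in RL + DC3000 against DC3000 from 11 to 18. With the replicate number as a block there were 20 genes in RL + DC3000 against DC3000, 14 in the interaction and 6 of the genes of Tables 2 to 5 in RL + DC3000 against DC3000. The ranges of adjusted p given with single genes leave this setting out. The residuals give no sign that replicate numbers pair the libraries, with correlations of -0.101 to 0.065 over the 18 pairs of libraries with the same number. With only the treatments compared in the fit, RL + DC3000 against DC3000 had 18 genes, and 3 of the genes of Tables 2 to 5. This setting gives no value for the interaction. The interaction also changed to 41 with a pseudocount of 1, 42 with no filter on low values, 15 with the same summed FPKM and 16 with limma voom. The preset correlation of 0.01 called 22 gene sets in place of 0.

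With each library left out in turn, the counts ranged from 101 (without Control replicate 1) to 198 (without Control replicate 2) in RL against the Control, from 4796 to 5660 in DC3000 and from 5075 to 5329 in RL + DC3000 against the Control, from 19 (without DC3000 replicate 2) to 205 (without DC3000 replicate 3) in RL + DC3000 against DC3000 and from 5015 to 5144 in RL + DC3000 against RL. The interaction ranged from 12 (without DC3000 replicate 2) to 67 (without DC3000 replicate 3), and the genes of all 3 treatments from 24 (without RL replicate 2) to 60 (without Control replicate 2). Gene sets ranged from 0 to 6, the latter without RL + DC3000 replicate 3. Genes of Tables 2 to 5 ranged from 15 to 21 in RL, 56 to 60 in DC3000 and 64 to 67 in RL + DC3000 against the Control, and 54 to 57 in RL + DC3000 against RL. In RL + DC3000 against DC3000 they ranged from 6 (without DC3000 replicate 2 or RL + DC3000 replicate 1) to 12 (without DC3000 replicate 1), with 7 without RL + DC3000 replicate 3. All comparisons taken together they ranged from 201 to 216.

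The remaining settings kept the counts of DC3000 and RL + DC3000 against the Control, and of RL + DC3000 against RL, within 1.5 times of those given. The counts of the authors' deposited table stayed within 1.5 times with strict thresholds and without the constant, where they were 433, 5628, 5764, 351 and 5617. Spearman's correlation and every other setting left the correlation with the qRT-PCR values between 0.871 and 0.939.

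For the 137 named genes tested, 822 values in the 6 comparisons were recomputed, of which 366 were called. None changed direction while called. A pseudocount of 1 took away 29 calls and added 17, a pseudocount of 0.01 took away 11 and added 6, no filter took away 6 and added 2, and a mean of at least 5 FPKM took away 6 and added 3 of 666 values. Median-ratio scaling took away 3 and added 1, the same summed FPKM took away 14 and added 6, the replicate block took away 18 and added 4, array weights took away 8 and added 48, limma voom took away 34 and added 22, and only the treatments compared took away 29 and added 6 of 685 values. Leaving out a library took away 211 and added 65 of 5754 values.

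The depth limits genes with few reads most. The totals of the rebuilt reads are partly nominal, so alternatives that use them test depth only approximately.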

Differences from the paper's values

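The paper's values differ from those computed here in the following cases, where a count lies more than 1.5 times away or a log2 fold change has another sign or lies outside the spread between libraries. The alternatives named in this part were set before the data were examined. The paper's counts equal those of the authors' deposited table, which gives 437, 5622, 5752 and 354 genes. For genes called in RL against the Control the paper's count is 437 and the count here 156, within the limits with a fold threshold of 1, and outside them under the others. For genes called higher in RL against the Control the paper's count is 230 and the count here 114, within the limits with array weights and with a fold threshold of 1, and outside them under the others. For genes called lower in RL against the Control the paper's count is 207 and the count here 42, outside the limits under every alternative. For genes called higher in RL + DC3000 against DC3000 the paper's count is 178 and the count here 32, within the limits with array weights and without DC3000 replicate 3, and outside them under the others. For genes called lower in RL + DC3000 against DC3000 the paper's count is 176 and the count here 36, outside the limits under every alternative. For genes called in all 3 treatments the paper's count is 137 and the count here 39, within the limits with a fold threshold of 1, and outside them under the others. For genes called higher in all 3 treatments the paper's count is 48 and the count here 28, within the limits with array weights, without Control replicate 2 and without Control replicate 3, and outside them under the others. For genes called lower in all 3 treatments the paper's count is 89 and the count here 11, outside the limits under every alternative. For genes called higher in both in RL and DC3000 against the Control the paper's count is 61 and the count here 29, within the limits with array weights and without Control replicate 2, and outside them under the others. For genes called higher in both in RL and RL + DC3000 against the Control the paper's count is 78 and the count here 50, within the limits with a pseudocount of 0.01, with no filter on low values, with array weights, without Control replicate 2 and without Control replicate 3, and outside them under the others.

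Where both means are above 0, printed log2 fold changes of the paper carry the constant of their comparison and are ratios of mean FPKM without a pseudocount. Where a mean is 0 the paper can still print a finite value, so a floor was used that is not given in the sources used here. Values here are differences of mean log2(FPKM + 0.1). The constant of the comparison was therefore added to the values here before they were set beside the paper's, except for the alternatives that rescale the libraries, and the values without it are given too. Under such an alternative a value can lie within the limits through the missing constant alone. This scale was set after the values were seen. The median difference from the paper was then 0.008 in DC3000, -0.004 in RL and -0.068 in RL + DC3000 against the Control and -0.055 in RL + DC3000 against DC3000. Over the genes of the tables the r between them was 0.995 in DC3000, 0.979 in RL and 0.991 in RL + DC3000 against the Control and 0.952 in RL + DC3000 against DC3000, and 6 of 81, 5 of 80, 6 of 82 and 4 of 80 genes differ. Solyc12g056650 in DC3000 against the Control is 2.49 in the paper and 1.284 here with the constant (1.133 without it), within the limits with a pseudocount of 0.01, with limma voom on rebuilt reads and without DC3000 replicate 3, and outside them under the others. Solyc12g056650 in RL against the Control is 7.91 in the paper and 6.395 here with the constant (6.523 without it), within the limits with a pseudocount of 0.01, and outside them under the others. Solyc12g056650 in RL + DC3000 against the Control is 7.44 in the paper and 5.916 here with the constant (5.787 without it), within the limits with a pseudocount of 0.01 and with limma voom on rebuilt reads, and outside them under the others. Solyc10g005030 in DC3000 against the Control is -0.09 in the paper and 0.155 here with the constant (0.004 without it), within the limits after median-ratio scaling, without Control replicate 3 and without DC3000 replicate 3, and outside them under the others. Solyc10g005030 in RL + DC3000 against DC3000 is 4.82 in the paper and 3.981 here with the constant (4.003 without it), within the limits with a pseudocount of 0.01, after median-ratio scaling, with libraries scaled to the same summed value, with array weights, with limma voom on rebuilt reads, without DC3000 replicate 1, without DC3000 replicate 3 and without RL + DC3000 replicate 2, and outside them under the others. Solyc06g008590 in RL + DC3000 against the Control is -5.93 in the paper and -4.759 here with the constant (-4.888 without it), within the limits after median-ratio scaling, with array weights, without Control replicate 1 and without RL + DC3000 replicate 2, and outside them under the others. Solyc03g036480 in DC3000 against the Control is 6.34 in the paper and 7.004 here with the constant (6.853 without it). This is within the limits after median-ratio scaling, without DC3000 replicate 1 and without DC3000 replicate 2, and outside them under the others. The gene is listed at 0 in the Control, so both values depend on the floor used and their difference cannot be read as a disagreement. Solyc03g036480 in RL + DC3000 against the Control is 5.43 in the paper and 6.094 here with the constant (5.965 without it). This is within the limits after median-ratio scaling, with libraries scaled to the same summed value, with array weights and without RL + DC3000 replicate 3. It is outside them under the others. With the Control at 0 these values depend on the floor used as well, and their difference cannot be read as a disagreement. Solyc08g014000 in DC3000 against the Control is 8.06 in the paper and 7.299 here with the constant (7.148 without it), within the limits with a pseudocount of 0.01, with limma voom on rebuilt reads, without Control replicate 2 and without DC3000 replicate 1, and outside them under the others. Solyc09g089500 in RL + DC3000 against DC3000 is 0.18 in the paper and -0.705 here with the constant (-0.683 without it), within the limits without RL + DC3000 replicate 1, and outside them under the others. Solyc02g086180 in RL + DC3000 against DC3000 is -0.07 in the paper and 0.079 here with the constant (0.101 without it), within the limits with array weights, without DC3000 replicate 1 and without RL + DC3000 replicate 2, and outside them under the others. Solyc03g095780 in RL + DC3000 against the Control is 0.48 in the paper and -0.267 here with the constant (-0.396 without it), within the limits with array weights, without Control replicate 1 and without RL + DC3000 replicate 2, and outside them under the others. Solyc04g050930 in RL + DC3000 against DC3000 is -0.29 in the paper and 1.126 here with the constant (1.148 without it), outside the limits under every alternative. Solyc06g053930 in RL against the Control is 0.14 in the paper and -0.055 here with the constant (0.073 without it), within the limits after median-ratio scaling, with libraries scaled to the same summed value, without Control replicate 2, without RL replicate 1 and without RL replicate 3, and outside them under the others. Solyc07g040710 in DC3000 against the Control is 7.46 in the paper and 6.543 here with the constant (6.392 without it), within the limits with a pseudocount of 0.01 and with limma voom on rebuilt reads, and outside them under the others. Solyc07g040710 in RL + DC3000 against the Control is 7.04 in the paper and 6.124 here with the constant (5.995 without it), within the limits with a pseudocount of 0.01 and with limma voom on rebuilt reads, and outside them under the others. Solyc04g011880 in RL against the Control is -0.06 in the paper and 0.061 here with the constant (0.189 without it), within the limits with limma voom on rebuilt reads, without Control replicate 3 and without RL replicate 2, and outside them under the others. Solyc08g067360 in RL against the Control is 0.13 in the paper and -0.308 here with the constant (-0.180 without it), within the limits without RL replicate 1 and without RL replicate 2, and outside them under the others. Solyc10g055790 in DC3000 against the Control is 6.33 in the paper and 7.002 here with the constant (6.851 without it). This is within the limits after median-ratio scaling, without DC3000 replicate 1 and without DC3000 replicate 2, and outside them under the others. This gene too is listed at 0 in the Control, so both values depend on the floor used and their difference cannot be read as a disagreement. Solyc03g043860 in RL + DC3000 against the Control is 0.21 in the paper and -0.318 here with the constant (-0.447 without it), within the limits with a pseudocount of 1, with array weights, without RL + DC3000 replicate 2 and without RL + DC3000 replicate 3, and outside them under the others. Solyc04g082460 in RL against the Control is 0.02 in the paper and -0.168 here with the constant (-0.040 without it), within the limits without Control replicate 1 and without RL replicate 3, and outside them under the others.

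Some genes of Tables 2 to 5 pass both thresholds in the authors' deposited table and were tested but not called here. For RL against the Control these are Solyc06g051680 (called with a pseudocount of 1 or with array weights), Solyc12g044280 (called with a pseudocount of 1, with array weights, with limma voom on rebuilt reads or with only the groups compared in the fit), Solyc03g033590 (called with a pseudocount of 1, with array weights or with limma voom on rebuilt reads), Solyc04g053010 (called with limma voom on rebuilt reads), Solyc02g086180 (called with a pseudocount of 1, with a mean of at least 5 FPKM required, with the replicate number as a block, with array weights, with limma voom on rebuilt reads or without Control replicate 2), Solyc06g074090 (called with a pseudocount of 1, with a mean of at least 5 FPKM required, with array weights, with limma voom on rebuilt reads or without Control replicate 2), Solyc02g073580 (called with a pseudocount of 1, with a mean of at least 5 FPKM required, with libraries scaled to the same summed value, with array weights or with limma voom on rebuilt reads), Solyc03g043860 (called with a pseudocount of 1, with limma voom on rebuilt reads or with only the groups compared in the fit) and Solyc00g272810 (called with the replicate number as a block or with array weights), and Solyc01g110790, Solyc09g084440, Solyc06g063390, Solyc07g009260 and Solyc08g074630, called under no setting. For DC3000 against the Control these are Solyc01g110790 (called with a pseudocount of 1, with the replicate number as a block, with limma voom on rebuilt reads or without Control replicate 3), Solyc03g033590 (called with array weights, with limma voom on rebuilt reads, without DC3000 replicate 3 or with only the groups compared in the fit), Solyc03g095780 (called with libraries scaled to the same summed value, with array weights or with limma voom on rebuilt reads), Solyc09g011580 (called with array weights) and Solyc04g082460 (called with a pseudocount of 0.01, with libraries scaled to the same summed value, with array weights, with limma voom on rebuilt reads, without Control replicate 1, without Control replicate 3 or without DC3000 replicate 3). For RL + DC3000 against the Control these are Solyc01g110790 (called without Control replicate 3), Solyc02g063430 (called without RL + DC3000 replicate 2) and Solyc07g040690 (called with libraries scaled to the same summed value, with array weights or with limma voom on rebuilt reads). For RL + DC3000 against DC3000 these are Solyc06g049050 (called without DC3000 replicate 1), Solyc03g031630 (called without RL + DC3000 replicate 2), Solyc05g006860 (called with array weights or with limma voom on rebuilt reads), Solyc04g011880 (called with array weights or without RL + DC3000 replicate 3), Solyc08g067340 (called with array weights), Solyc08g067360 (called with a pseudocount of 1, with array weights or with limma voom on rebuilt reads), Solyc02g073580 (called with array weights or without RL + DC3000 replicate 2) and Solyc02g063430 (called without RL + DC3000 replicate 2), and Solyc06g051680, Solyc10g005070, Solyc01g099620 and Solyc02g071730, called under no setting.

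The paper describes NPR1 in its discussion as highest in RL + DC3000, whereas NPR1 (Solyc07g040690) had a log2 fold change against the Control of 2.35 in DC3000 and 1.94 in RL + DC3000 here. The paper states that the circadian rhythm genes did not differ significantly between RL + DC3000 and RL, and here 10 of the 11 were not called in RL + DC3000 against RL and Solyc10g005070 was. In Table 5 of the paper 32 q-values differ from those of the authors' deposited table for the same gene and comparison, and 4 more are n.d. in only the paper or only the deposited table. The paper's q-values from Solyc03g043860 to Solyc12g094620 are those deposited for the gene listed next, and those of Solyc01g100630 are those deposited for Solyc10g055790. The gene listed before Solyc03g043860, whose ID is truncated in the paper, likewise has the q-values deposited for Solyc03g043860. The other 311 q-values that could be looked up equal the authors' deposited table at the precision printed, as do 325 log2 fold changes, and 19 log2 fold changes of RL + DC3000 against DC3000 are 0.01 apart from it. In Table S8 the values printed for CCA1 under Solyc10g005080 are those of Solyc10g005070 with RL and RL + DC3000 exchanged.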

Other observations

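In this part the tests of the depth and of an exchange of DC3000 replicate 3, of the shares in genes chosen by the RL + DC3000 libraries, of the order of the authors' q-values and of the threshold that the authors' further calls missed were chosen only after the result was seen, and the other tests were chosen before their own outcomes but after the first counts, the principal components and the authors' q-values had been looked at.

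For the comparisons of 2 treatments, the real split of the 6 libraries was 1 of 10 that gave as many genes in RL against the Control, 1 of 10 in DC3000 against the Control, 1 of 10 in RL + DC3000 against the Control, 1 of 10 in RL + DC3000 against DC3000 and 1 of 10 in RL + DC3000 against RL, shares that cannot exclude chance with 3 libraries against 3. The highest count of another split was 9, 7, 2, 10 and 2, and in the simulated data limma called 2, 2, 4, 3 and 4 unchanged genes in these comparisons, so the case against chance rests on limma and not on the splits. As the simulated noise was independent between genes, this case leaves out deviations that many genes share. Splitting all 12 libraries into 4 groups of 3, 1 of 100 splits gave as many genes in all 3 treatments, against 2 at most in the others, which decides nothing, since splits that mix infected with mock-inoculated leaves leave hardly any genes called. For the genes of Tables 2 to 5 1 of 100 splits gave as many calls, and this decides nothing either, since the paper chose these genes as changed between the same libraries. For the gene sets 100 of 100 splits gave as many calls as the real split, since the real one gave 0.

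DC3000 replicate 3 lies nearer the Control libraries than replicates 1 and 2. Lower depth is argued against, since it has 128.9% of the rebuilt reads of the deeper of replicates 1 and 2. An exchange with a Control library is argued against, since its lowest rank correlation with a DC3000 library exceeds its highest with a Control library by 0.234. A mixture with RNA of uninfected leaf would need the same share of Control RNA in every gene. The share that accounts for replicate 3 had a median of 5.5% (quartiles 3.0 and 9.0) over 757 genes that fell at least 16-fold in replicates 1 and 2 and of 29.6% (quartiles -0.7 and 49.0) over 669 genes that rose as much, a difference of 24.1. These genes were chosen by replicates 1 and 2. In genes chosen by the RL + DC3000 libraries, and with each replicate set against the other 2, the medians were -3.7, -1.3 and 4.7% for replicates 1, 2 and 3 over 589 genes that fell and -17.3, 0.5 and 23.5% over 604 that rose. The genes that rose thus vary between replicates 1 and 2 nearly as much as replicate 3 departs, so the test does not decide on the mixture, and a weaker response of these leaves was not tested apart from it.

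The authors' deposited table calls more genes than limma in RL against the Control and in RL + DC3000 against DC3000. Ordering the genes by a test of 2 counts on the group sums of FPKM ordered the q-values with 0 steps down in all 5 comparisons, over 21294 to 22370 genes each. This argues against a part of the spread between libraries in the q-values of these genes, since the group sums hold none of it. Of the calls that only the authors' table makes in these comparisons, 68.3 and 59.5% fall under the fold threshold when 1 library is left out, against 15.6 and 15.5% of the shared calls, and the smaller difference is 44.0 points. Limma requires little spread between libraries, so the shared calls had to depend less on 1 library, and in DC3000 against the Control, where the counts are alike, the shares were 61.3 and 9.9%. This test therefore does not tell why the table calls more genes. Of the calls that only the table makes and that limma tested, 272 of 279 in RL against the Control and 273 of 276 in RL + DC3000 against DC3000 did not pass limma's FDR, and the other 7 and 3 passed it under the fold threshold. In DC3000 against the Control 295 of 551 did not pass it and 256 were under the fold threshold alone. These counts place the extra calls of both comparisons at limma's FDR and not at the fold threshold alone, and do not tell which of the tests is nearer the truth. The filter on low values is argued against, since 8.3% of those calls have a mean under 1 FPKM.

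Across genes, the log2 fold changes of red light in mock-inoculated and in infected leaves, 0.186 in correlation, were the highest of 100 splits that exchange the red-light label within each infection state (1 of 100, the real split included; the next was 0.160 and the lowest -0.160), as would be seen if red light changed the same genes in both. No technical explanation was tested for this correlation.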
